# Multiomics analyses reveal that PRMT5 regulates membrane transport and cholesterol synthesis in white adipocytes

**DOI:** 10.1002/imo2.70055

**Published:** 2025-10-05

**Authors:** Xiyue Chen, Zhihao Jia, Xiashiyao Zhang, Feng Yue, James F. Markworth, Christina R. Ferreira, Jun Wan, Shihuan Kuang

**Keywords:** adipocytes, cholesterol synthesis, membrane transport, protein methylation

## Abstract

The adipose tissue (AT) is a main regulator of systemic energy homeostasis, and AT dysfunction leads to insulin resistance and other metabolic complications. Protein arginine methyltransferase 5 (PRMT5) catalyzes symmetrical dimethylation of arginine residues to modulate protein stability and function. Besides its well-studied oncogenic functions, PRMT5 has recently been shown to play a physiological role in AT through poorly understood mechanisms. Here, we explore the function of PRMT5 in AT through unbiased RNA sequencing and lipidomic analyses of AT in wild-type and adipocyte-specific *Prmt5* knockout (*Prmt5*^*AKO*^) mice. Transcriptomic profiling revealed that *Prmt5*^*AKO*^ alters the expression of genes related to metabolism and membrane transport. Specifically, *Prmt5*^*AKO*^ induces genes enriched in glucose transport and glycolysis pathways, while suppressing genes encoding fatty acid (FA) transporters. Lipidomics analysis showed altered compositions of triacylglycerols (TAGs), fatty acids (FAs), and glycerophospholipids. Additionally, *Prmt5*^*AKO*^ promotes cholesterol biogenesis, associated with hyperlipidemia and hepatic steatosis in mice. These multiomics approaches uncover previously unappreciated roles of PRMT5 as an epigenetic regulator of metabolic homeostasis via coordinating membrane transport, balancing glucose and FA metabolism, and promoting cholesterol biosynthesis. This study highlights a novel mechanism by which protein methylation regulates systemic energy balance.

## 1 | INTRODUCTION

In recent decades, the global incidence of obesity has increased dramatically due to overnutrition and sedentary lifestyles, increasing risks of metabolic disorders such as cardiovascular disease and type 2 diabetes (T2D) [1]. Adipose tissue (AT) plays a critical role in systemic energy homeostasis by dynamically remodeling in response to metabolic cues to regulate lipid storage, mobilization, and signaling transduction [2]. In humans and rodents, there are three types of ATs: white adipose tissue (WAT), brown adipose tissue (BAT), and beige adipose tissue (BeAT). WAT primarily functions as an energy reservoir, storing excess nutrients in the form of triacylglycerols (TAGs) within lipid droplets (LDs) and releasing free fatty acids (FFAs) through lipolysis during energy deficit [3]. In contrast, BAT is specialized for energy expenditure through non-shivering thermogenesis. It is rich in mitochondria and expresses un-coupling protein 1 (UCP1), which dissipates energy as heat [4]. BeAT arises from WAT upon cold stimulation and shares thermogenic features with BAT. While BAT and BeAT contribute to adaptive thermogenesis and metabolic flexibility, WAT comprises the majority of AT mass in adult humans [5]. Importantly, WAT also functions as an endocrine organ by secreting hormones and cytokines, including leptin, adiponectin, and lipid-derived signaling molecules, to regulate systemic energy metabolism and inter-organ communication.

Adipocytes dynamically regulate cellular lipid dynamics through coordinated lipid uptake, synthesis, breakdown, and release. Circulating FFAs are taken by adipocytes to esterify into TAGs and stored in LDs. These LDs are comprised of a core of neutral lipids, primarily TAGs, but also ceramides, cholesteryl esters (CEs) and other lipid species. LDs are surrounded by a glycerophospholipid monolayer that differs from other bilayer membranes, such as those of endoplasmic reticulum (ER) membrane [6]. When energy demand increases, TAGs are hydrolyzed into fatty acids (FAs) and glycerol, which are released into the bloodstream and utilized by peripheral tissues. Thus, LD-mediated lipid dynamics are essential for cellular homeostasis and worth investigation.

Cellular FA transport is mediated by passive diffusion or protein-mediated mechanisms [7]. Upon stimulation, FA transporters, such as CD36 and fatty acid transport protein (FATPs), translocate to the plasma membrane to enhance FA uptake, a mechanism essential for post-prandial lipid clearance and rapid energy supply to peripheral tissues [7–9]. CD36 is highly expressed in AT and is genetically linked to hyperlipidemia and hyper-tension [8]. FATP1 and FATP4 also facilitate FA uptake by coupling it with acyl-CoA synthesis [9]. Dysregulation of these transporters contributes to metabolic diseases like T2D, highlighting them as potential therapeutic targets [7].

In addition to TAGs, adipocytes also synthesize and release other bioactive lipids, including glycerophospholipids and cholesterols derivatives. These molecules contribute to membrane architecture, intracellular signaling, and lipid trafficking. Among the glycerophospholipids, phosphatidylcholine (PC) is the most abundant component of the LD membrane [10, 11], followed by phosphatidylethanolamine (PE), phosphatidylinositol (PI), and phosphatidylserine (PS) [12]. The biosynthesis, interconversion, and compartmentalization of these phospholipids are closely linked to organelle function and LD dynamics [13, 14]. As such, understanding the regulation of lipid composition and membrane transport is critical to uncover the molecular bases of AT function in health and disease.

Protein arginine methyltransferases (PRMTs) catalyze protein arginine methylation, as key enzymes of posttranslational modifications (PTMs). PRMTs regulate many cellular activities, including RNA processing, DNA repair, and protein–protein interactions [15]. Based on their methylation preferences, PRMTs are classified into three types: type I enzymes produce asymmetric dimethylarginine, type II enzymes like PRMT5 generate symmetric dimethylarginine, and type III enzymes catalyze monomethyl arginine [16]. PRMT5, as the major type II enzyme, modifies both histone and non-histone proteins, thereby playing critical roles in epigenetic regulation and signal transduction [17]. PRMT5 is best known for its oncogenic functions, with high expression in multiple tumor types. Accordingly, several PRMT5 inhibitors are currently in clinical trials as anticancer therapeutics [18]. More recently, PRMT5 has emerged as a critical regulator of metabolic homeostasis. In cardiomyocytes, PRMT5 maintains cardiac function by repressing protein O-GlcNacylation [19]. And in hepatocytes, it promotes gluconeogenesis through CREB methylation [20]. Moreover, recent studies suggest that PRMT5 is associated with metabolic diseases like T2D, where it modulates insulin signaling and pancreatic β-cell function [21].

In adipose tissue, PRMT5 has been shown to regulate adipogenic and lipogenic gene expression via PPARγ-dependent mechanisms in vitro [22]. Our lab previously reported that adipocyte-specific *Prmt5* knockout (*Prmt5*^AKO^) impairs LD formation and TAG synthesis in WAT [23]. However, the mechanisms by which PRMT5 regulates lipid composition and membrane transport in vivo remain poorly understood.

In this study, we aim to investigate the physiological role of PRMT5 in white adipocytes (WAs) by integrating transcriptomic and lipidomic profiling in *Prmt5*^AKO^ mice. We specifically hypothesize that PRMT5 modulates key membrane transport pathways and lipid homeostasis. Our findings reveal that PRMT5 acts as a critical epigenetic regulator of membrane transport and lipid handling, thereby linking protein methylation to systemic metabolic homeostasis.

## 2 | RESULTS

### Transcriptional changes in response to *Prmt5* KO in WAs

To investigate the role of PRMT5 in mature AT, we generated an adipocyte-specific *Prmt5* knockout (*Prmt5*^*AKO*^) mouse model. As summarized in Figure 1A, *Prmt5*^*AKO*^ leads to progressive lipodystrophy, reduced energy expenditure, hyperlipidemia, hepatic steatosis, glucose intolerance, and insulin resistance [23]. Although both male and female *Prmt5*^*AKO*^ mice showed reduced fat mass, the phenotype was more prominent in females, with a specific and pronounced reduction in epididymal WAT, a depot known to be more abundant in females [24]. Based on this stronger phenotype, we selected female mice for further studies.

To understand how *Prmt5* KO affects transcriptional pathways related to lipid metabolism, we performed RNA-sequencing (RNA-seq) using eWAT from 6-month-old WT and *Prmt5*^*AKO*^ females via Illumina high-throughput sequencing platform (Figure 1A). 

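RNA came from eWAT, a visceral white fat depot, of 6-month-old females, with 3 WT libraries and 3 *Prmt5* AKO libraries and 1 library per sample. *Prmt5* AKO mice lack *Prmt5* in adipocytes through Adipoq-Cre, so RNA of the other cell types of the depot is also in each library. The authors trimmed the reads, aligned them to GRCm38, kept uniquely mapped pairs and counted reads per gene. They deposited CPM values, the unit of Table S2, for 16619 genes. These are reads divided by effective library sizes that hold 1 scaling factor per library. In every library 100% of these values were whole multiples of what 1 read is worth, within 0.05 of a read. The reads recovered this way summed to 21999576, 27119065 and 27445096 in WT replicates 1 to 3 and to 18731215, 24636063 and 23575637 in *Prmt5* AKO replicates 1 to 3. Genes with at least 0.5 CPM in at least 3 libraries were kept, which left 16109. The genotypes were compared with limma on log2(CPM + 0.5), so each fold change is *Prmt5* AKO over WT on that scale and understates the change of low genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.5 in either direction, the cutoffs of the study. Adjusted p-values of single genes are limma's unless another tool is named, and values are given as mean ± SD of 3 libraries per genotype. Gene groups were taken from 60 lists, of which 57 had at least 5 genes kept, and were tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation. These choices were made before the deposited data were examined, but part of Table S2 and the paper's figures had been seen. Each named gene was tested again under up to 26 alternatives, 2 of them chosen after seeing the data. Some alternatives passed most named genes whatever their values. Of the 123 other than *Prmt5*, limma with array weights, which weigh each library, passed 119. With the intronic read share as a covariate limma passed 115, and edgeR's likelihood ratio test with the replicate number as a block passed 100. A gene that passed under only a few alternatives is thus not set apart from the other named genes. The sources used here do not say that each library is a separate mouse. P-values thus measure only the spread between these samples, which may be technical. Limma draws the variance of each gene towards a trend over all genes, so its standard errors are not a gene's own spread alone. In reads simulated at the depth and per-gene spread of these libraries, limma called 0% of 69 genes changed by a log2 fold of 1, 42.4% of 66 changed by 2 and 72.3% of 65 changed by 3, with 7 false calls among 15909 unchanged genes. The simulated genes varied independently of each other, so these shares leave out structure that real libraries share across genes. Gene positions are from GENCODE release 21 on the same build.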

We confirmed the specific reduction of *Prmt5 mRNA* in the samples before library construction (Figure 1B).

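Reads were detected from 16584, 16562 and 16612 genes in WT replicates 1 to 3 and from 16572, 16502 and 16398 genes in *Prmt5* AKO replicates 1 to 3. The 10 most abundant genes took 13.2%, 11.1% and 13.3% of the reads of the WT libraries and 10.3%, 6.81% and 6.50% of those of the *Prmt5* AKO libraries. Shares of intronic reads, here the sum of the intron and intron-rev shares of Table S1, were 3.54%, 1.68% and 2.39% in WT and 5.06%, 1.59% and 1.90% in *Prmt5* AKO. The paper's shares of mitochondrial reads were 4.37%, 2.69% and 5.76% in WT and 4.61%, 1.72% and 1.27% in *Prmt5* AKO. The reads recovered from the deposited values were 99.8% to 99.9% of the mapped reads of that table.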

In total, the RNA-seq generated 27,081,232, 33,997,614, 34,890,502, 24,238,385, 30,244,956, 29,445,634 raw reads from the six (3 WT and 3 *Prmt5*^*AKO*^) samples, which yielded 24,889,626, 30,159,890, 30,906,453, 21,983,924, 27,406,843, 26,615,776 high-quality reads, respectively, with mapping rates ranging from 85.40% to 90.04% (Table S1). FastQC analysis demonstrated that over 20,000,000 raw reads from each sample had a mean sequence quality of 35 (Figure S1A), indicating good overall sequencing quality. 

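The deposited CPM are whole reads divided by 1 factor per library (1.07, 0.974 and 1.02 in WT and 1.15, 0.910 and 0.898 in *Prmt5* AKO), so they hold no correction that differs from gene to gene. The text of the paper names no batch. The log2 fold changes of the authors' deposited table lay within 0.01 of those of edgeR's likelihood ratio test with the replicate number as a block for 99.3% of the genes kept, and within 0.01 of those without the block for 19.3%. The libraries spread mostly along a first principal component, which held 64.5% of the variance of log2(CPM + 0.5) over the genes kept. On it, WT replicates 1, 2 and 3 lay at 74.6, -26.1 and 40.2 and *Prmt5* AKO replicates 1, 2 and 3 at 53.3, -61.0 and -81.0, so *Prmt5* AKO replicate 1 lay between a pair of WT libraries.

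**Figure D1:**
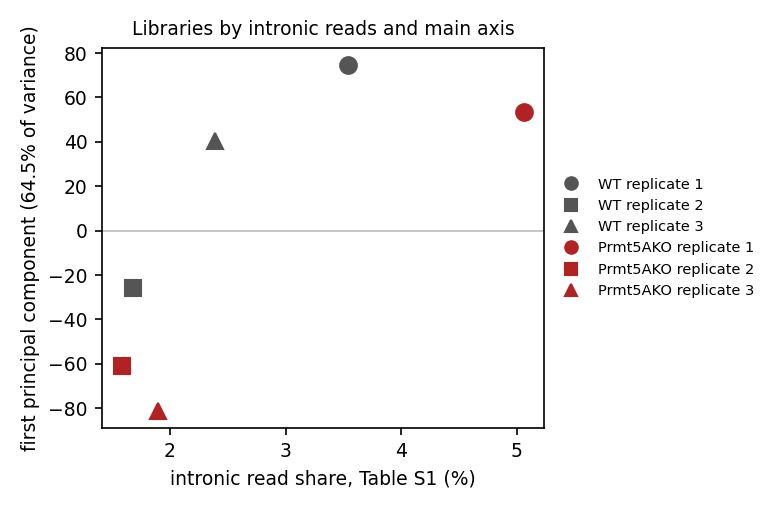
Share of intronic reads in percent, from Table S1, on the x axis against the position of each library on the first principal component on the y axis, with 1 point per library, WT and *Prmt5* AKO in different colours. *Prmt5* AKO replicate 1, with an intronic share of 5.06%, and WT replicates 1 and 3 lie above 0, and the other 3 libraries lie below it.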

We performed batch correction analysis to eliminate any artificial effects during the sample processing and sequencing. 

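Among the genes with the smallest adjusted p-values were *Gtse1* and *Cdkn1a*, targets of p53, the replication-dependent histone gene *H4c3*, and *Gldc*, which encodes the glycine decarboxylase of the glycine cleavage system. *Gtse1* was at 1.15 ± 0.115 CPM in WT and 10.2 ± 2.55 CPM in *Prmt5* AKO (log2 fold change 2.67, standard error 0.33, adjusted p = 0.106). *Cdkn1a*, an inhibitor of the cell cycle, was at 67.8 ± 26.5 CPM in WT and 372 ± 104 CPM in *Prmt5* AKO (log2 fold change 2.48, standard error 0.36, adjusted p = 0.112). *H4c3*, which may have lost reads that also match other H4 genes, had a log2 fold change of 2.65 (standard error 0.36, adjusted p = 0.106). Over all 16109 genes limma called 0. The smallest adjusted p was 0.0686, that of *Plch2*, a phospholipase C gene named here after its values were seen. At an unadjusted p under 0.05 limma found 1404, where 805 are expected on average by chance. Genes vary together in these libraries, so counts by chance spread widely around that average. Other splits into 3 and 3 libraries, a test chosen after the results were seen, gave 45 to 7618 such genes. The 7618 came from WT replicates 1 and 3 with *Prmt5* AKO replicate 1 against the rest. On the recovered reads, edgeR's quasi-likelihood test called 0 genes (1348 at an unadjusted p under 0.05) and limma-voom 0 (1392). The likelihood ratio test of edgeR called 162 (109 higher, 53 lower) and DESeq2 301 (193 higher, 108 lower). With the replicate number as a block, limma called 129, edgeR's quasi-likelihood test 53 and its likelihood ratio test 682 (353 higher, 329 lower). In 2326 genes, 14.4% of those kept, the 3 libraries of one genotype all lay above the 3 of the other, against 10% on average by chance. That share too can spread widely by chance, since genes vary together. Nuclear-retained RNAs, a list that includes *Neat1* and serves as a sign of pre-mRNA and nuclear RNA content, had a median log2 fold change of -1.05 with 10 of 10 members negative (camera, adjusted p = 0.00343; adjusted p = 0.601 with an estimated correlation), a call that ended with 1 surrogate variable as a covariate (adjusted p from 1.70e-06 to 0.601 over the 28 alternatives), and the median was -0.66 without WT replicate 1, -1.74 without *Prmt5* AKO replicate 1, -0.56 without *Prmt5* AKO replicate 2 and -0.63 without *Prmt5* AKO replicate 3. With the intronic read share as a covariate, 3575 genes were called (1672 higher, 1903 lower). Without *Prmt5* AKO replicate 1, which has the highest share, 84 were called (54 higher, 30 lower). With the 4 libraries of lowest share, a set chosen after seeing the data, 254 were called (144 higher, 110 lower).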

We applied false discovery rate (*FDR*) < 0.05 and |Log_**2**_ (fold change)| > 0.5 as cutoffs to identify differentially expressed genes (DEGs), resulting in a total of 671 DEGs (Table S2). These DEGs consisted of 347 upregulated genes and 324 downregulated genes, including *Prmt5*, in *Prmt5*^*AKO*^ eWAT (Figure 1C). 

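*Prmt5*, the deleted gene, lies on chromosome 14 of GRCm38 from 54507187 to 54517525 on the minus strand. It was at 36.6, 59.7 and 39.7 CPM in WT replicates 1 to 3 and at 14.6, 22.0 and 28.5 CPM in *Prmt5* AKO replicates 1 to 3, so every *Prmt5* AKO library lay below every WT library. The means were 45.3 ± 12.6 CPM in WT and 21.7 ± 6.98 CPM in *Prmt5* AKO (log2 fold change -1.06, standard error 0.34, adjusted p = 0.436 from limma). The exact two-sided permutation test on CPM gave p = 0.10, the smallest that 3 libraries against 3 allow, and *Prmt5* passed the threshold under 5 of 26 alternatives. The 13 genes kept of the PRMT5 complex and the arginine methyltransferase family, *Prmt5* included, had a median log2 fold change of 0.063 (camera, adjusted p = 0.904). Of the genes that the study lists as upregulated, 340 were among those kept, all with a positive log2 fold change here. Of its downregulated genes 318 were kept, all with a negative one. When adjusted over the list alone, limma called 302 of the 340 and 202 of the 318. This is not independent evidence, because the study chose these genes on the same samples.

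**Figure D2:**
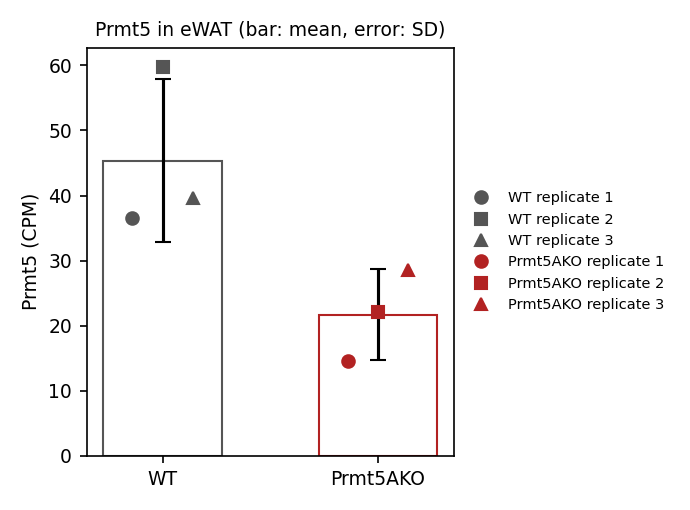
*Prmt5* expression in CPM on the y axis in each of the 3 WT and 3 *Prmt5* AKO eWAT libraries, with 1 point per library, a line at the mean and bars of 1 SD. The WT libraries lie between 36.6 and 59.7 CPM and the *Prmt5* AKO libraries between 14.6 and 28.5 CPM.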

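Exon 7 of the *Prmt5* transcript Prmt5-201 lies on chromosome 14 of GRCm38 from 54513291 to 54513454, on the minus strand. It is 164 bp long, and all of it is coding sequence. The values used here count reads over the whole gene, so reads from the other exons of *Prmt5* add to its CPM in *Prmt5* AKO eWAT. Coverage of single exons was not analysed here.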

Genomic visualization also clearly showed the lack of target exon 7 in *Prmt5*^*AKO*^ eWAT (Figure S1B).

### Loss of *Prmt5* alters the expression of genes related to metabolic and membrane transport pathways

To investigate the transcriptional changes in eWAT due to the deletion of *Prmt5*, we conducted functional enrichment analysis on DEGs and found that metabolic pathways and transport-related pathways were significantly enriched in both Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Figure 1D, Figure S1C,D, Tables S3–4). 

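Of the 57 gene lists tested with camera, 24 passed the threshold, 17 of them higher and 7 lower in *Prmt5* AKO eWAT. The 24 include the study's ATPase, fatty acid and cholesterol panels and the genes named in its text. The study chose these on the same samples, so their calls are not independent evidence. With an estimated correlation between genes, 0 of the 57 passed. The fry test of limma asks whether the genes of a list move one way on balance, and it called 1, the fatty acid panel that the study chose on these samples (adjusted p = 0.0109). In the authors' deposited table of enriched terms, the KEGG term metabolic pathways holds 84 of the study's DEGs, with a fold enrichment of 1.59 and an FDR of 0.00103. The authors' deposited table also gives lipid metabolic process with 68 genes, a fold enrichment of 2.01 and an FDR of 3.56e-05. In the same authors' deposited table ABC transporters have 9 genes, a fold enrichment of 5.39 and an FDR of 0.0226.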

To gain more detailed insights into the dynamic changes, we performed the clustering trend analysis based on 84 DEGs enriched in KEGG metabolic pathway, and found these genes were clearly grouped into two clusters with varied response patterns towards *Prmt5*^*AKO*^ (Figure 1E, Table S5). 

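All 84 of the study's metabolic genes were among the genes kept, and 46 had positive and 38 had negative log2 fold changes here. Over all genes limma called 0 of the 84, with 44 of the 46 and 29 of the 38 at an unadjusted p under 0.05. The likelihood ratio test of edgeR called 19 (84 with the replicate number as a block) and DESeq2 38. Without *Prmt5* AKO replicate 1, limma called 10, and with the intronic read share as a covariate it called 79. The study chose these genes on the same samples, so their direction is not independent evidence.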

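The 38 genes of the KEGG metabolic pathway with lower values in *Prmt5* AKO eWAT include *Me1*, the cytosolic malic enzyme that supplies NADPH for lipid synthesis, at 914 ± 276 CPM in WT and 392 ± 41.7 CPM in *Prmt5* AKO (log2 fold change -1.18, standard error 0.34, adjusted p = 0.389). *Acot4*, a peroxisomal acyl-CoA thioesterase, had a log2 fold change of -1.45 (standard error 0.49), and *Acadsb*, an acyl-CoA dehydrogenase, one of -0.94 (standard error 0.34). The median over the 38 genes was -1.34. Of the 38, limma called 27 when adjusted over the list alone and 0 over all genes. With the 4 libraries of lowest intronic share, 8 of the 38 were called. The study chose these genes on the same samples, so neither count is independent evidence. The authors' deposited table gives fatty acid metabolic process with 8 genes of the lower cluster (fold enrichment 30.8, FDR 8.53e-07) and acyl-CoA metabolic process with 4 (fold enrichment 105, FDR 0.000548). The cluster is named here after the paper's text, since in the authors' deposited table these terms carry the label of Figure 1G and the sterol terms that of Figure 1F. Its genes were drawn from a metabolic pathway term, which by itself favours terms of metabolism.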

Cluster 1 contained 38 genes whose expression was decreased in the *Prmt5*^*AKO*^ group, functionally enriched in FA and acyl-CoA metabolic processes (Figure 1F, Table S5). 

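Among the 46 genes of the KEGG metabolic pathway with higher values in *Prmt5* AKO eWAT was *Ak1*, an adenylate kinase that interconverts adenine nucleotides, with a log2 fold change of 1.27 (standard error 0.32, adjusted p = 0.336 from limma). The 46 genes had a median log2 fold change of 1.39. When adjusted over the list alone, limma called 44 of them, and over all genes it called 0. With the 4 libraries of lowest intronic share 20 were called. They too were chosen by the study on these samples, which makes none of these counts independent evidence. In the authors' deposited table, sterol biosynthetic process holds 5 genes of the higher cluster (fold enrichment 105, FDR 1.86e-05) and cholesterol metabolic process 6 (fold enrichment 31.2, FDR 0.000115). Here too the cluster was drawn from a metabolic pathway term, which by itself favours terms of metabolism.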

Cluster 2 with 46 genes exhibited increased expression in the *Prmt5*^*AKO*^ group, with functional enrichment of cholesterol and sterol metabolic process (Figure 1G, Table S5). 

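*Gldc* was at 1.83 ± 0.332 CPM in WT and 10.6 ± 0.189 CPM in *Prmt5* AKO (log2 fold change 2.26, standard error 0.30, adjusted p = 0.106). *Prps1*, a phosphoribosyl pyrophosphate synthetase that feeds nucleotide synthesis, was at 109 ± 13.6 CPM in WT and 313 ± 137 CPM in *Prmt5* AKO (log2 fold change 1.44, standard error 0.34, adjusted p = 0.322). *Akr1c18*, which inactivates progesterone, was at 3.20 ± 0.423 CPM in WT and 0.471 ± 0.239 CPM in *Prmt5* AKO (log2 fold change -1.95, standard error 0.34, adjusted p = 0.202). Its family member *Akr1cl* was at 8.92 ± 4.81 CPM in WT and 42.8 ± 34.8 CPM in *Prmt5* AKO (log2 fold change 1.84, standard error 0.85, adjusted p = 0.583). *Errfi1*, a feedback inhibitor of EGFR signalling that the paper's text writes Errfl1, had a log2 fold change of -1.06 (standard error 0.42, adjusted p = 0.537). *Dgat2*, which makes triacylglycerol from diacylglycerol, had one of 1.21 (standard error 0.54, adjusted p = 0.578). None of these 6 genes passed limma's threshold over all genes. *Gldc* passed it under 11 of 26 alternatives, *Akr1c18* under 9 and *Errfi1* under 3.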

Consistently, GO enrichment analysis demonstrated that DEGs were significantly enriched in several metabolic process pathways (Table S4), including FA metabolism (*Abcd2, Akr1cl, Acaa2, Acsm3, Akr1c18*), organic acid metabolism (*Errfl1*, *Abcd2*, *Acaa2*, *Acsm3*, *Gldc*), small molecule biosynthetic process (*Prps1, Errfl1, Akr1CL, Mvk, Acsm3*), and cholesterol homeostasis (*Errfl1, Dgat2, Abca5, Apoa2, Apoc3*).

We next examined whether the observed gene expression changes led to metabolic functional alterations. Using indirect calorimetry, we measured rates of oxygen (O_**2**_) consumption rate (OCR), carbon dioxide production (CO_**2**_), and heat production of 6-month-old WT and *Prmt5*^*AKO*^ females. *Prmt5*^*AKO*^ mice exhibited a lower OCR than WT mice during both day and night (Figure 2A,B). However, the two groups showed no significant difference in CO_**2**_ production (Figure 2C,D) and energy expenditure (Figure 2E,F).

We then calculated the respiratory exchange ratio (RER), which is defined as the ratio of CO_**2**_ produced to O_**2**_ consumed. RER level correlates with the predominant fuel sources used during metabolism, as an RER close to 0.7 suggests lipid oxidation, whereas an RER near 1.0 indicates carbohydrate oxidation. *Prmt5*^*AKO*^ mice showed a significantly elevated RER compared to WT mice (Figure 2G,H), suggesting a metabolic shift from lipid oxidation to carbohydrate utilization.

### *Prmt5* deletion alters the expression profiles of membrane transporter genes

Among the significantly enriched pathways by DEGs, we found several of them were related to transport functions (Figure 1D). 

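Genes of 4 transporter families were set against all other genes kept, with Fisher's exact test (two-sided). That test takes genes as independent, while genes vary together across these libraries, so its p-values can be too small. In limma 0 were called of the 22 V-type ATPase, 33 P-type ATPase, 39 ABC and 256 SLC genes, so the main comparison gives no enrichment to test. At an unadjusted p under 0.05 there were 5, 3, 7 and 30 of them. With the intronic read share as a covariate, limma called 48.7% of the ABC genes (odds ratio 3.34, adjusted p = 0.00145 over the family tests) and 50.0% of the V-type ATPase genes (odds ratio 3.51, adjusted p = 0.00844), against 22.1% and 22.2% of other genes. Under it, the P-type ATPases (33.3%, adjusted p = 0.176) and the SLC family (23.0%, adjusted p = 0.762) did not pass this test. The likelihood ratio test of edgeR called 1, 1, 2 and 4 genes of the 4 families, and none of the 4 then passed Fisher's exact test (adjusted p between 0.146 and 0.331). With the replicate number as a block in that test, the ABC genes (odds ratio 6.86, adjusted p = 0.000102) and the V-type ATPases (odds ratio 5.05, adjusted p = 0.0211) passed, and the P-type ATPases (adjusted p = 0.0616) and the SLC family (adjusted p = 0.207) did not. By the p-values of the authors' deposited table over the genes kept, the adjusted p was 7.49e-05 for ABC genes, 0.0197 for V-type ATPases, 0.0579 for P-type ATPases and 0.156 for the SLC family. This is not a separate result. Those p-values called 9, 4, 4 and 15 genes of these families, the same numbers as the likelihood ratio test with the block. With the 4 libraries of lowest intronic share, a set chosen after seeing the data, ABC genes (odds ratio 5.25) and SLC genes (odds ratio 2.32) passed at adjusted p = 0.0389 each, and the V-type (adjusted p = 0.0581) and P-type ATPases (adjusted p = 1) did not. The authors' deposited table gives ATPase-coupled transmembrane transporter activity with 16 of the study's DEGs, a fold enrichment of 5.49 and an FDR of 0.000260.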

According to the GO enrichment, the top biological process (BP) enriched by DEGs were transport-related pathways, including ATPase-coupled transmembrane transporter activity, primary active transmembrane transporter activity, transporter activity (Figure S1E, Table S4). These results suggest a previously unrecognized role of PRMT5 in regulating membrane transport processes, which may have implications for AT metabolism and systemic metabolic homeostasis.

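Of the study's transport genes, 66 with positive and 67 with negative log2 fold changes were among the genes kept. Over all genes limma called 0 of them, with 62 of the 66 and 50 of the 67 at an unadjusted p under 0.05. On the recovered reads, edgeR's likelihood ratio test called 40 (132 with the replicate number as a block) and DESeq2 60. Leaving out *Prmt5* AKO replicate 1, limma called 18 of them, and with the intronic read share as a covariate 127. Like the metabolic genes, they were selected by the study on these samples.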

To gain further insight into how PRMT5 influences membrane transport pathways, we examined the gene profiles of 134 DEGs enriched in GO transport pathways and grouped them into two clusters (Figure 3A, Table S6). 

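Transport genes with lower values in *Prmt5* AKO eWAT numbered 67 among the genes kept, with a median log2 fold change of -1.39. Over all genes limma called 0 of the 67, and it called 45 when adjusted over the list alone. One of them, *Slc39a8*, encodes a zinc and manganese importer and was at 49.9 ± 10.3 CPM in WT and 12.5 ± 3.78 CPM in *Prmt5* AKO (log2 fold change -1.97, standard error 0.31, adjusted p = 0.170). The authors' deposited table gives monoatomic ion transport with 15 genes of the lower cluster (FDR 6.72e-08), iron ion transport with 6 (FDR 1.10e-05) and lipid transport with 7 (FDR 0.000644). All genes of that cluster were picked as transport genes, which by itself favours transport terms. With the 4 libraries of lowest intronic share, 20 of the 67 were called. The study chose them on these samples, so these counts are not independent evidence.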

Cluster 1 with 68 genes showed reduced expression in *Prmt5*^*AKO*^ group, with functional enrichment of monoatomic ion, iron ion, lipid, and sodium ion transport pathways. 

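The 66 transport genes with higher values in *Prmt5* AKO eWAT had a median log2 fold change of 1.47. Adjusted over the list alone, limma called 60 of them, and over all genes 0. With the 4 libraries of lowest intronic share 27 were called. As for the lower genes, the study's choice on these samples leaves no independent evidence. In the authors' deposited table, protein transport holds 15 genes of the higher cluster (fold enrichment 10.6, FDR 6.06e-08), peptide transport 3 (fold enrichment 170, FDR 0.0227) and proton transmembrane transport 4 (fold enrichment 23.2, FDR 0.0933). The cluster was drawn from transport genes, so enrichment of transport terms in it follows at least in part from that choice.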

Cluster 2 with 66 genes exhibited increased expression in *Prmt5*^*AKO*^ group, with functional enrichment of protein, monoatomic ion, peptide, proton, and carbohydrate transport pathways. These genes can be further classified based on their substrate specificity and mode of diffusion, including ATPase transporters, ABC transporters, and solute carrier family (SLC) transporters [25]. ATPase transporters, which use ATP hydrolysis to actively transport specific molecules, consist of four subtypes. 

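*Atp6v1c2*, a subunit of the V-type proton pump, was at 1.27 ± 0.315 CPM in WT and 7.00 ± 2.47 CPM in *Prmt5* AKO (log2 fold change 2.05, standard error 0.37, adjusted p = 0.213). *Atp6v0e2* was at 58.9 ± 14.5 CPM in WT and 137 ± 61.2 CPM in *Prmt5* AKO (log2 fold change 1.11, standard error 0.42, adjusted p = 0.512). *Atp6v0d2*, a subunit that macrophages and osteoclasts also express, was at 3.06 ± 0.0637 CPM in WT and 15.1 ± 15.3 CPM in *Prmt5* AKO (log2 fold change 1.69, standard error 0.62, adjusted p = 0.500). Its *Prmt5* AKO values were 32.7, 7.05 and 5.52 CPM. *Tcirg1*, another subunit, had a log2 fold change of 1.14 (standard error 0.34, adjusted p = 0.405). The 22 V-type ATPase genes had a median log2 fold change of 0.35 (camera, adjusted p = 0.0137; adjusted p = 0.490 with an estimated correlation). In limma, 0 of these 22 were called over all genes and 1 when adjusted over the list alone. An unadjusted p under 0.05 was found for 5, while edgeR's likelihood ratio test called 1 and DESeq2 2. Genes of the lysosome and autophagy had a median of 0.29 (camera, adjusted p = 0.0202; adjusted p = 0.663 with an estimated correlation). Relative to the mean of all libraries, the medians of the lysosome list were -0.22, 0.069 and -0.25 in WT and -0.084, 0.22 and 0.36 in *Prmt5* AKO, and those of the nuclear-retained RNAs 0.81, 0.10 and 0.71 in WT and 0.88, -1.12 and -1.13 in *Prmt5* AKO. Macrophage markers, a list that also holds *Atp6v0d2*, had a median of 0.35 (camera, adjusted p = 0.0494; adjusted p = 0.653 with an estimated correlation). The V-type call ended without WT replicate 1 (median 0.26, adjusted p = 0.0606; adjusted p from 0.00481 to 0.490 over the 28 alternatives), and that of the lysosome without WT replicate 1, WT replicate 3 or *Prmt5* AKO replicate 3 (medians 0.24, 0.20 and 0.15, adjusted p = 0.0797, 0.0771 and 0.0802; adjusted p from 0.00321 to 0.663 over the 28 alternatives), while without *Prmt5* AKO replicate 1 the medians were 0.54 and 0.50. Both ended with 1 surrogate variable as a covariate, and the call of the macrophage markers ended in 18 of 28 alternatives, among them without WT replicate 1, WT replicate 3, *Prmt5* AKO replicate 1 or *Prmt5* AKO replicate 3 (medians 0.20, 0.32, 0.52 and 0.27), with a median of 0.56 without WT replicate 2.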

Our analysis revealed that the expression levels of certain V-type ATPases (encoded by *Atp6v0d2*, *Atp6v0e2*, *Atp6v1c2*), which are located in vacuoles such as acidic vesicles and lysosomes [26], were increased in *Prmt5*^*AKO*^ eWAT (Figure 3B), consistent with our previous finding of the elevated autophagic flux in *Prmt5*^*AKO*^ muscles [27]. In contrast, the expression of P-type ATPases, which are localized in the plasma membrane, was either upregulated (*Atp1a4, Atp7b*) or downregulated (*Atp11c* and *Atp1b1*) (Figure 3B). 

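*Atp1a4*, a catalytic subunit of the sodium pump, was at 1.00 ± 0.203 CPM in WT and 4.05 ± 0.934 CPM in *Prmt5* AKO (log2 fold change 1.59, standard error 0.33, adjusted p = 0.301). *Atp7b*, a copper transporter, was at 0.356 ± 0.312 CPM in WT and 2.05 ± 0.902 CPM in *Prmt5* AKO (log2 fold change 1.58, standard error 0.41, adjusted p = 0.355). *Atp1b1*, a regulatory subunit of the sodium pump, was at 15.3 ± 8.02 CPM in WT and 4.72 ± 0.343 CPM in *Prmt5* AKO (log2 fold change -1.46, standard error 0.43, adjusted p = 0.410). Over the 33 P-type ATPase genes the median log2 fold change was -0.38 (camera, adjusted p = 0.357). When adjusted over the list alone, limma called 1 of these 33, and over all genes it called 0. With edgeR's likelihood ratio test 1 were called and with DESeq2 2, and 3 had an unadjusted p under 0.05.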

ABC transporters contain an ATP-binding domain and use ATP hydrolysis to transport various molecules across cell membranes [25]. We found the expression levels of *Abcg4*, *Abcb9*, and *Abcc3*, which function as cholesterol transporter, amino acid transporter, and multidrug transporter, respectively, were increased with *Prmt5*^*AKO*^, while levels of *Abcd2*, *Abcb1b, Abca5*, and *Abca6*, involved in FA transport, were decreased (Figure 3C). 

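*Abcg4*, a sterol exporter, was at 2.14 ± 0.775 CPM in WT and 9.35 ± 4.13 CPM in *Prmt5* AKO (log2 fold change 1.86, standard error 0.41, adjusted p = 0.308). *Abcb9*, a lysosomal peptide transporter, was at 17.4 ± 4.33 CPM in WT and 51.0 ± 16.0 CPM in *Prmt5* AKO (log2 fold change 1.5, standard error 0.34, adjusted p = 0.318), and *Abcc3* at 18.9 ± 3.56 CPM in WT and 42.8 ± 13.4 CPM in *Prmt5* AKO (log2 fold change 1.12, standard error 0.32, adjusted p = 0.383). *Abcd2*, which carries very long-chain acyl-CoA into peroxisomes, was at 401 ± 159 CPM in WT and 166 ± 85.3 CPM in *Prmt5* AKO (log2 fold change -1.31, standard error 0.46, adjusted p = 0.483). *Abcb1b*, which may have lost reads that also match its close paralog Abcb1a, was at 28.6 ± 7.52 CPM in WT and 13.4 ± 5.75 CPM in *Prmt5* AKO (log2 fold change -1.11, standard error 0.37, adjusted p = 0.461). *Abca5* had a log2 fold change of -1.51 (standard error 0.66, adjusted p = 0.573) and *Abca6* one of -1.33 (standard error 0.68, adjusted p = 0.597). *Abca1*, the main cholesterol exporter of macrophages and many other cells, had a log2 fold change of -0.97 with a standard error of 0.70. Of 39 ABC transporters, 16 had positive and 23 negative log2 fold changes, with a median of -0.31 (camera, adjusted p = 0.841). The limma test called 2 of these 39 when adjusted over the list alone and 0 over all genes. Before adjustment 7 had a p under 0.05, and 2 were called by edgeR's likelihood ratio test and 2 by DESeq2.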

Expression of genes from the SLC family exhibited a chaotic, random pattern of changes (Figure 3D). Specifically, upregulated genes were involved in glucose transport (*Slc2a12*, *Slc37a2*), membrane amino acid transport (*Slc15a3*, *Slc38a3*, *Slc6a13*) and mitochondrial substrate transport (*Slc25a19*), while downregulated genes were related to ion transport (*Slc40a1*, *Slc5a3*, *Slc39a8*), small peptide transport (*Slc15a5, Slc6a2*) and amino acid transport (*Slc1a3*, *Slc7a10*) (Figure 4A). 

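Of the 256 SLC genes kept, 115 had positive and 141 had negative log2 fold changes in *Prmt5* AKO eWAT, with a median of -0.047 (camera, adjusted p = 0.655). Across these 256 genes, 0 were called by limma over all genes and 0 when adjusted over the list alone. DESeq2 called 7, edgeR's likelihood ratio test called 4, and 30 had an unadjusted p under 0.05. With the intronic read share as a covariate, 22 SLC genes were called higher and 37 lower.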

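Among the carriers of amino acids and other solutes, the log2 fold changes in *Prmt5* AKO eWAT, with standard error and limma's adjusted p in parentheses, were 1.83 (0.45, 0.336) for the glutamine transporter *Slc38a3* and 1.5 (0.47, 0.436) for the lysosomal peptide transporter *Slc15a3*. For the GABA transporter *Slc6a13* it was 1.42 (0.32, 0.318). The iron exporter *Slc40a1* had a log2 fold change of -1.18 (0.34, 0.383), and the myo-inositol transporter *Slc5a3* one of -1.84 (0.65, 0.485). For *Slc15a5* and the noradrenaline transporter *Slc6a2* the values were -1.70 (0.46, 0.375) and -1.33 (0.37, 0.382). The glutamate transporter *Slc1a3* was at -1.41 (0.45, 0.436), and *Slc7a10*, a carrier of small neutral amino acids found in adipocytes, was at -1.30 (0.43, 0.473). None of these genes passed the threshold over all genes. *Slc6a13* passed it under 8 of 26 alternatives, *Slc1a3* under 7, *Slc5a3* and *Slc7a10* under 6, *Slc38a3* under 5 and *Slc15a3*, *Slc40a1* and *Slc6a2* under 4. *Slc15a5* passed it under 7 of 25.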

The increase in *Slc37a2*, *Slc2a12*, and the decrease in *Abca5*, *Abca6* were validated by qPCR (Figure 4B). The upregulation of glucose transporters is consistent with the earlier observation of the increased carbohydrate diet utilization (RER) in the *Prmt5*^*AKO*^ mice (Figure 2H). In addition to the three categories, downregulated genes, including *Apoa2*, *Apoa3*, *Gulp1*, *Pla2g4a*, *Ptgs2*, and *Ptgds* were associated with lipid and FA transport, while upregulated genes, such as *Mfsd12*, *Rtn2*, *Nup210*, *Timm13*, *Tap1*, *Ap3b2*, and *Arfgap1*, were related to protein, peptide, carbohydrate transport (Table S6). These results collectively suggest that loss of *Prmt5* leads to a general trend of decrease in lipid transport and increase in cholesterol and glucose transport (Figure 4C).

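*Ptgds*, a prostaglandin D synthase, was at 3.49 ± 1.92 CPM in WT and 0.168 ± 0.0675 CPM in *Prmt5* AKO (log2 fold change -2.48, standard error 0.40, adjusted p = 0.174). *Gulp1*, an adaptor of engulfment receptors, was at 39.8 ± 17.6 CPM in WT and 9.62 ± 4.86 CPM in *Prmt5* AKO (log2 fold change -2.01, standard error 0.45, adjusted p = 0.318). *Pla2g4a*, the phospholipase that releases arachidonic acid, was at 14.7 ± 2.81 CPM in WT and 6.07 ± 0.901 CPM in *Prmt5* AKO (log2 fold change -1.20, standard error 0.30, adjusted p = 0.347). *Ptgs2*, the inducible cyclooxygenase that acts next, was at 1.79 ± 0.995 CPM in WT and 0.199 ± 0.209 CPM in *Prmt5* AKO (log2 fold change -1.65, standard error 0.45, adjusted p = 0.382). *Apoa2*, an apolipoprotein made mainly by the liver, was at 19.0 ± 27.5 CPM in WT and 1.19 ± 0.700 CPM in *Prmt5* AKO (log2 fold change -2.20, standard error 1.17, adjusted p = 0.600). *Apoc3*, another such apolipoprotein, which Fig. 4A shows and which is used here for the Apoa3 of the paper's text, a symbol that the deposited table lacks, was at 9.38 ± 10.3 CPM in WT and 2.04 ± 1.08 CPM in *Prmt5* AKO (log2 fold change -1.52, standard error 0.76, adjusted p = 0.596). WT replicate 2 alone held 50.6 CPM of *Apoa2* and 21.2 CPM of *Apoc3*. The 34 liver markers kept, both genes included, had a median log2 fold change of -1.22 with 33 negative (camera, adjusted p = 8.14e-07; adjusted p = 0.653 with an estimated correlation). Without WT replicate 2 that call ended (median -0.42, adjusted p = 0.142; adjusted p from 1.46e-24 to 0.653 over the 28 alternatives), as it did with array weights (median -0.29), and the median was -2.03 without WT replicate 1. Among genes of protein and peptide transport, *Arfgap1*, which regulates Golgi vesicles, was at 48.4 ± 8.06 CPM in WT and 108 ± 4.80 CPM in *Prmt5* AKO (log2 fold change 1.16, standard error 0.24, adjusted p = 0.301). The adaptor subunit *Ap3b2* had a log2 fold change of 2.15 (0.40, 0.223), with standard error and limma's adjusted p in parentheses. In the same form, the nuclear pore gene *Nup210* was at 1.43 (0.32, 0.318) and the peptide transporter of antigen presentation *Tap1* at 1.26 (0.39, 0.426). The lysosomal transporter *Mfsd12* was at 1.13 (0.33, 0.405), *Rtn2* at 0.99 (0.43, 0.568) and the mitochondrial import gene *Timm13* at 0.93 (0.53, 0.601).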

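Genes of cholesterol efflux and esterification, 16 in number, had a median log2 fold change of 0.38 in *Prmt5* AKO eWAT (camera, adjusted p = 0.0271; adjusted p = 0.417 with an estimated correlation). Of these 16 genes, limma called 0 over all genes and 1 when adjusted over the list alone. An unadjusted p under 0.05 was found for 1, while edgeR's likelihood ratio test called 1 and DESeq2 1. The gene called over the list alone was *Abcg4*. The call of camera ended in 7 of 28 alternatives, among them the intronic read share as a covariate (adjusted p = 0.0704; adjusted p from 0.00832 to 0.417 over the 28 alternatives), and without WT replicate 3 (median 0.29, adjusted p = 0.0859) or *Prmt5* AKO replicate 1 (median 0.32, adjusted p = 0.190). For 23 genes of fatty acid uptake and activation the median was -0.29 (camera, adjusted p = 0.340). They include *Slc27a1*, a fatty acid transport protein, with a log2 fold change of -0.82 (standard error 0.39, adjusted p = 0.588). In limma, 0 of these 23 were called over all genes and 0 when adjusted over the list alone. With edgeR's likelihood ratio test 1 were called and with DESeq2 1, and 2 had an unadjusted p under 0.05. The 8 genes of the study's panel of glucose and lipid transport (Fig. 4A) had a median of -1.42 (camera, adjusted p = 0.220), which is not independent evidence because the study chose them on these samples. Camera called this panel in 4 of 28 alternatives, all with the replicate number as a block.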

### *Prmt5*^*AKO*^ causes fuel switch from lipid to glucose metabolism

We next analyzed how *Prmt5*^*AKO*^ affects other pathways linked to glucose transport. 

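Of 30 genes of glycolysis, 20 had positive log2 fold changes in *Prmt5* AKO eWAT, and the median was 0.25 (camera, adjusted p = 0.0351; adjusted p = 0.572 with an estimated correlation). *Ldhb*, a subunit of lactate dehydrogenase, had a log2 fold change of 0.80 (standard error 0.25, adjusted p = 0.426), and *Pfkfb4*, which sets the level of an activator of glycolysis, one of 0.89 (standard error 0.28, adjusted p = 0.428). *Hk3*, a hexokinase of myeloid cells, had one of 1.08 (standard error 0.41, adjusted p = 0.516). When adjusted over the list alone, limma called 0 of these 30, and over all genes it called 0. Before adjustment 4 had a p under 0.05, and 0 were called by edgeR's likelihood ratio test and 0 by DESeq2. The median of the list relative to the mean of all libraries was -0.33, 0.0091 and -0.19 in WT replicates 1 to 3 and -0.24, 0.26 and 0.46 in *Prmt5* AKO replicates 1 to 3, so *Prmt5* AKO replicate 1 lay among the WT libraries, and in that library the nuclear-retained RNAs were highest (0.88). The call of camera ended in 10 of 28 alternatives, among them without WT replicate 1, WT replicate 2 or *Prmt5* AKO replicate 3 (medians 0.24, 0.34 and 0.22, adjusted p = 0.0804, 0.104 and 0.142; adjusted p from 0.0191 to 0.572 over the 28 alternatives), and the median was 0.48 without *Prmt5* AKO replicate 1.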

Using Gene Set Enrichment Assay (GSEA) with Hallmark data set, we identified “glycolysis” in the upregulated pathways in *Prmt5*^*AKO*^ WAs (Figure 4D, Table S7). We further investigated whether the upregulated glycolysis pathway genes lead to elevated anaerobic glycolysis in WAs. To this end, we used Seahorse bioanalyzer to measure the extracellular acidification rate (ECAR) of adipocytes differentiated from *Prmt5*^*AKO*^ and WT preadipocytes isolated from eWATs (Figure 4E). Our results indicate that the ECAR associated with glycolysis after glucose challenge was significantly higher in *Prmt5*^*AKO*^ than in WT adipocytes (Figure 4F,G). Our findings suggest that the improved glycolysis of *Prmt5*-null WAs may have contributed to systemic diet switch towards glucose utilization in *Prmt5*^*AKO*^ mice.

We also analyzed downstream pathways of the lipid transport pathway downregulated in the *Prmt5*^*AKO*^ WAs. The GSEA analysis showed that the “fatty acid metabolism” pathway was significantly downregulated in *Prmt5*^*AKO*^ WAs (Figure 5A, Table S7). In contrast, DEGs enriched in the “oxidative phosphorylation”321 pathway showed a trend of being mostly upregulated in *Prmt5*^*AKO*^, including *Cox8b* and *Cox7a1* (Figure 5B, Table S7). Specifically, *Prmt5* deletion significantly reduced the expression of TAG synthesis-related genes, including *Acsm3*, *Acsm5*, and *Scd1* (Figure 5C,D). However, *Prmt5* deletion promoted the expression of *Acaa2* and *Acaa1b* (Figure 5C), which encoded proteins that catalyze mitochondrial and peroxisomal FA beta-oxidation, respectively. Therefore, our findings suggest that the loss of *Prmt5* inhibits lipid transport and biosynthesis while promoting lipid oxidation (Figure 5E).

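The 16 genes of the study's fatty acid panel (Fig. 5C) had a median log2 fold change of -1.32 in *Prmt5* AKO eWAT (camera, adjusted p = 7.34e-07; adjusted p = 0.236 with an estimated correlation). The limma test called 11 of these 16 when adjusted over the list alone and 0 over all genes. DESeq2 called 6, edgeR's likelihood ratio test called 5, and 12 had an unadjusted p under 0.05. These genes were chosen by the study on these samples, so this is not independent evidence. Over 25 genes of mitochondrial fatty acid oxidation the median was 0.092 (camera, adjusted p = 0.297). They include *Etfb*, which passes electrons from acyl-CoA dehydrogenases to the respiratory chain, with a log2 fold change of 1.10 (standard error 0.43, adjusted p = 0.531). Across these 25 genes, 0 were called by limma over all genes and 0 when adjusted over the list alone. An unadjusted p under 0.05 was found for 4, while edgeR's likelihood ratio test called 0 and DESeq2 0.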

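*Cox7a1*, the cytochrome c oxidase subunit of muscle and brown fat, was at 14.7 ± 8.52 CPM in WT and 46.8 ± 14.0 CPM in *Prmt5* AKO (log2 fold change 1.73, standard error 0.43, adjusted p = 0.336). *Cox8b*, another subunit of brown fat and heart, was at 82.3 ± 32.2 CPM in WT and 199 ± 67.3 CPM in *Prmt5* AKO (log2 fold change 1.29, standard error 0.41, adjusted p = 0.436). Of 80 nuclear genes of oxidative phosphorylation, 73 had positive log2 fold changes, with a median of 0.44 (camera, adjusted p = 2.58e-06; adjusted p = 0.703 with an estimated correlation). Of these 80 genes, limma called 0 over all genes and 0 when adjusted over the list alone. With edgeR's likelihood ratio test 0 were called and with DESeq2 1, and 2 had an unadjusted p under 0.05. The 13 mitochondrial genes of oxidative phosphorylation all had negative log2 fold changes, with a median of -0.70 (camera, adjusted p = 0.00357; adjusted p = 0.663 with an estimated correlation), a call that ended without WT replicate 3 (median -0.44, adjusted p = 0.0537; adjusted p from 5.15e-05 to 0.663 over the 28 alternatives). The call of the nuclear genes ended without WT replicate 1 (median 0.16, adjusted p = 0.0789; adjusted p from 3.61e-12 to 0.703 over the 28 alternatives) and with 1 surrogate variable as a covariate (median 0.062), and their median was 0.76 without *Prmt5* AKO replicate 1, 0.24 without *Prmt5* AKO replicate 2 and 0.26 without *Prmt5* AKO replicate 3. For the nuclear genes, the median of *Prmt5* AKO replicate 1 was -0.49, below WT replicates 2 and 3 at 0.16 and -0.050, and nuclear-retained RNAs were at 0.88 in that library against -1.12 and -1.13 in *Prmt5* AKO replicates 2 and 3.

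**Figure D3:**
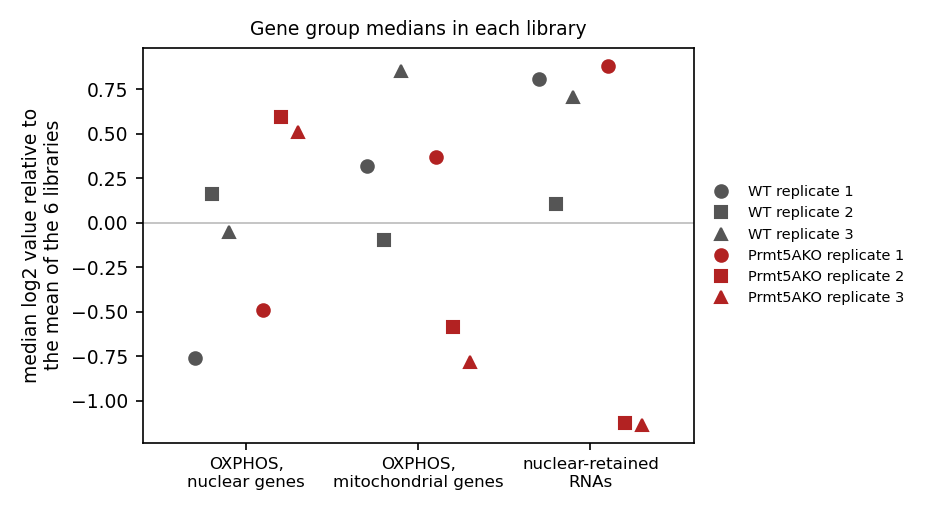
Median log2 value of 3 gene groups in each library, relative to the mean of the 6 libraries, on the y axis, with 1 point per library, WT in grey and *Prmt5* AKO in red. In *Prmt5* AKO replicate 1 and WT replicate 1 the nuclear genes of oxidative phosphorylation lie lowest, at -0.49 and -0.76, while the nuclear-retained RNAs lie highest, at 0.88 and 0.81.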

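*Scd1*, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, lies on chromosome 19 of GRCm38 from 44394455 to 44407879 on the minus strand. It was at 22905 ± 712 CPM in WT and 3877 ± 752 CPM in *Prmt5* AKO (log2 fold change -2.58, standard error 0.55, adjusted p = 0.307). Limma drew this standard error towards those of other genes, so it does not show the spread of *Scd1* alone. *Acsm3*, a mitochondrial enzyme that activates medium-chain fatty acids, was at 29.2 ± 14.6 CPM in WT and 7.65 ± 3.66 CPM in *Prmt5* AKO (log2 fold change -1.83, standard error 0.47, adjusted p = 0.356). *Acsm5*, another enzyme of this kind, was at 22.3 ± 3.24 CPM in WT and 9.52 ± 3.62 CPM in *Prmt5* AKO (log2 fold change -1.24, standard error 0.35, adjusted p = 0.383). None of the 3 was called over all genes. *Scd1* passed the threshold under 10 of 26 alternatives, *Acsm3* under 9 and *Acsm5* under 5.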

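*Acaa2*, the thiolase of the last step of mitochondrial beta-oxidation, was at 169 ± 41.9 CPM in WT and 324 ± 74.0 CPM in *Prmt5* AKO (log2 fold change 0.94, standard error 0.31, adjusted p = 0.465). *Acaa1b*, a peroxisomal thiolase that may have lost reads that also match its near-identical copy Acaa1a, was at 70.3 ± 22.0 CPM in WT and 221 ± 81.6 CPM in *Prmt5* AKO (log2 fold change 1.61, standard error 0.38, adjusted p = 0.322). Neither passed limma's threshold over all genes, and they passed it under 4 and 10 of 26 alternatives.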

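Of 19 genes of triacylglycerol synthesis, 14 had positive and 5 negative log2 fold changes in *Prmt5* AKO eWAT, with a median of 0.17 (camera, adjusted p = 0.122). *Mogat2*, which makes diacylglycerol from monoacylglycerol, had a log2 fold change of 2.34 (standard error 0.71, adjusted p = 0.414), and *Gpd1*, which supplies glycerol 3-phosphate, one of 1.00 (standard error 0.34, adjusted p = 0.473). In limma, 0 of these 19 were called over all genes and 0 when adjusted over the list alone. Before adjustment 2 had a p under 0.05, and 0 were called by edgeR's likelihood ratio test and 1 by DESeq2. Camera called the list higher in 2 of 28 alternatives, both edgeR's likelihood ratio test with the replicate number as a block.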

### Knockout of *Prmt5* leads to glycerophospholipid remodeling in WAs

To understand how alterations in lipid metabolic gene expression affect lipid composition, we conducted a MS-based lipidomics analysis on eWAT from 6-month-old *Prmt5*^*AKO*^ and WT females. We identified more than 1084 differentially expressed lipid species belonging to 10 classes, including 190 TAGs, 56 CEs, 21 FFAs, 710 glycerophospholipids (PC, PE, PS, PI, phosphatidylglycerol (PG)), and 107 sphingolipids (Ceramide (Cer) and sphingomyelin (SM)) (Table S8). The principal component analysis (PCA) plot indicated fundamental differences between WT and *Prmt5*^*AKO*^ groups manifested by two distinct clusters (Figure S2A). Further analysis revealed significant increases in the contents of PC and SM in the *Prmt5*^*AKO*^ WAs (Figure 6A), suggestive of increased membrane curvature due to reduced size of *Prmt5*-null WAs. However, there were no significant differences in other lipid classes. To further investigate the specific lipid species regulated by *Prmt5*^*AKO*^, we visualized all significant changes in individual lipid species from all lipid classes using a bubble map (Figure S2B). With a cutoff of *p* < 0.05, we identified 106 significantly changed lipid species in eWAT from *Prmt5*^*AKO*^ groups. Among these, several TAGs were found to be substantially reduced (Figure S2B). Interestingly, the most significantly increased lipid species mainly comprised of glycerophospholipids (PC, PE, and PI) and SM (Figure S2B). These findings suggest that *Prmt5* deletion induces considerable alternation in the composition and content of lipid species in eWAT, resulting in decreased amounts of TAGs and increased glycerophospholipids and SM.

We further analyzed the impact of *Prmt5* deletion on glycerophospholipids. We observed a significant increase in total PC levels in *Prmt5*^*AKO*^ eWAT, with PCs containing C34:2 and C36:2 being the most upregulated (Figure S2C). Notably, most of the significantly upregulated glycerophospholipids, including PC, PE, and PI, contained at least one unsaturated carbon chain. Consistently, upregulated DEGs in *Prmt5*^*AKO*^ eWAT were involved in glycerophospholipids biosynthesis (Table S4). Similarly, *Pla2g2e*, which regulates the internal conversion among different species of PL, was among the upregulated DEGs. 

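*Pcyt2*, the rate-limiting enzyme of phosphatidylethanolamine synthesis from ethanolamine, was at 70.2 ± 23.2 CPM in WT and 191 ± 64.0 CPM in *Prmt5* AKO (log2 fold change 1.43, standard error 0.36, adjusted p = 0.347). Over 31 genes of glycerophospholipid synthesis and remodelling, 16 had positive and 15 negative log2 fold changes in *Prmt5* AKO eWAT, with a median of 0.057 (camera, adjusted p = 0.987). When adjusted over the list alone, limma called 0 of these 31, and over all genes it called 0. DESeq2 called 1, edgeR's likelihood ratio test called 0, and 4 had an unadjusted p under 0.05.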

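*Pla2g2e*, a secreted phospholipase A2, lies on chromosome 4 of GRCm38 from 138877942 to 138882817 on the plus strand. It was at 3.00 ± 0.785 CPM in WT and 34.0 ± 20.0 CPM in *Prmt5* AKO (log2 fold change 3.11, standard error 0.52, adjusted p = 0.195). *Pla2g5*, another secreted member of the family, was at 1.65 ± 0.371 CPM in WT and 5.34 ± 2.42 CPM in *Prmt5* AKO (log2 fold change 1.37, standard error 0.41, adjusted p = 0.411). Both lay higher in every *Prmt5* AKO library than in every WT library. The 13 phospholipases A2 had a median log2 fold change of 0.037 (camera, adjusted p = 0.433). The limma test called 3 of these 13 when adjusted over the list alone and 0 over all genes. An unadjusted p under 0.05 was found for 6, while edgeR's likelihood ratio test called 1 and DESeq2 3. *Pla2g2e* passed limma's threshold under 11 of 26 alternatives.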

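Over 22 genes of ether lipid metabolism, 8 had positive and 14 had negative log2 fold changes in *Prmt5* AKO eWAT, with a median of -0.25 (camera, adjusted p = 0.0804). *Lpcat2*, which makes platelet-activating factor, had a log2 fold change of -1.14 (standard error 0.35, adjusted p = 0.426). For *Cept1*, which attaches the head groups of phospholipids, it was -0.87 (0.28, 0.454), and for *Agmo*, which cleaves ether lipids, -0.84 (0.33, 0.533). Across these 22 genes, 0 were called by limma over all genes and 0 when adjusted over the list alone. With edgeR's likelihood ratio test 0 were called and with DESeq2 0, and 4 had an unadjusted p under 0.05. *Pla2g4e*, a calcium-dependent cytosolic phospholipase, was at 0.605 ± 0.295 CPM in WT and 0.667 ± 0.445 CPM in *Prmt5* AKO (log2 fold change 0.037, standard error 0.42, adjusted p = 0.969). Its genotypes overlapped, and it passed the threshold under 0 of 25 alternatives.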

Interestingly, DEGs involved in ether lipid metabolism, such as *Pla2g4e*, were significantly decreased in *Prmt5*^*AKO*^ eWAT. These results suggest that PRMT5 is involved in the ether lipid metabolism pathways, and its deletion leads to glycerophospholipid remodeling, particularly an increase in PC levels.

Since glycerophospholipids are key components of membrane structure, we performed transmission electron microscopy (TEM) on eWAT from 6-month-old *Prmt5*^*AKO*^ and WT females (Figure S3A). TEM analysis revealed ruffling of LD membrane and the presence of small vesicles in *Prmt5*^*AKO*^ eWAT, which correlate with the observed PC increase. To further investigate whether elevated PC levels affect membrane structure, we performed NR12S staining to assess membrane fluidity in adipocytes. This dye can reflect the status of lipid packing via general polarization (GP) values, with higher GP values indicating more rigid membranes. Our results revealed that *Prmt5*-deficient adipocytes exhibited significantly reduced membrane fluidity compared to WT adipocytes, as indicated by a higher GP value (Figure S3B). These results indicate *Prmt5* deletion leads to glycerophospholipid dynamics and membrane rigidification.

### Loss of *Prmt5* promotes cholesterol biosynthesis

Given the upregulation of cholesterol transport pathway in the *Prmt5*^*AKO*^ WAs, we sought to investigate the impact of *Prmt5* loss on cholesterol biosynthesis pathways. GSEA using the Hallmark database indicated a significant upregulation of genes enriched in cholesterol homeostasis pathways such as *Sqle*, *Dhcr7*, and *Mvd* (Figure 6B, Table S7). 

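Of 21 genes of cholesterol synthesis kept, 15 had positive log2 fold changes in *Prmt5* AKO eWAT, and the median was 0.53 (camera, adjusted p = 6.98e-04; adjusted p = 0.417 with an estimated correlation). Of these 21 genes, limma called 0 over all genes and 2 when adjusted over the list alone. Before adjustment 6 had a p under 0.05, and 1 were called by edgeR's likelihood ratio test and 2 by DESeq2. One of the genes called over the list alone was *Sqle*. *Mvd*, the decarboxylase that makes isopentenyl diphosphate, was at 14.4 ± 6.15 CPM in WT and 33.2 ± 18.5 CPM in *Prmt5* AKO (log2 fold change 1.08, standard error 0.52, adjusted p = 0.590). The median of the list relative to the mean of all libraries was -0.52, -0.10 and -0.21 in WT replicates 1 to 3 and 0.27, 0.31 and 0.33 in *Prmt5* AKO, so every *Prmt5* AKO library lay above every WT library.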

Functional enrichment of cholesterol metabolism pathways also revealed the expression levels of *Dhcr24*, *Dhcr7*, *Fdft1*, and *Sqle*, which encode key proteins involved in the cholesterol biosynthesis pathways in ER, were upregulated after *Prmt5* knockout (Figure 6C,D). Moreover, the expression level of *Mvk* and *Smpd1*, which play critical roles in peroxisomal cholesterol biosynthesis pathways, was upregulated after *Prmt5* deletion (Figure 6C,D). Additionally, GSEA using the Hallmark database demonstrated that upregulated genes in *Prmt5*^*AKO*^ were specifically enriched in peroxisome pathways (Table S7). However, *Lcat* gene, responsible for the formation of CE from free cholesterol, shows no difference from RNA-seq data (Figure 6D, Figure S2D). 

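*Sqle*, the squalene epoxidase, lies on chromosome 15 of GRCm38 from 59315077 to 59331192 on the plus strand. The gene was at 11.3 ± 0.771 CPM in WT and 25.4 ± 4.91 CPM in *Prmt5* AKO (log2 fold change 1.12, standard error 0.27, adjusted p = 0.336). *Dhcr7*, which makes cholesterol from 7-dehydrocholesterol, was at 22.0 ± 10.8 CPM in WT and 58.5 ± 21.4 CPM in *Prmt5* AKO (log2 fold change 1.44, standard error 0.42, adjusted p = 0.404). *Fdft1*, the squalene synthase, was at 61.0 ± 15.9 CPM in WT and 128 ± 54.9 CPM in *Prmt5* AKO (log2 fold change 0.98, standard error 0.41, adjusted p = 0.561). None of the 3 passed limma's threshold over all genes. *Sqle* passed it under 6 of 26 alternatives and *Dhcr7* and *Fdft1* under 5.

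**Figure D4:**
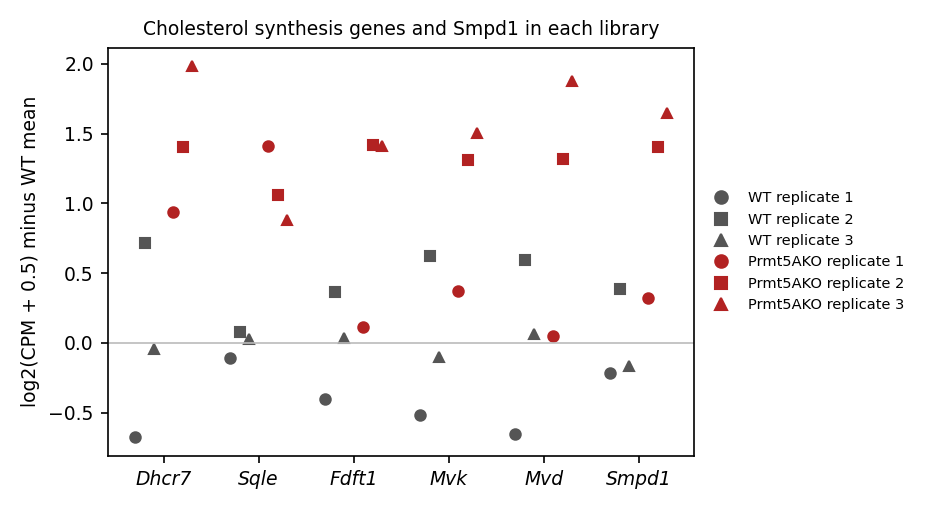
log2(CPM + 0.5) minus the WT mean for 5 cholesterol synthesis genes and *Smpd1* on the y axis, with 1 point per library, WT in grey and *Prmt5* AKO in red. The *Prmt5* AKO libraries lie above all WT libraries for *Dhcr7* and *Sqle*, while *Prmt5* AKO replicate 1 overlaps the WT libraries for *Fdft1*, *Mvk*, *Mvd* and *Smpd1*.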

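*Mvk*, the mevalonate kinase, was at 39.1 ± 16.3 CPM in WT and 82.3 ± 30.4 CPM in *Prmt5* AKO (log2 fold change 1.06, standard error 0.41, adjusted p = 0.516). *Smpd1*, the acid sphingomyelinase of lysosomes, was at 87.0 ± 21.6 CPM in WT and 201 ± 84.0 CPM in *Prmt5* AKO (log2 fold change 1.12, standard error 0.39, adjusted p = 0.479). Neither was called by limma over all genes. *Smpd3*, a neutral sphingomyelinase, had a log2 fold change of -1.12 (standard error 0.35, adjusted p = 0.435). Over 28 genes of sphingolipid metabolism the median log2 fold change was -0.18 (camera, adjusted p = 0.567). In limma, 0 of these 28 were called over all genes and 0 when adjusted over the list alone. DESeq2 called 0, edgeR's likelihood ratio test called 0, and 6 had an unadjusted p under 0.05.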

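Of 51 peroxisomal genes, 28 had positive and 23 negative log2 fold changes in *Prmt5* AKO eWAT, with a median of 0.079 (camera, adjusted p = 0.876). *Pex6*, an ATPase that recycles the import receptor, had a log2 fold change of 0.99 (standard error 0.34, adjusted p = 0.483). When adjusted over the list alone, limma called 0 of these 51, and over all genes it called 0. An unadjusted p under 0.05 was found for 5, while edgeR's likelihood ratio test called 1 and DESeq2 1. Those at an unadjusted p under 0.05 also include *Acaa1b* and *Acot4*, which lie on opposite sides of 0.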

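*Lcat*, which esterifies cholesterol on lipoproteins, was at 2.30 ± 1.43 CPM in WT and 1.92 ± 0.0662 CPM in *Prmt5* AKO (log2 fold change -0.073, standard error 0.44, adjusted p = 0.941). The difference lay within the spread between libraries, and *Lcat* passed the threshold under 0 of 25 alternatives.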

Consistently, the total concentrations of CE were similar in WT and *Prmt5*^*AKO*^ WAs (Figure 6A). Together, these results indicate that *Prmt5*^*AKO*^ mice promote cholesterol biosynthesis in WAs and free cholesterol accumulation in the circulation (Figure 6E).

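The 6 genes of the study's cholesterol panel (Fig. 6C) had a median log2 fold change of 1.12 in *Prmt5* AKO eWAT (camera, adjusted p = 1.98e-06; adjusted p = 0.384 with an estimated correlation). The limma test called 6 of these 6 when adjusted over the list alone and 0 over all genes. With edgeR's likelihood ratio test 1 were called and with DESeq2 2, and 6 had an unadjusted p under 0.05. The study chose this panel on these samples, so it is not independent evidence. For 13 regulators of the sterol response and genes of cholesterol uptake, 7 had positive and 6 negative log2 fold changes, with a median of 0.066 (camera, adjusted p = 0.958), and the direction of that median turned with the intronic read share as a covariate (-0.0058). From its results on cholesterol, among them the higher expression of the cholesterol synthesis genes and the similar totals of cholesteryl esters, the paper proposes that loss of *Prmt5* in adipocytes promotes cholesterol synthesis in white adipocytes and the build-up of free cholesterol in the circulation.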

## 3 | DISCUSSION

We have previously reported that the absence of *Prmt5* in adipocytes leads to age- and sex-dependent lipodystrophy, accompanied by insulin resistance, hepatic steatosis, and systemic metabolic dysfunction [23]. These findings establish PRMT5 as a critical regulator of adipocyte biology. Nevertheless, the precise mechanism of PRMT5 in governing lipid dynamics remains unclear. In this study, we utilized unbiased RNA-seq and MS-based lipidomics to investigate the transcriptomic and lipidomic changes associated with the loss of *Prmt5* in WAs. Our aim was to provide an in-depth molecular signature underlying PRMT5 function in WAs. This information may have potential implications for developing therapeutic interventions for metabolic disorders.

Our transcriptional analysis revealed significant gene reprogramming in *Prmt5* knockout mice, resulting in profound metabolic alterations and a systemic energy shift, along with the lipodystrophy and insulin-resistant phenotype of *Prmt5*^*AKO*^ mice. One of our key findings was a metabolic shift in substrate utilization from FAs to glucose in *Prmt5*^*AKO*^ mice, as demonstrated by both transcriptional profiling and indirect calorimetry. The RER reflects the primary fuel source for metabolism, with carbohydrate oxidation (RER = 1) yielding more CO_**2**_ per O_**2**_ consumed than fat oxidation (RER = 0.7) [28]. Our results indicated that the average RER of *Prmt5*^*AKO*^ mice was 0.82, whereas that of WT mice was 0.76. The higher RER level in *Prmt5*^*AKO*^ mice suggests a shift towards more carbohydrate utilization. This was further supported by upregulation of glucose transport genes, *Slc2a12*, and *Slc37a2*, in AT of *Prmt5*^*AKO*^ mice. 

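*Slc2a12*, a member of the glucose transporter family, was at 5.00 ± 2.18 CPM in WT and 15.3 ± 2.01 CPM in *Prmt5* AKO (log2 fold change 1.58, standard error 0.36, adjusted p = 0.318). *Slc37a2*, a sugar phosphate exchanger that macrophages also express, was at 8.26 ± 2.13 CPM in WT and 24.3 ± 5.67 CPM in *Prmt5* AKO (log2 fold change 1.5, standard error 0.32, adjusted p = 0.301). Every *Prmt5* AKO library lay above every WT library for both. Over 15 glucose transporter genes the median log2 fold change was 0.15 (camera, adjusted p = 0.413). Across these 15 genes, 0 were called by limma over all genes and 3 when adjusted over the list alone. Before adjustment 3 had a p under 0.05, and 2 were called by edgeR's likelihood ratio test and 3 by DESeq2.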

Notably, while *Slc2a4* (GLUT4) did not show significant changes at mRNA levels, likely due to regulation through subcellular localization, as GLUT4 translocation from cytosolic vesicles to the cell membrane leads to elevated glucose uptake [29]. Conversely, the glucose transporter *Slc2a3* showed reduced expression due to its high glucose affinity. It has been reported that glucose transferred by GLUTs with lower glucose affinity would be more dependent on the circulating glucose concentration [30]. 

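*Slc2a4* was at 231 ± 36.9 CPM in WT and 232 ± 71.4 CPM in *Prmt5* AKO (log2 fold change -0.029, standard error 0.31, adjusted p = 0.966). The genotypes overlapped, and *Slc2a4* passed the threshold under 0 of 26 alternatives. The sign of its fold change depends on the processing, and it was positive with edgeR's quasi-likelihood test and DESeq2.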

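*Slc2a3*, the high-affinity glucose transporter GLUT3, was at 17.3 ± 0.886 CPM in WT and 6.75 ± 2.03 CPM in *Prmt5* AKO (log2 fold change -1.33, standard error 0.32, adjusted p = 0.322), with every *Prmt5* AKO library below every WT library. It did not pass limma's threshold over all genes but did under 6 of 26 alternatives.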

Since GLUT12 coded by *Slc2a12* has lower glucose affinity than GLUT3 coded by *Slc2a3*, GLUT12 might respond to the high blood glucose level more efficiently than GLUT3 in *Prmt5*^*AKO*^ mice at 6 months old, suggesting it might be responsible for the increased glucose transport. Thus, changes in the genetic variation of transport pathway reinforced a possible switch from FA to glucose transport, which subsequently caused the fuel utilization change in *Prmt5*^*AKO*^ eWAT. With higher level of *Slc2a12*, more glucose would enter the cytosol, while increased *Slc37a2*, known as glucose-6-phosphate transporter [31], led to the translocation of glucose into the lumen of the ER for hydrolysis. Importantly, these metabolic characteristics are commonly observed in human metabolic diseases such as T2D and obesity. Clinical studies have demonstrated that individuals with insulin resistance often exhibit impaired lipid oxidation and a compensatory reliance on glucose metabolism, with higher RER levels and impaired GLUTs [32–34]. Our study may therefore provide insights into how epigenetic regulator like PRMT5 contribute to metabolic diseases.

In parallel, we observed a downregulation of genes involved in FA metabolism and a corresponding reduction in TAGs and FFAs levels in *Prmt5*^*AKO*^ eWAT. Specifically, *Acsm3* and *Acsm5* initiate cellular FA metabolism by converting FAs into their corresponding acyl-CoA. Our findings are consistent with previous reports that PRMT5 methylated and stabilized SREBP1a, a key transcription factor in the regulation of lipid synthesis [23, 35]. Indeed, we observed a reduction in the expression levels of SREBP1 target genes, such as *Scd1*, in *Prmt5*^*AKO*^ eWAT. Additionally, although PRMT5 has been reported to be essential for mitochondrial biogenesis and dynamics in hepatocytes and cancer cells [36, 37], the physiological role of PRMT5 in adipocyte mitochondria remains unknown. 

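In the single libraries, *Scd1* was at 23618, 22902 and 22194 CPM in WT replicates 1 to 3 and at 3009, 4303 and 4319 CPM in *Prmt5* AKO replicates 1 to 3. The 23 genes of fatty acid synthesis, many of them targets of SREBP1, had a median log2 fold change of 0.15, with 15 positive and 8 negative (camera, adjusted p = 0.919), with *Scd1* among the negative ones. Of these 23 genes, limma called 0 over all genes and 1 when adjusted over the list alone. DESeq2 called 2, edgeR's likelihood ratio test called 1, and 4 had an unadjusted p under 0.05. The gene called over the list alone was *Scd1*.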

Interestingly, despite the increased expression of mitochondrial-related genes, such as *Cox8b* and *Cox7a1*, and an elevated number of mitochondria observed by TEM in *Prmt5*^*AKO*^ eWAT, these mice exhibited reduced energy expenditure. This seemingly paradoxical finding can be explained by impaired mitochondrial function. 

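The mitochondrial gene *mt-Co1*, which encodes a subunit of cytochrome c oxidase, had a log2 fold change of -1.24 in *Prmt5* AKO eWAT (standard error 0.77, adjusted p = 0.610). Over 21 genes of the tricarboxylic acid cycle the median was 0.25 (camera, adjusted p = 0.239). In limma, 0 of these 21 were called over all genes and 0 when adjusted over the list alone. An unadjusted p under 0.05 was found for 1, while edgeR's likelihood ratio test called 0 and DESeq2 0. *Cox7a1* passed limma's threshold under 6 of 26 alternatives and *Cox8b* under 4.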

Our previous study demonstrated that WAs from *Prmt5*^*AKO*^ mice exhibit significantly reduced OCR, as measured by Seahorse assay [23]. The upregulation of mitochondrial genes in the *Prmt5*^AKO^ may be triggered by a feedback mechanism in response to reduced mitochondrial function. A similar phenotype has been reported in BSCL2-deficient patients, where increased mitochondria with abnormal morphology coexist with impaired respiration [38]. In line with this, we previously showed that PRMT5 regulates *Bscl2* expression by methylating its transcription elongation factor SPT5 [23]. Therefore, loss of PRMT5 disrupts this regulation of *Bscl2*, potentially leading to mitochondrial abnormalities that similar with BSCL2-deficient patients.

Serum analysis revealed that *Prmt5* knockout mice exhibited significantly higher levels of cholesterol, HDL, and LDL, which led to an overburdened liver developing into fatty liver [23]. In accordance, we observed increased expression of genes involved in cholesterol biogenesis in *Prmt5*^*AKO*^ eWAT. Interestingly, lipidomics results showed no difference of CE content in eWAT. Consistent with this, transcriptome analysis showed no change in *Lcat* gene expression, which encodes the enzyme lecithin-cholesterol acyltransferase, responsible for the formation of cholesteryl ester. These results suggest that *Prmt5* deletion promotes free cholesterol accumulation without affecting its esterification. Free cholesterol is essential for systemic metabolism, as it maintains cell membrane integrity and serves as a precursor for steroid hormones and vitamin D synthesis. Recent evidence suggests that AT participates in several metabolic activities, such as hormone secretion and cholesterol efflux, in addition to its energy storage function [39]. Therefore, it would be interesting to further investigate the proteomic analysis of the secretome and exosomes from *Prmt5*^*AKO*^ eWAT to determine if free cholesterol or other potential adipokines and small molecules are involved in systemic regulation.

Lipidomics also revealed a highly dynamic remodeling process in glycerophospholipid species in *Prmt5*^*AKO*^ eWAT. 

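*Gpam*, the mitochondrial acyltransferase that begins glycerolipid synthesis, was at 459 ± 94.6 CPM in WT and 307 ± 70.9 CPM in *Prmt5* AKO in eWAT (log2 fold change -0.59, standard error 0.31, adjusted p = 0.601). It did not pass limma's threshold over all genes and did so under 1 of 26 alternatives.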

*Gpam*, which catalyzes an essential step in glycerophospholipid biosynthesis, was downregulated, and several genes involved in glycerophospholipids interconversion and turnover also showed differential expression. Although no uniform shift in all glycerophospholipid classes was observed, specific changes in individual sub-species suggested selective remodeling in response to *Prmt5* deficiency. Among these, PC, the predominant glycerophospholipid in mammalian cells and a key component of cellular and organelle membrane [40], was significantly increased, indicating remarkable organelle reprogramming. This is particularly relevant to defects in LD biogenesis as previously reported in *Prmt5*^*AKO*^ adipocytes [23]. The functional consequences of increased PC levels revealed that *Prmt5*-deficient adipocytes displayed reduced membrane fluidity. These findings suggest that increased PC accumulation is associated with membrane rigidification, which may impair key processes such as LD expansion, vesicle budding, and organelle communication. Notably, reduced membrane fluidity has been associated with metabolic disorders, like insulin resistance [41], which is consistent with the metabolic dysfunction observed in *Prmt5*^*AKO*^ mice.

Glycerophospholipids are known to be transported through both vesicular and non-vesicular trafficking pathways [42]. As ABC transporters are known to be involved [42], dynamic gene expression profiling of ABC-related genes could be related to the inter-organellar transport of glycerophospholipids. The interfacial behavior of oxidized glycerophospholipids differs depending on the unsaturated bond distribution [43]. As unsaturation levels increase in glycerophospholipids, oxidation causes the formation of smaller-sized oxidation products cleaved from larger lipid molecules with truncated hydrocarbon residues, further facilitating vesicle formation by allowing for the necessary curvature and flexibility during the budding process [44]. Additionally, glycerophospholipid biosynthesis occurs primarily in the ER, where enzymes such as phosphatidylcholine synthase and phosphatidylethanolamine methyltransferase catalyze the stepwise assembly of phospholipid molecules from precursor molecules. The newly synthesized phospholipids are then transported to other organelles, including the Golgi apparatus, via vesicular trafficking pathways. Consistently, unsaturated glycerophospholipids are predominant among the increased glycerophospholipid species in *Prmt5*^*AKO*^ eWAT, and TEM results showed a bundle of small vesicles in *Prmt5*^*AKO*^ eWAT, suggesting active vesicular trafficking activities. However, to further study this phenomenon, experiments such as isolating different organelles for RNA and lipid profiling and Immunofluorescent staining of selected transporters need to be applied.

While our study provides an in-depth analysis of transcriptomic and lipidomic changes in *Prmt5*-deficient WAs, we realize that mRNA levels do not always correlate with protein abundance or activity. As proteins are the ultimate effectors of cellular function, incorporating proteomic analysis in the future would greatly enhance the understanding of PRMT5-mediated regulation in adipocytes. Performing quantitative proteomics with a focus on isolated organelles, as well as on the extracellular vesicles and the secretome, is important to validate key modulators identified from our RNA-seq results.

The mechanism by which PRMT5 regulates these genes remains to be fully elucidated. PRMT5 is distinct from well-characterized transcriptional regulators of adipogenesis and lipid metabolism, such as PPARγ and SREBP1. While PPARγ and SREBP1 function as transcription factors that directly bind DNA to activate downstream gene expression, PRMT5 primarily exerts its effects through PTM. Specifically, PRMT5 methylates histone proteins like H4R3 and H3R2, and non-histone protein SREBP1a to regulate lipogenesis [35, 45]. The dual function in both chromatin remodeling and protein stabilization underscores PRMT5’s unique and multifaceted role in adipocyte metabolism. In the context of enhanced cholesterol biogenesis, we identified several binding peaks in the promoter regions of both *Dhcr7* and *Sqle*, by analyzing PRMT5 CHIP-seq data from 3T3-L1 adipocytes [46]. Thus, PRMT5 may directly regulate these loci, while future validation of the interaction is needed.

Another notable limitation of our study is that the analysis was conducted exclusively in females. The stronger phenotype in females allowed for enhanced sensitivity in detecting transcriptomic and lipidomic changes. However, given the known sex differences in adipose distribution, hormone signaling, and metabolic regulation, future studies are needed to assess whether the regulation of PRMT5 is conserved in male mice or exhibits sex-specific differences.

Finally, our findings raise important considerations for the therapeutic use of PRMT5 inhibitors, which are currently in clinical trials for cancer. While PRMT5 inhibition is a promising therapy in oncology, our adipocyte-specific knockout model revealed potential metabolic side effects, including elevated cholesterol biosynthesis, insulin resistance, and dyslipidemia. It is important to note that our results demonstrate the physiological consequences of PRMT5 deficiency at endogenous levels in adipocytes, which differ from the pathological overexpression often observed in cancer cells. Nevertheless, these findings highlight the need for caution in clinical application, as systemic PRMT5 inhibition may disrupt normal metabolic homeostasis. Therefore, therapeutic strategies must aim to target PRMT5 selectively in tumors but not completely abolish its expression in noncancerous tissues. To mitigate unintended metabolic effects, targeted delivery systems that restrict PRMT5 inhibition to tumor sites may be essential. Alternatively, co-treatment approaches that preserve metabolic health could be explored.

## 4 | CONCLUSION

Our study identifies PRMT5 as a key epigenetic regulator of adipocyte metabolism by modulating fuel preference and lipid homeostasis. Loss of PRMT5 disrupts multiple transcriptional processes, leading to systemic metabolic dysfunction, including insulin resistance and dyslipidemia. These findings broaden our understanding of adipose regulation and raise important considerations for the safe therapeutic targeting of PRMT5.

## 5 | METHODS

### Animals

The Adipoq-Cre (stock #010803) mice were obtained from Jackson Laboratory. The frozen sperms from mice harboring *Prmt5*^*tm2c*^(EUCOMM)^wtsi^ were purchased from Wellcome Trust Sanger Institute. The in vitro fertilization, embryo development, and implantation in female C57BL/6 were performed in the Purdue University Transgenic and Genomic Editing Facility. PCR-based genotyping was performed to screen for *Prmt5*^*f/f*^ mice. The *Adipoq*-Cre and *Prmt5*^*flox/flox*^ mice were intercrossed for several generations to generate the *Prmt5*^*AKO*^ mice as previously described [23]. *Prmt5*^flox/flox^ mice were crossed with *Ucp1*-Cre mice from Jackson Laboratory (stock#024670) to generate BA-specific *Prmt5* KO mice (*Prmt5*^UKO^ mice). The genotypes of experimental KO and associated control animals are as follows: *Prmt5*^*AKO*^ (Adipoq-Cre, *Prmt5*^*flox/flox*^), *Prmt5*^*UKO*^ (*Ucp1*-Cre, *Prmt5*^*flox/flox*^), and WT (*Prmt5*^*flox/flox*^). Mice were housed in the animal facility with free access to water and standard rodent chow food (control diet) or HFD (TD.06414 Harlan). Mouse maintenance and experimental use were performed according to protocols approved by the Purdue Animal Care and Use Committee.

### Indirect calorimetry study

Oxygen consumption (VO_**2**_), carbon dioxide production (VCO_**2**_), RER, and heat production were measured by using an indirect calorimetry system (Oxymax, Columbus Instruments) installed under a constant environmental temperature (22°C) and a 12-h light (06:00–18:00 h), 12-h dark cycle (18:00–06:00 h). Mice in each chamber had free access to food (chow diet or HFD) and water. The raw data were normalized by body muscle mass, and the histograms of day (06:00–18:00 h) and night (18:00–06:00 h) values were the mean value of all points measured during the 12-h period.

### Total RNA extraction and real-time PCR

Total RNA was extracted from cells or tissues using Trizol Reagent according to the manufacturer’s instructions. The purity and concentration of total RNA were measured by a spectrophotometer (Nanodrop 3000, Thermo Fisher) at 260 and 280 nm. All samples’ absorption ratios (260/280 nm) were ~2.0. Then, 3 μg of total RNA were reversed transcribed using random primers and MMLV reverse transcriptase. Real-time PCR was carried out with a Roche Lightcycler 480 PCR System using SYBR Green Master Mix and gene-specific primers. Primer sequences were listed in Table S9. The 2^−ΔΔCT^ method was used to analyze the relative changes in gene expression normalized against mouse β-Actin as an internal control.

### RNA-seq analysis

Total RNA was extracted from eWAT of 6-month-old WT and *Prmt5*^*AKO*^ female mice and subjected to RNA-seq performed by Novo Bioinformatics Co., Ltd. Briefly, RNA quality analysis was checked by Agarose Gel Electrophoresis and Agilent 2100. A complementary DNA library was then constructed using mRNA enriched by anti-polyA beads, and sequencing was performed according to the Illumina HiSeq standard protocol. Quality control for raw mRNA-seq data was conducted using FastQC v0.11.9 [47]. Illumina adapter sequences and low-quality bases were trimmed with Trim Galore v0.6.0 [48]. High-quality paired-end reads were then mapped to the mouse genome (GRCm38 vM25) using the STAR aligner v2.7.10a [49]. We utilized bam-filter in ngsutilsj v0.5.9 to retain only properly and uniquely mapped paired reads (MAPQ ≥ 10) for downstream analysis [50]. Gene expression levels were summarized using FeatureCounts from the subread package v2.0.1 [51]. A differential expression analysis was performed using the EdgeR v4.0.16 [52]. The KEGG and GO pathway analyses were performed using the DAVID online software (https://davidbioinformatics.nih.gov/).

### Lipid extraction and targeted lipid profiling

Lipids were extracted from 4 to 6-month-old WT and *Prmt5*^*AKO*^ mice using the Bligh & Dyer extraction method as described [53]. Briefly, 50 mg eWAT samples per mouse were transferred to a 2 mL vial with inert 1.4 mm ceramic (zirconium oxide) beads (Precellys CK 14, Bertin Corp, part # P000912-LYSK0A), and 500 μL of ultrapure water was added to homogenize the sample using the Precellys tissue homogenizer (Bertin Corp) at three cycles of 6200 rpm for 20 s. Next, 200 μL of homogenized tissue was transferred to a new microtube and mixed with 250 μL chloroform and 450 μL of methanol. This solution was incubated at room temperature for 15 min. After that, 250 μL of chloroform and 250 μL of water were added, and the sample was centrifuged for 10 min at 16,000 × *g*, forming a 2-phase solution where the bottom phase contained the lipids (organic phase). The organic phase was transferred to a new tube and dried using a speed vac centrifuge (Savant Speedvac, Thermo Scientific Inc.), and samples were stored at −80°C until mass spectrometry analysis.

Targeted lipid profiling was performed using discovery multiple reaction monitoring (MRM) profiling methods and instrumentation in the Metabolite Profiling Facility at Purdue University for MRM profiling as described [53–55]. Dried lipid extracts were diluted in 500 μL of methanol/chloroform 3:1 (v/v) (stock solution). The stock solution was further diluted 50×in injection solvent (acetonitrile/methanol/ammonium acetate 300 mM 3:6.65:0.35 (v/v)), and 8 μL of this solution was used for the profiling analysis of each lipid class using a micro-autosampler (G1377A) to the ESI source of an Agilent 6410 triple quadrupole mass spectrometer (Agilent Technologies). A capillary pump was connected to the autosampler and operated at a flow rate of 7 μL/min and a pressure of 150 bar. The capillary voltage on the instrument was 3.5–5 kV, and the gas flow was 5.1 L/min at 300°C.

For the MS analysis, relative amounts of ion abundances were used for statistics. For the relative expression level, values of ion intensities for each MRM monitored were normalized by the total ion intensity of all MRMs in the method for a given sample. For absolute quantification, each injection was normalized to 16 μg of tissue used for the analysis based on the ion intensities of internal standards. Further statistical analysis was then performed using Metaboanalyst 4.0 software (https://www.metaboanalyst.ca). Uploaded data was auto-scaled and analyzed with Student’s *t*-test with a two-tailed distribution. Volcano plots (Fold change threshold 2, *p*-value threshold 0.05), PCAs, and heatmaps were plotted. Fold change was calculated by dividing values of ion intensities for each of the MRMs measured in each sample by the ion intensity of the corresponding MRM in the blank.

### Seahorse XF cell glycolysis stress analysis

The glycolytic capacity was determined using the Agilent Seahorse XF Glycolysis Stress Test Kit (Agilent Technologies, 103020–100). The cells were seeded in an XFe24 cell culture microplate at a density of 4 × 10^**4**^ cells/well. The Seahorse XFe24 Flux sensor cartridge was hydrated overnight in a utility plate filled with 800 μL of Seahorse Calibrant in a non-CO_**2**_ incubator at 37°C. The next day, cells were exposed to Seahorse XF base medium supplemented with 1 mM l-glutamine in a non-CO_2_ incubator for 30 min before the assay. The ECAR was measured by the sequential injection of 100 μM glucose, 30 μM oligomycin, and 500 μM 2-DG. After the experiment, cells were fixed in 20% (w/v) TCA overnight at 4°C. The fixed cells were washed four times with ddH_2_O and air-dried at room temperature. Cells were stained with 0.04% sulforhodamine B (SRB) solution at room temperature for 1 h and quickly rinsed with 1% (v/v) acetic acid, followed by air drying. Cell lysates were resolved in 10 mM Tris-base solution (pH 10.5), and the absorbance was measured at 510 nm to determine cell number. ECAR values were normalized to the number of cells in each well.

### Transmission electron microscopy

The eWAT from 6-month-old WT and *Prmt5*^*AKO*^ female mice were cut into 1 × 2 mm blocks in a 6-cm culture dish immediately after euthanizing the mice, and then fixed in 2.5% glutaraldehyde for 30 min. The blocks were continued to be fixed in 2.5% glutaraldehyde for 1 h, followed by fixation in 2% osmium tetroxide for 1 h. All the fixatives were made with 0.1 M cacodylate buffer. After washing, the blocks were dehydrated in a graded ethanol series and then embedded in Epon Generic Resin. The sections with a thickness of about 90 nm were prepared with uranyl acetate and lead cit-rate stain and examined with a transmission electron microscope (Gatan Digital Microscopy).

### Membrane fluidity measurement

Membrane fluidity was measured using the fluorescent lipids probe NR12S (Tocris, 7509). Mature adipocytes were isolated from adipose tissues and stained with 100 nM of NR12S for 30 min. After washing with PBS for three times, cells were analyzed using a spectral meter, with excitation wavelength at 554 nm and emission wavelengths set at 560 and 630 nm. Generalized polarization (GP) values were calculated using the formula: GP = (*I*_560_ − *I*_630_)/(*I*_560_ + *I*_630_).

### Statistical analysis

Trial experiments or experiments done previously were used to determine sample size with adequate statistical power. The researchers involved in the in vivo treatments were not completely blinded, but all insulin tolerance test and glucose tolerance test were conducted blindly. All images were randomly captured from the sample and analyzed in a blinded manner. No data were excluded from the following statistical analysis. All analyses were conducted with Student’s *t*-test with a two-tailed distribution, and the graphs were made using GraphPad Prism software. All experimental data are represented as mean ± s.e.m (*n* ≥ 3). Comparisons with *p* values < 0.05 were considered statistically significant. Due to small sample size, normality could not be formally tested; data were assumed to be approximately normally distributed as commonly accepted in similar studies.

## Supplementary Material

Supplementary Fig S1-3 **Figure S1**. *Prmt5*^*AKO*^ induces gene programs involved in metabolic and transport pathways.
**Figure S2**. *Prmt5*^*AKO*^ induces changes in lipid dynamics.
**Figure S3**. *Prmt5*^*AKO*^ alters membrane morphology in eWAT.

Supplementary Table S1-9 **Table S1**. Summary of RNA-seq Reads and Mapping Statistics.
**Table S2**. Counts per million (CPM) values of all genes analyzed with edgeR.
**Table S3**. Pathway analysis of differentially expressed genes (DEGs) based on the KEGG database.
**Table S4**. Pathway analysis of differentially expressed genes (DEGs) based on the GO terms.
**Table S5**. Clustering and pathway analysis of metabolism-related DEGs.
**Table S6**. Clustering and pathway analysis of transport-related DEGs.
**Table S7**. Gene Set Enrichment Assay (GSEA) with Hallmark dataset.
**Table S8**. Lipidomics results.
**Table S9**. Primers for real-time PCR.

Additional supporting information can be found online in the Supporting Information section at the end of this article.

## Figures and Tables

**FIGURE 1:**
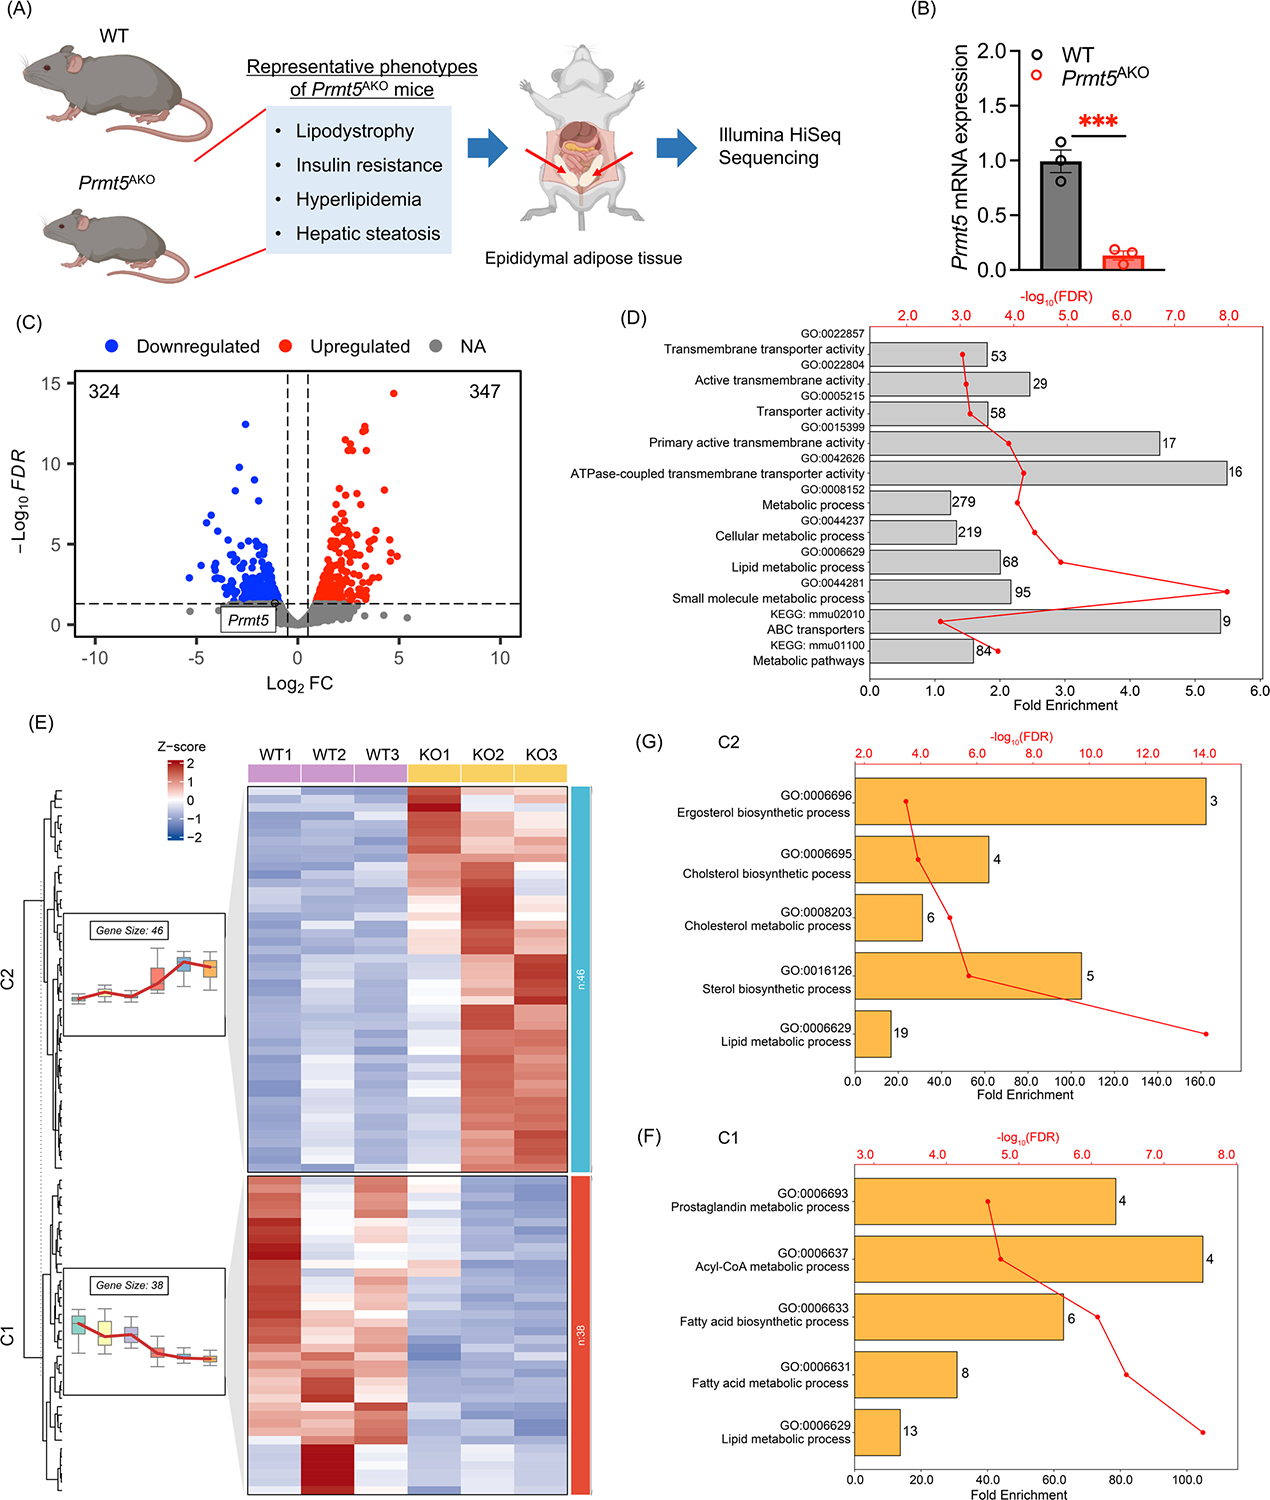
Summary of the major phenotypes of the *Prmt5*^*AKO*^ mice and transcriptional profiling of white adipose tissue (WAT). (A) Phenotype of *Prmt5*^*AKO*^ mice and experimental design. Epididymal WAT (eWAT) from WT and *Prmt5*^*AKO*^ mice were used for RNA extraction and Illumina HiSeq sequencing. (B) Relative *Prmt5* mRNA levels in eWAT from WT and *Prmt5*^*AKO*^ mice. ***p < 0.001. (C) Volcano plot of differentially expressed genes (DEGs) in eWAT from WT and *Prmt5*^*AKO*^ mice. Log_2_ fold change (FC) in gene expression level in *Prmt5*^*AKO*^ versus WT mice and the corresponding significance values displayed as −log_10_ false discovery rate (*FDR)*. The dashed line indicates the cutoff value for differential expression (*FDR* < 0.05 and |Log_2_FC| > 0.5). In total, 324 genes were downregulated (blue) and 347 genes were upregulated (red) by *Prmt5*^AKO^. (D) Selected pathways significantly enriched by DEGs between *Prmt5*^*AKO*^ and WT mice, based on annotation of Kyoto Encyclopedia of Genes and Genomes (KEGG) database and Gene Ontology (GO) term. Numbers labeled next to each bar represent the number of genes enriched in each term. Red lines represent the scaled −Log_10_ *FDR* value. (E) Heatmap of selected DEGs enriched in metabolic pathway, with specific metabolic pathway clustered into two groups (Cluster 1, C1, Cluster 2, C2). (F-G) Top 5 GO terms enriched by each cluster from (E).

**FIGURE 2:**
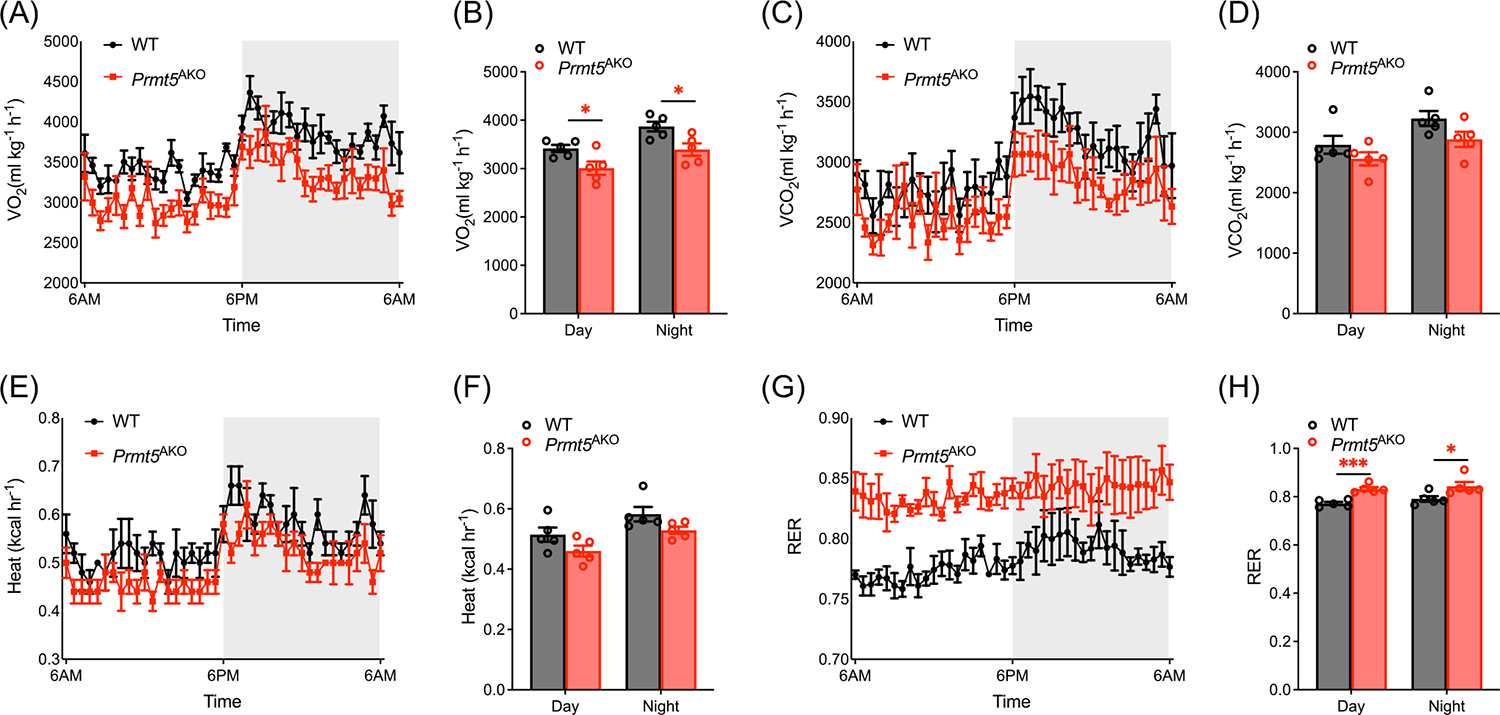
*Prmt5*^*AKO*^ predominantly alters gene programs involved in metabolic pathways. (A) O_2_ consumption measured by indirect calorimetry and normalized to lean mass during a 48-h cycle of 6-month-old WT and *Prmt5*^*AKO*^ mice. (B) Average day and night O_2_ consumption of 6-month-old WT and *Prmt5*^*AKO*^ mice, *n* = 5. *p < 0.05. (C) CO_2_ production measured by indirect calorimetry and normalized to lean mass during a 48-h cycle of 6-month-old WT and *Prmt5*^*AKO*^ mice. (D) Average day and night CO_2_ production of 6-month-old WT and *Prmt5*^*AKO*^ mice, *n* = 5. (E) Heat production measured by indirect calorimetry and normalized to lean mass during a 48-h cycle of 6-month-old WT and *Prmt5*^*AKO*^ mice. (F) Average heat production of 6-month-old WT and *Prmt5*^*AKO*^ mice, *n* = 5. (G) RER, a positive indicator of glucose utilization, measured by indirect calorimetry during a 48-h cycle of 6-month-old WT and *Prmt5*^*AKO*^ mice. (H) Average day and night RER of 6-month-old WT and *Prmt5*^*AKO*^ mice, *n* = 5. *p < 0.05, ***p < 0.001.

**FIGURE 3:**
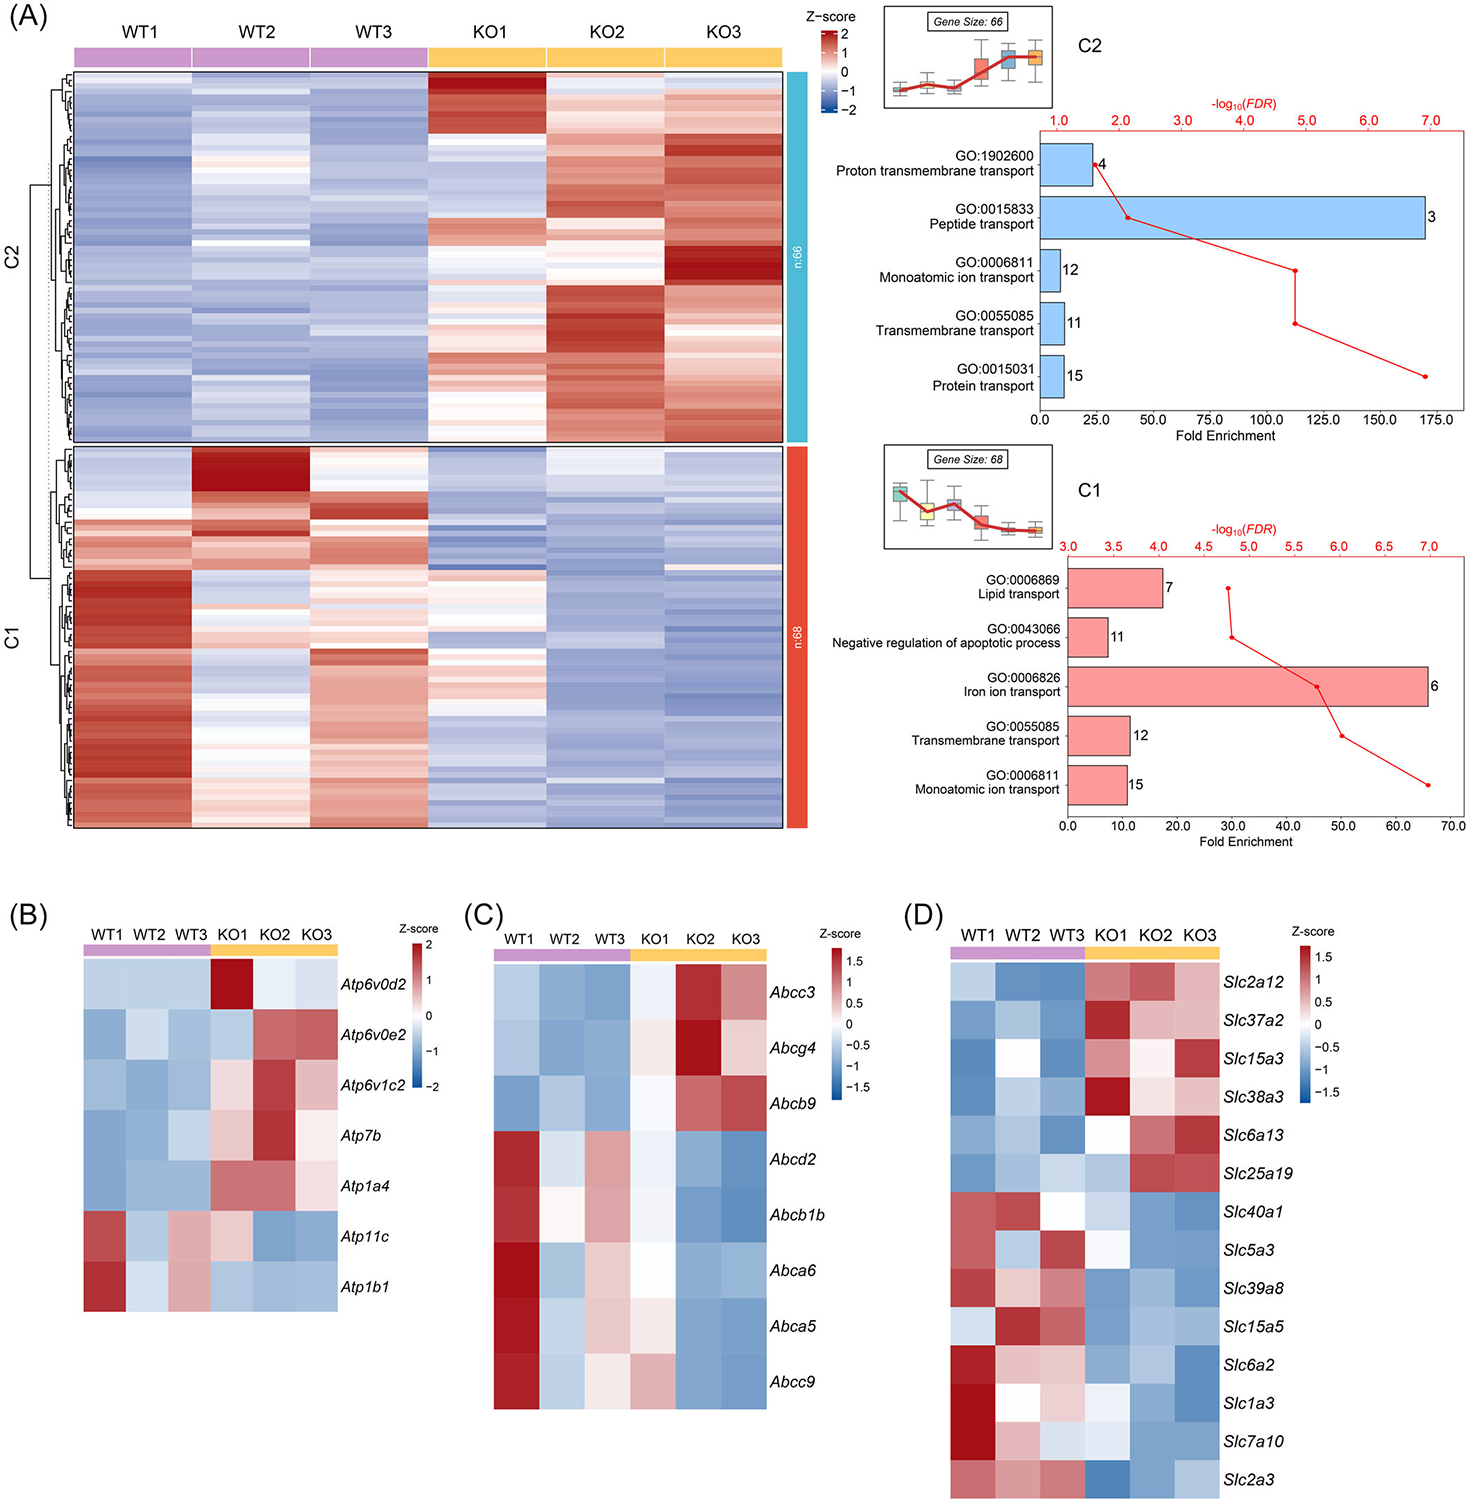
*Prmt5*^*AKO*^ affects gene programs related to membrane transporters. (A) Heatmap of selected DEGs enriched in transport pathway, with specific metabolic pathway clustered into two groups (Cluster 1, C1, Cluster 2, C2). (B). Heatmap of DEGs involved in the ATPase family of transporters. (C) Heatmap of DEGs involved in the ABC family of transporters. (D) Heatmap of DEGs involved in the solute carrier family (SLC) family of transporters.

**FIGURE 4:**
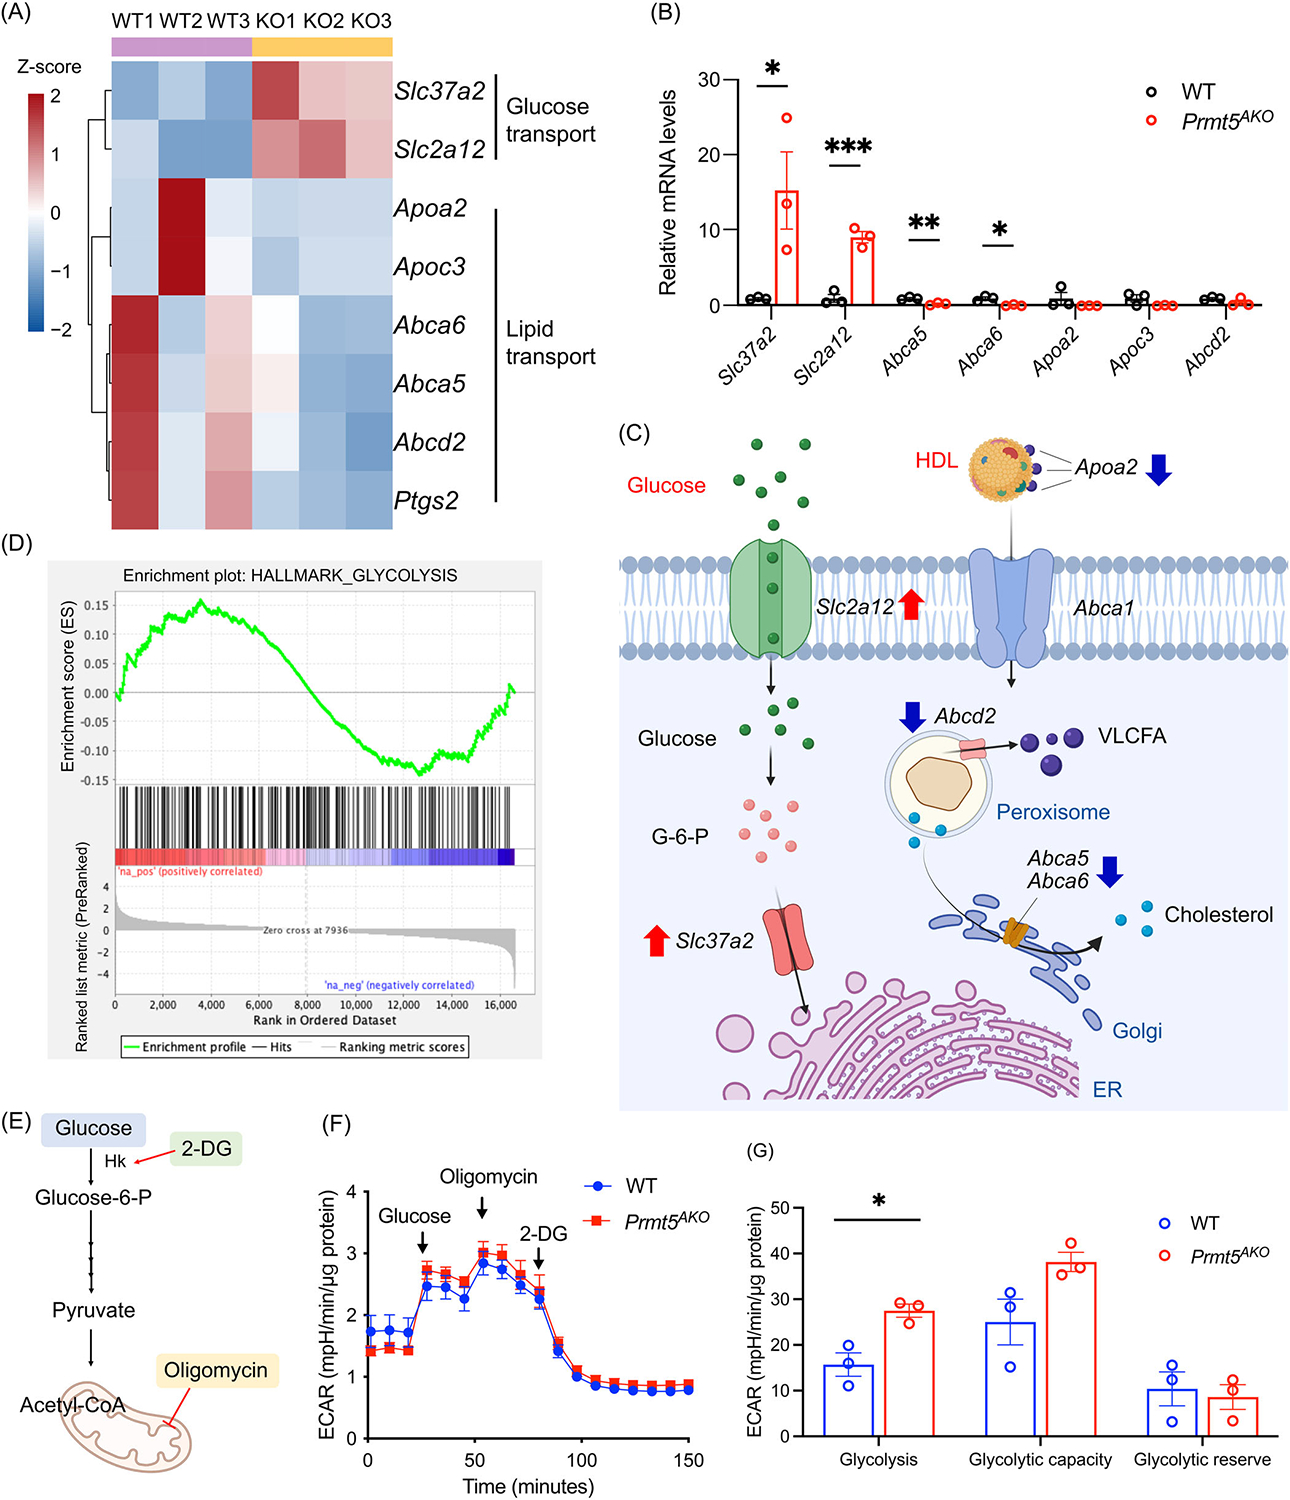
*Prmt5*^*AKO*^ suppresses fatty acid transport, while promoting glucose transport and glycolysis. (A) Heatmap of selected DEGs involved in glucose and lipid transport. (B) Relative mRNA levels of selected genes involved in glucose and lipid transport in eWAT of WT and *Prmt5*^*AKO*^ mice. *p < 0.05, **p < 0.01, ***p < 0.001. (C) Diagram showing the altered expression of genes involved in glucose and lipid transport in *Prmt5*^*AKO*^ mice compared to WT mice. (D) Gene Set Enrichment Assay (GSEA) showing enrichment of genes related to “glycolysis” in the *Prmt5*^*AKO*^ and WT mice. A positive value indicates correlation with *Prmt5*^*AKO*^ phenotype, and negative value indicates correlation with WT phenotype. (E) Diagram showing the simplified glycolysis and the sites of action of the selected components. 2-DG competes with glucose and inhibits glycolysis. Oligomycin inhibits ATP synthase in the mitochondria, resulting in increased glycolysis. (F) Seahorse measurement of extracellular acidification rate (ECAR) of adipocytes differentiated from *Prmt5*^*AKO*^ and WT preadipocytes. (G) Quantification of glycolysis and glycolytic capacity based on ECAR, *n* = 3. *p < 0.05.

**FIGURE 5:**
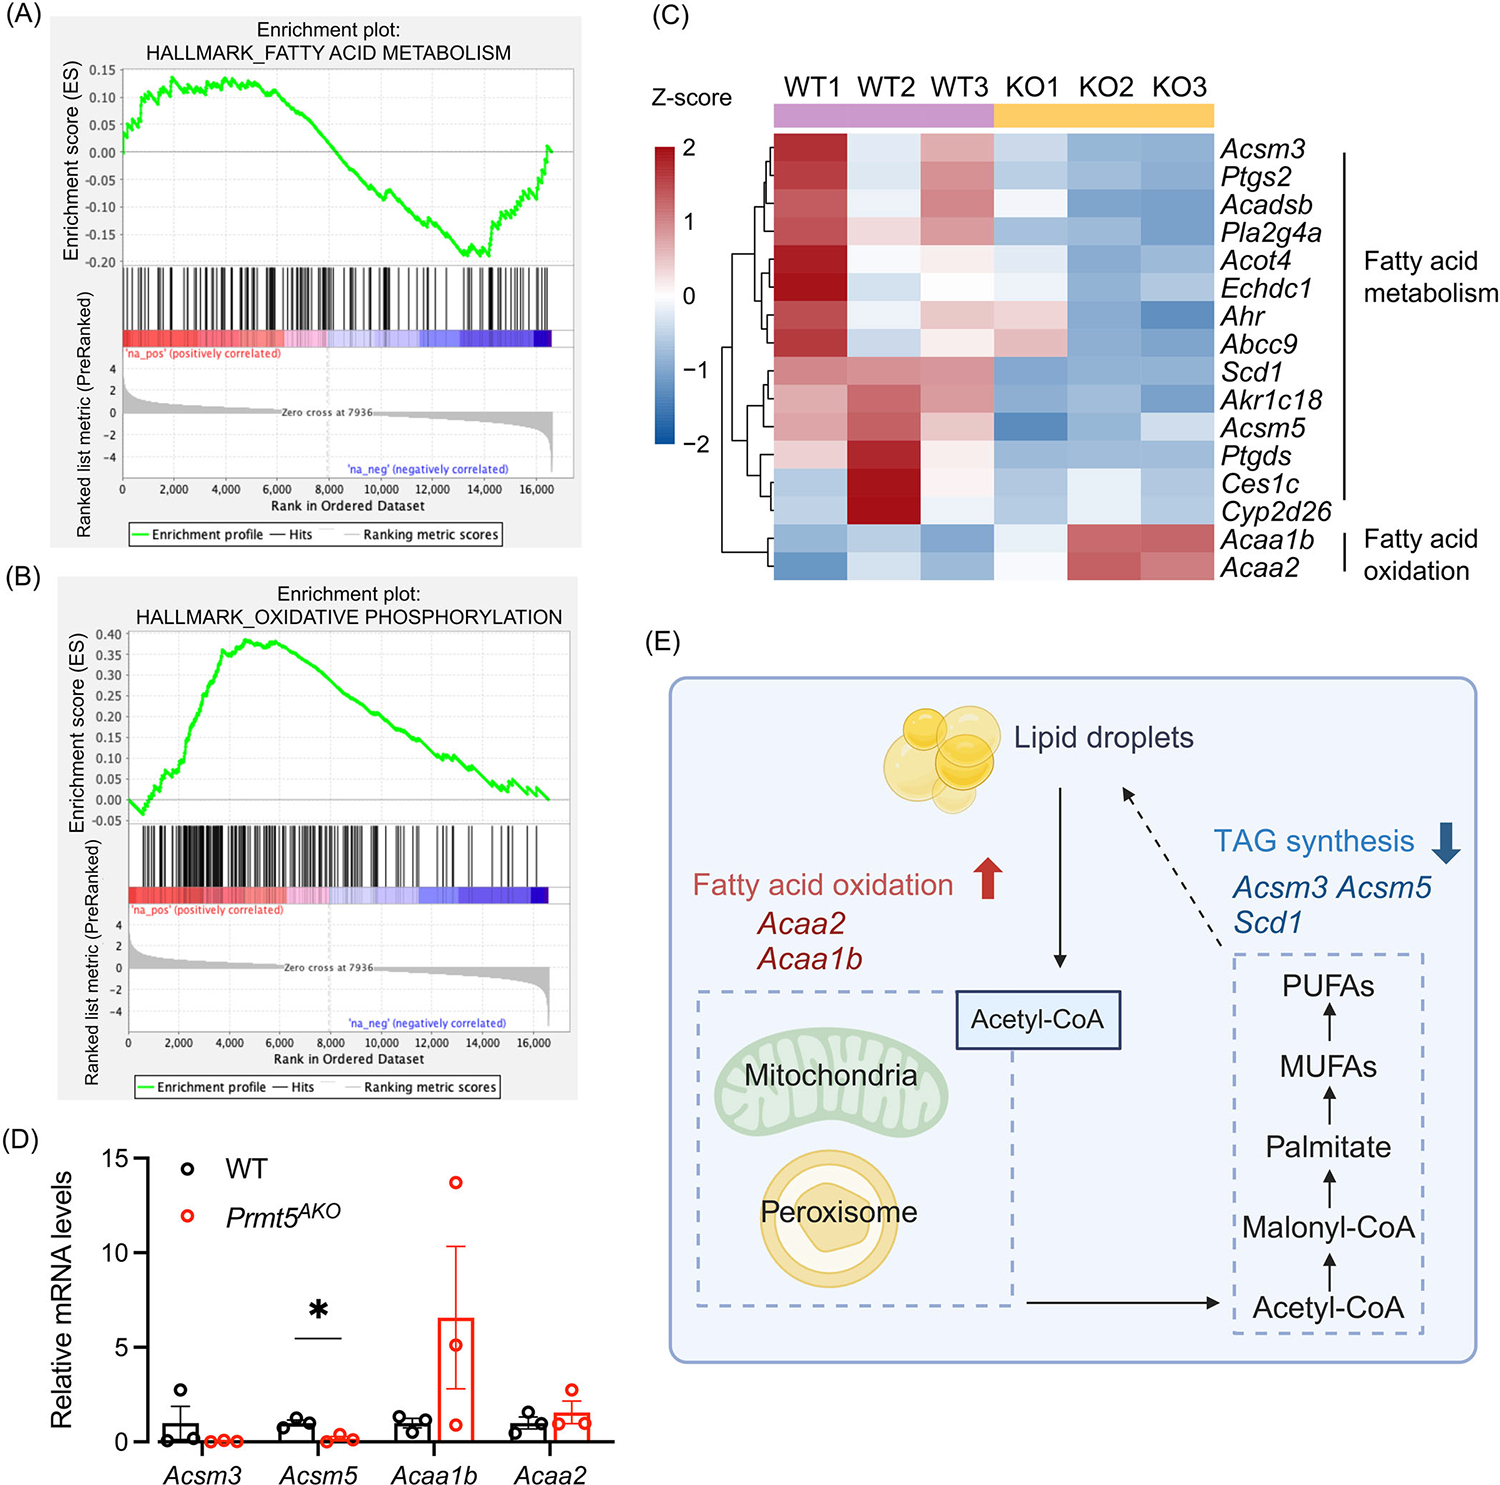
*Prmt5*^*AKO*^ reduces fatty acid metabolism in WAT. (A) GSEA showing enrichment of genes related to fatty acid metabolic process in the *Prmt5*^*AKO*^ and WT mice. A positive value indicates correlation with *Prmt5*^*AKO*^ phenotype, and negative value indicates correlation with WT phenotype. (B) GSEA showing relative enrichment of oxidative phosphorylation in the *Prmt5*^*AKO*^ and WT mice. A positive value indicates correlation with *Prmt5*^*AKO*^ phenotype, and negative value indicates correlation with WT phenotype. (C) Heatmap of selected DEGs involved in FA metabolic process. (D) Relative mRNA levels of selected genes involved in FA metabolic process in eWAT of WT and *Prmt5*^*AKO*^ mice, *n* = 3. *p < 0.05. (E) Diagram showing the FA metabolic process with genes significantly upregulated or downregulated in *Prmt5*^*AKO*^ mice marked in red and blue, respectively.

**FIGURE 6:**
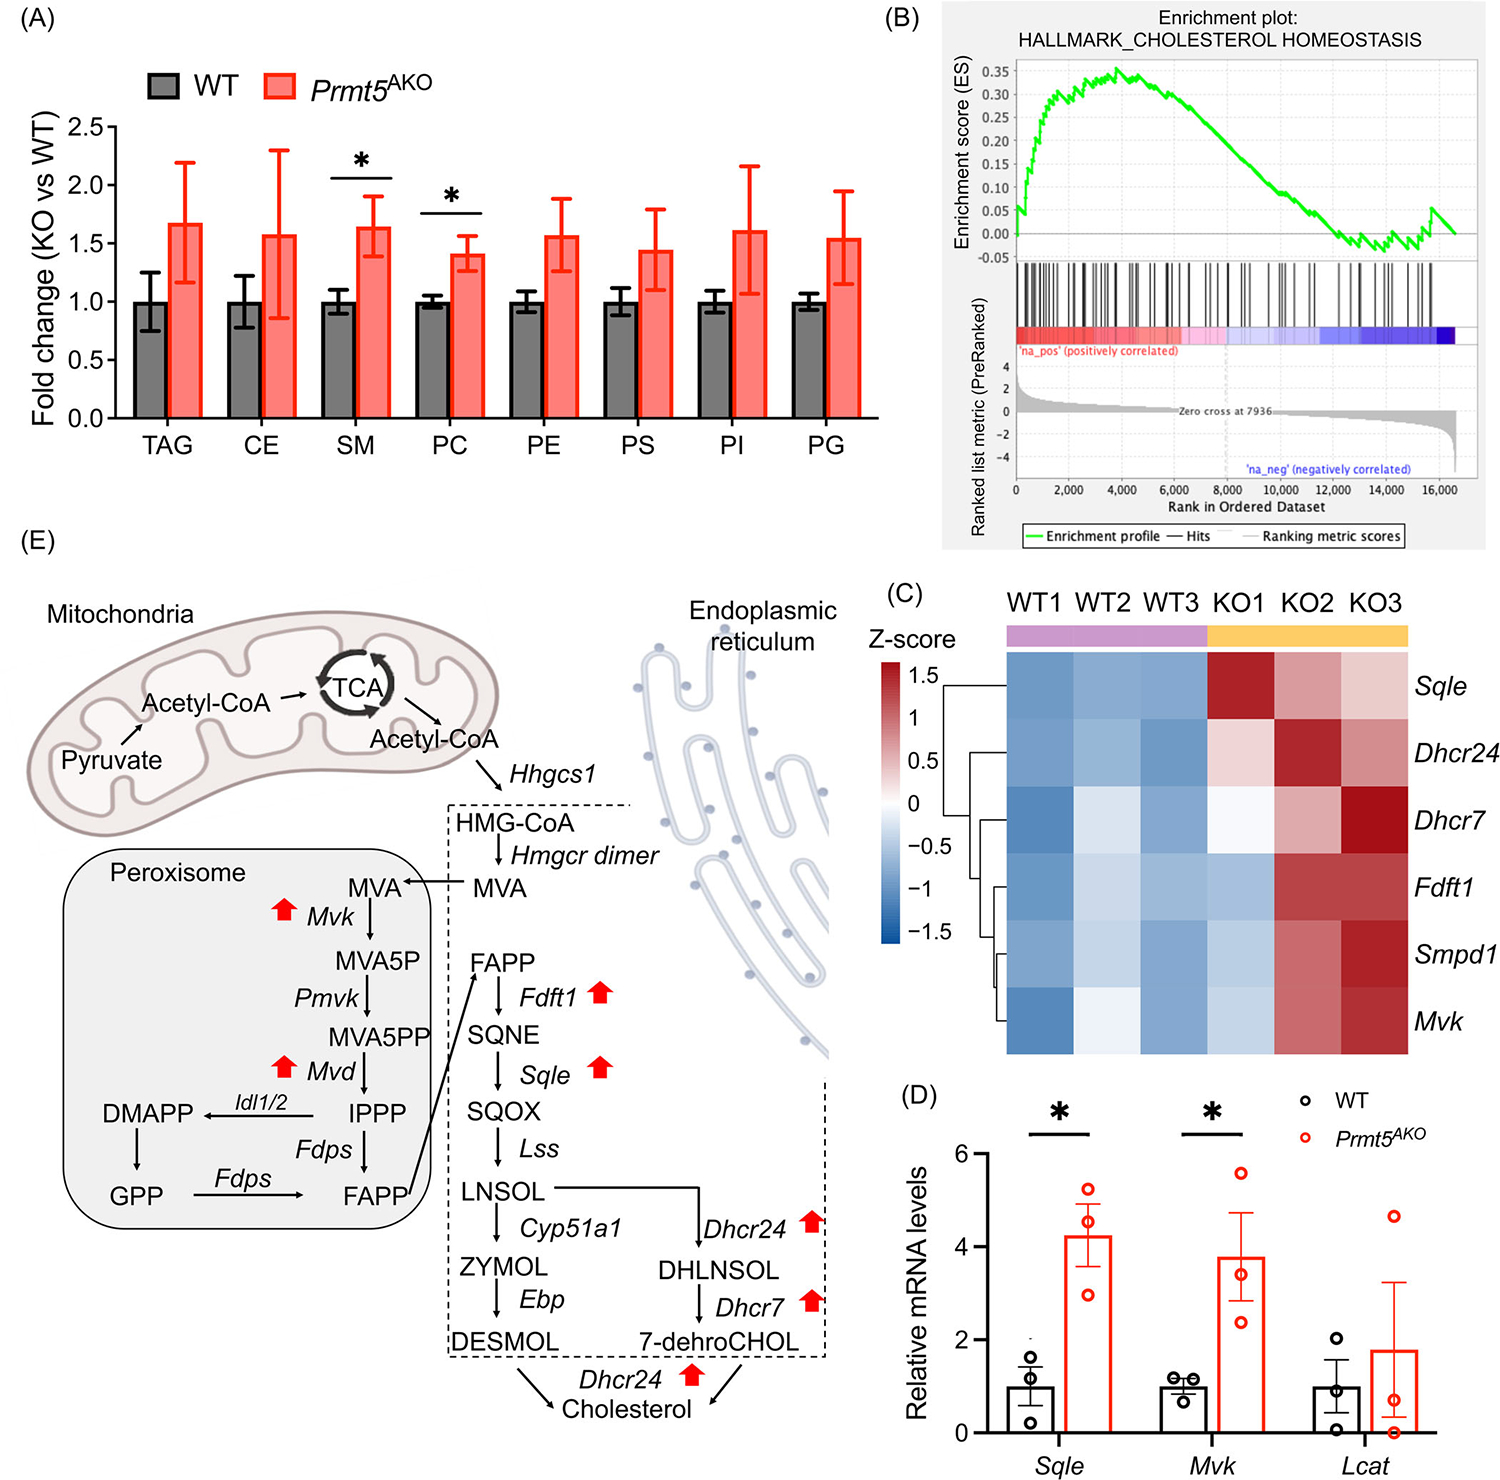
*Prmt5*^*AKO*^ induces glycerophospholipid remodeling in WAT. (A) Fold change of the lipid species in eWAT from *Prmt5*^*AKO*^ and WT mice. Lipid species include triacylglycerol (TAG), cholesteryl ester (CE), phosphatidylcholine (PC), phosphatidylethanolamine (PE), phosphatidylserine (PS), phosphatidylinositol (PI), phosphatidylglycerol (PG), and sphingomyelin (SM). *p < 0.05. (B) GSEA showing significant enrichment of genes involved in the “cholesterol homeostasis” pathway in the *Prmt5*^*AKO*^ mice compared to WT mice. A positive value indicates correlation with *Prmt5*^*AKO*^ phenotype, and negative value indicates correlation with WT phenotype. (C) Heatmap of DEGs involved in cholesterol metabolism. (D) Relative mRNA levels of selected genes involved in cholesterol metabolism in eWAT of WT and *Prmt5*^*AKO*^ mice. *p < 0.05. (E) Peroxisome and cholesterol biogenesis processes with genes significantly upregulated in *Prmt5*^*AKO*^ mice are marked by red arrows.

## Data Availability

The data supporting this publication are available in the GSE290506 repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE290506). The data and scripts used are saved in GitHub (https://github.com/xiyueccchen/IMO-2025.git). Supplementary materials (figures, tables, graphical abstract, slides, videos, Chinese translated version, and update materials) may be found in the online DOI or iMetaOmics http://www.imeta.science/imetaomics/.

## Highlights

- *Prmt5*^*AKO*^ downregulates genes related to fatty acid (FA) uptake, triacylglycerol (TAG) biosynthesis, and FA oxidation, while upregulating genes involved in glucose transport and glycolysis.
- In addition, *Prmt5*^*AKO*^ upregulates genes involved in peroxisomes and cholesterol biogenesis.
- These changes led to alterations in lipid composition, notably reduced TAG content and selective increases in glycerophospholipid and sphingolipid species.

## References

[1] HuhJin Young, YoonJeong Park, HamMira, and KimJae Bum. 2014. “Crosstalk Between Adipocytes and Immune Cells in Adipose Tissue Inflammation and Metabolic Dysregulation in Obesity.” Molecules and Cells 37: 365–71. 10.14348/molcells.2014.007424781408 PMC4044307

[2] LuoLiping, and LiuMeilian. 2016. “Adipose Tissue in Control of Metabolism.” Journal of Endocrinology 231: R77–99. 10.1530/JOE-16-021127935822 PMC7928204

[3] BirsoyKıvanç, FestucciaWilliam T., and LaplanteMathieu. 2013. “A Comparative Perspective on Lipid Storage in Animals.” Journal of Cell Science 126: 1541–52. 10.1242/jcs.10499223658371

[4] TownsendKristy L., and TsengYu-Hua. 2014. “Brown Fat Fuel Utilization and Thermogenesis.” Trends in Endocrinology & Metabolism 25: 168–77. 10.1016/j.tem.2013.12.00424389130 PMC3972344

[5] HausmanDB, DiGirolamoM, BartnessTJ, HausmanGJ, and MartinRJ. 2001. “The Biology of White Adipocyte Proliferation.” Obesity Reviews 2: 239–54. 10.1046/j.1467-789X.2001.00042.x12119995

[6] ArisawaK, IchiI, YasukawaY, SoneY, and FujiwaraY. 2013. “Changes in the Phospholipid Fatty Acid Composition of the Lipid Droplet during the Differentiation of 3T3-L1 Adipocytes.” Journal of Biochemistry 154: 281–9. 10.1093/jb/mvt05123760554

[7] GlatzJan F. C., LuikenJoost J. F. P., and BonenArend. 2010. “Membrane Fatty Acid Transporters as Regulators of Lipid Metabolism: Implications for Metabolic Disease.” Physiological Reviews 90: 367–417. 10.1152/physrev.00003.200920086080

[8] EppsCaleb T., ClugstonRobin D., SahaAmit, BlanerWilliam S., and HuangLi-Shin. 2016. “Chapter 6 - The Role of CD36 in the Pathogenesis of Alcohol-Related Disease.” In Molecular Aspects of Alcohol and Nutrition (pp. 71–84). Academic Press. 10.1016/B978-0-12-800773-0.00006-9

[9] KazantzisMelissa, and StahlAndreas. 2012. “Fatty Acid Transport Proteins, Implications in Physiology and Disease.”Biochimica et Biophysica Acta (BBA) - Molecular and Cell Biology of Lipids 1821: 852–7. 10.1016/j.bbalip.2011.09.01021979150 PMC3274620

[10] BartzRené, LiWen-Hong, VenablesBarney, ZehmerJohn K., RothMary R., WeltiRuth, AndersonRichard G. W., LiuPingsheng, and ChapmanKent D.. 2007. “Lipidomics Reveals That Adiposomes Store Ether Lipids and Mediate Phospholipid Traffic.” Journal of Lipid Research 48: 837–47. 10.1194/jlr.M600413-JLR20017210984

[11] ChitrajuChandramohan, TrötzmüllerMartin, HartlerJürgen, WolinskiHeimo, ThallingerGerhard G., LassAchim, ZechnerRudolf, 2012. “Lipidomic Analysis of Lipid Droplets From Murine Hepatocytes Reveals Distinct Signatures for Nutritional Stress.” Journal of Lipid Research 53: 2141–52. 10.1194/jlr.M02890222872753 PMC3435547

[12] PennoAnke, HackenbroichGregor, and ThieleChristoph. 2013. “Phospholipids and Lipid Droplets.” Biochimica et Biophysica Acta (BBA) - Molecular and Cell Biology of Lipids 1831: 589–94. 10.1016/j.bbalip.2012.12.00123246574

[13] CalzadaElizabeth, OngukaOuma, and ClaypoolSteven M.. 2016. “Chapter Two - Phosphatidylethanolamine Metabolism in Health and Disease.” International Review of Cell and Molecular Biology 321: 29–88. 10.1016/bs.ircmb.2015.10.00126811286 PMC4778737

[14] RidgwayND, and VanceDE. 1987. “Purification of Phosphatidylethanolamine N-Methyltransferase From Rat Liver.” Journal of Biological Chemistry 262: 17231–9. 10.1016/S0021-9258(18)45514-73680298

[15] BedfordMark T., and ClarkeSteven G.. 2009. “Protein Arginine Methylation in Mammals: Who, What, and Why.” Molecular Cell 33: 1–13. 10.1016/j.molcel.2008.12.01319150423 PMC3372459

[16] YangYanzhong, and BedfordMark T.. 2013. “Protein Arginine Methyltransferases and Cancer.” Nature Reviews Cancer 13: 37–50. 10.1038/nrc340923235912

[17] KarkhanisVrajesh, HuYu-Jie, BaiocchiRobert A., ImbalzanoAnthony N., and SifSaïd. 2011. “Versatility of PRMT5-Induced Methylation in Growth Control and Development.” Trends in Biochemical Sciences 36: 633–41. 10.1016/j.tibs.2011.09.00121975038 PMC3225484

[18] StopaNicole, KrebsJocelyn E., and ShechterDavid. 2015. “The PRMT5 Arginine Methyltransferase: Many Roles in Development, Cancer and Beyond.” Cellular and Molecular Life Sciences 72: 2041–59. 10.1007/s00018-015-1847-925662273 PMC4430368

[19] LiZhenhua, XuJingping, SongYao, XinChong, LiuLantao, HouNing, TengYan, 2021. “PRMT5 Prevents Dilated Cardiomyopathy via Suppression of Protein O-GlcNAcylation.” Circulation Research 129: 857–71. 10.1161/CIRCRESAHA.121.31945634503365

[20] TsaiWen-Wei, NiessenSherry, GoebelNaomi, YatesJohn R., GuccioneErnesto, and MontminyMarc. 2013. “PRMT5 Modulates the Metabolic Response to Fasting Signals.” Proceedings of the National Academy of Sciences 110: 8870–5. 10.1073/pnas.1304602110PMC367039323671120

[21] MaJian, HeXin, CaoYan, O’DwyerKienan, SzigetyKatherine M., WuYuan, GurungBuddha, 2020. “Islet-Specific Prmt5 Excision Leads to Reduced Insulin Expression and Glucose Intolerance in Mice.” Journal of Endocrinology 244: 41–52. 10.1530/JOE-19-026831539871 PMC6864278

[22] LeBlancScott E., KondaSilvana, WuQiong, HuYu-Jie, OslowskiChristine M., SifSaïd, and ImbalzanoAnthony N.. 2012. “Protein Arginine Methyltransferase 5 (Prmt5) Promotes Gene Expression of Peroxisome Proliferator-Activated Receptor γ2 (PPARγ2) and Its Target Genes During Adipogenesis.” Molecular Endocrinology 26: 583–97. 10.1210/me.2011-116222361822 PMC3327358

[23] JiaZhihao, YueFeng, ChenXiyue, NarayananNaagarajan, QiuJiamin, SyedSabriya A., ImbalzanoAnthony N., 2020. “Protein Arginine Methyltransferase PRMT5 Regulates Fatty Acid Metabolism and Lipid Droplet Biogenesis in White Adipose Tissues.” Advanced Science 7: 2002602. 10.1002/advs.20200260233304767 PMC7709973

[24] PalmisanoBrian T., ZhuLin, EckelRobert H., and StaffordJohn M.. 2018. “Sex Differences in Lipid and Lipo-protein Metabolism.” Molecular Metabolism 15: 45–55. 10.1016/j.molmet.2018.05.00829858147 PMC6066747

[25] HedigerMatthias A., BenjaminClémençon, BurrierRobert E., and BrufordElspeth A.. 2013. “The ABCs of Membrane Transporters in Health and Disease (SLC Series): Introduction.” Molecular Aspects of Medicine 34: 95–107. 10.1016/j.mam.2012.12.00923506860 PMC3853582

[26] MartinaJose A., and PuertollanoRosa. 2013. “RRAG GTPases Link Nutrient Availability to Gene Expression, Autophagy and Lysosomal Biogenesis.” Autophagy 9: 928–30. 10.4161/auto.2437123524842 PMC3672304

[27] KimKun Ho, OprescuStephanie N., SnyderMadigan M., KimAran, JiaZhihao, YueFeng, and KuangShihuan. 2023. “PRMT5 Mediates FoxO1 Methylation and Subcellular Localization to Regulate Lipophagy in Myogenic Progenitors.” Cell Reports 42: 113329. 10.1016/j.celrep.2023.11332937883229 PMC10727913

[28] FarinattiPaulo, Castinheiras NetoAntonio G., and AmorimPaulo R. S.. 2016. “Oxygen Consumption and Substrate Utilization During and After Resistance Exercises Performed with Different Muscle Mass.” International Journal of Exercise Science 9: 77–88. 10.70252/AKBM397327293507 PMC4882463

[29] OlsonAL, and PessinJE. 1996. “Structure, Function, and Regulation of the Mammalian Facilitative Glucose Transporter Gene Family.” Annual Review of Nutrition 16: 235–56. 10.1146/annurev.nu.16.070196.0013158839927

[30] DayPE, ClealJK, LofthouseEM, HansonMA, and LewisRM. 2013. “What Factors Determine Placental Glucose Transfer Kinetics?” Placenta 34: 953–8. 10.1016/j.placenta.2013.07.00123886770 PMC3776928

[31] WangY, NakagawaY, LiuL, WangW, RenX, AnghelA, LutfyK, FriedmanTC, and LiuY. 2011. “Tissue-Specific Dysregulation of Hexose-6-Phosphate Dehydrogenase and Glucose-6-Phosphate Transporter Production in db/db Mice as a Model of Type 2 Diabetes.” Diabetologia 54: 440–50. 10.1007/s00125-010-1956-921052977 PMC3795617

[32] GalganiJose E., MoroCedric, and RavussinEric. 2008. “Metabolic Flexibility and Insulin Resistance.” American Journal of Physiology-Endocrinology and Metabolism 295: E1009–17. 10.1152/ajpendo.90558.200818765680 PMC2584808

[33] MatsuzakaTakashi, and ShimanoHitoshi. 2012. “GLUT12: A Second Insulin-Responsive Glucose Transporters as an Emerging Target for Type 2 Diabetes.” Journal of Diabetes Investigation 3: 130–1. 10.1111/j.2040-1124.2011.00177.x24843555 PMC4020729

[34] AbelE. Dale, PeroniOdile, KimJason K., KimYoung-Bum, BossOlivier, HadroEd, MinnemannTimo, ShulmanGerald I., and KahnBarbara B.. 2001. “Adipose-Selective Targeting of the GLUT4 Gene Impairs Insulin Action in Muscle and Liver.” Nature 409: 729–33. 10.1038/3505557511217863

[35] LiuLiu, ZhaoXiaoping, ZhaoLi, LiJiajin, YangHao, ZhuZongping, LiuJianjun, and HuangGang. 2016. “Arginine Methylation of SREBP1a via PRMT5 Promotes De Novo Lipogenesis and Tumor Growth.” Cancer Research 76: 1260–72. 10.1158/0008-5472.CAN-15-176626759235

[36] HinterschiedClaire, BrownFiona, RavikrishnanJanani, Helmig-MasonJoBeth, HarrisonKaylee R., YasinAneeq, SloanShelby, 2022. “PRMT5 Inhibition Alters Mitochondrial Dynamics in Mantle Cell Lymphoma Creating Vulnerability to BH3 Mimetic Compounds.” Blood 140: 3118–9. 10.1182/blood-2022-167712

[37] HuangLei, LiuJehnan, ZhangXiao-Ou, SibleyKatelyn, NajjarSonia M., LeeMary M., and WuQiong. 2018. “Inhibition of Protein Arginine Methyltransferase 5 Enhances Hepatic Mitochondrial Biogenesis.” Journal of Biological Chemistry 293: 10884–94. 10.1074/jbc.RA118.00237729773653 PMC6052201

[38] CombotYoann, SaloVeijo T., ChadeufGilliane, HölttäMaarit, VenKatharina, PulliIlari, DucheixSimon, 2022. “Seipin Localizes at Endoplasmic-Reticulum-Mitochondria Contact Sites to Control Mitochondrial Calcium Import and Metabolism in Adipocytes.” Cell Reports 38: 110213. 10.1016/j.celrep.2021.11021335021082

[39] ZhangTianhua, ChenJin, TangXiaoyu, LuoQin, XuDanyan, and YuBilian. 2019. “Interaction Between Adipocytes and High-Density Lipoprotein: New Insights Into the Mechanism of Obesity-Induced Dyslipidemia and Atherosclerosis.” Lipids in Health and Disease 18: 223. 10.1186/s12944-019-1170-931842884 PMC6913018

[40] PetkeviciusKasparas, VirtueSam, BidaultGuillaume, JenkinsBenjamin, ÇubukCankut, MorgantiniCecilia, AouadiMyriam, 2019. “Accelerated Phosphatidylcholine Turnover in Macrophages Promotes Adipose Tissue Inflammation in Obesity.” eLife 8: e47990. 10.7554/eLife.4799031418690 PMC6748830

[41] DesaiAditya J., and MillerLaurence J.. 2018. “Changes in the Plasma Membrane in Metabolic Disease: Impact of the Membrane Environment on G Protein-Coupled Receptor Structure and Function.” British Journal of Pharmacology 175: 4009–25. 10.1111/bph.1394328691227 PMC6177615

[42] YangYanbo, LeeMinhyoung, and FairnGregory D.. 2018. “Phospholipid Subcellular Localization and Dynamics.” Journal of Biological Chemistry 293: 6230–40. 10.1074/jbc.R117.00058229588369 PMC5925819

[43] Rudolphi-SkórskaElżbieta, FilekMaria, and ZembalaMaria. 2017. “The Effects of the Structure and Composition of the Hydrophobic Parts of Phosphatidylcholine-Containing Systems on Phosphatidylcholine Oxidation by Ozone.” The Journal of Membrane Biology 250: 493–505. 10.1007/s00232-017-9976-828799139 PMC5613038

[44] CampbellRobert B., BalasubramanianSathyamangalam V., and StraubingerRobert M.. 2001. “Phospholipid-Cationic Lipid Interactions: Influences on Membrane and Vesicle Properties.” Biochimica et Biophysica Acta (BBA) - Biomembranes 1512: 27–39. 10.1016/S0005-2736(01)00290-511334622

[45] StrahlBrian D., and AllisC. David. 2000. “The Language of Covalent Histone Modifications.” Nature 403: 41–5. 10.1038/4741210638745

[46] SyedSabriya A., ShqilloKristina, NandAnkita, ZhanYe, DekkerJob, and ImbalzanoAnthony N.. 2023. “Protein Arginine Methyltransferase 5 (Prmt5) Localizes to Chromatin Loop Anchors and Modulates Expression of Genes at TAD Boundaries During Early Adipogenesis.” eLife 12:RP88599. 10.7554/eLife.88599.1

[47] AndrewsSimon 2010. FastQC: A Quality Control Tool for High Throughput Sequence Data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc

[48] FelixKrueger, FrankieJames, PhilEwels, EbrahimAfyounian, MichaelWeinstein, BenjaminSchuster-Boeckler, GertHulselmans, and Sclamons. 2023. FelixKrueger/TrimGalore: v0.6.10 - Add Default Decompression Path (0.6.10). Zenodo. 10.5281/zenodo.7598955

[49] DobinAlexander, DavisCarrie A., SchlesingerFelix, DrenkowJorg, ZaleskiChris, JhaSonali, BatutPhilippe, ChaissonMark, and GingerasThomas R.. 2013. “STAR: Ultrafast Universal RNA-seq Aligner.” Bioinformatics 29: 15–21. 10.1093/bioinformatics/bts63523104886 PMC3530905

[50] BreeseMarcus R., and LiuYunlong. 2013. “NGSUtils: A Software Suite for Analyzing and Manipulating Next-Generation Sequencing Datasets.” Bioinformatics 29: 494–6. 10.1093/bioinformatics/bts73123314324 PMC3570212

[51] LiaoYang, SmythGordon K., and ShiWei. 2014. “FeatureCounts: An Efficient General Purpose Program for Assigning Sequence Reads to Genomic Features.” Bioinformatics 30: 923–30. 10.1093/bioinformatics/btt65624227677

[52] ChenYunshun, ChenLizhong, LunAaron T. L., BaldoniPedro L., and SmythGordon K.. 2025. “EdgeR v4: Powerful Differential Analysis of Sequencing Data With Expanded Functionality and Improved Support for Small Counts and Larger Datasets.” Nucleic Acids Research 53: gkaf018. 10.1093/nar/gkaf01839844453 PMC11754124

[53] ChenXiyue, FerreiraChristina R., and KuangShihuan. 2023. “Targeted Lipidomics Analysis of Adipose and Skeletal Muscle Tissues by Multiple Reaction Monitoring Profiling.” In Skeletal Muscle Stem Cells: Methods and Protocols (pp. 351–68). Springer US. 10.1007/978-1-0716-3036-5_25PMC1072671436995607

[54] DipaliShweta S., FerreiraChristina R., ZhouLuhan T., PritchardMichele T., and DuncanFrancesca E.. 2019. “Histologic Analysis and Lipid Profiling Reveal Reproductive Age-Associated Changes in Peri-Ovarian Adipose Tissue.” Reproductive Biology and Endocrinology 17: 46. 10.1186/s12958-019-0487-631189477 PMC6563378

[55] XieZhuoer, FerreiraChristina R., VirequAlessandra A., and CooksR. Graham. 2021. “Multiple Reaction Monitoring Profiling (MRM Profiling): Small Molecule Exploratory Analysis Guided by Chemical Functionality.” Chemistry and Physics of Lipids 235: 105048. 10.1016/j.chemphyslip.2021.10504833561466

# Supplementary material for: Multiomics analyses reveal that PRMT5 regulates membrane transport and cholesterol synthesis in white adipocytes
**Source:** IMetaOmics. Author manuscript; Available in PMC 2026 Feb 5.

(A)

FastQC: Per Sequence Quality Scores

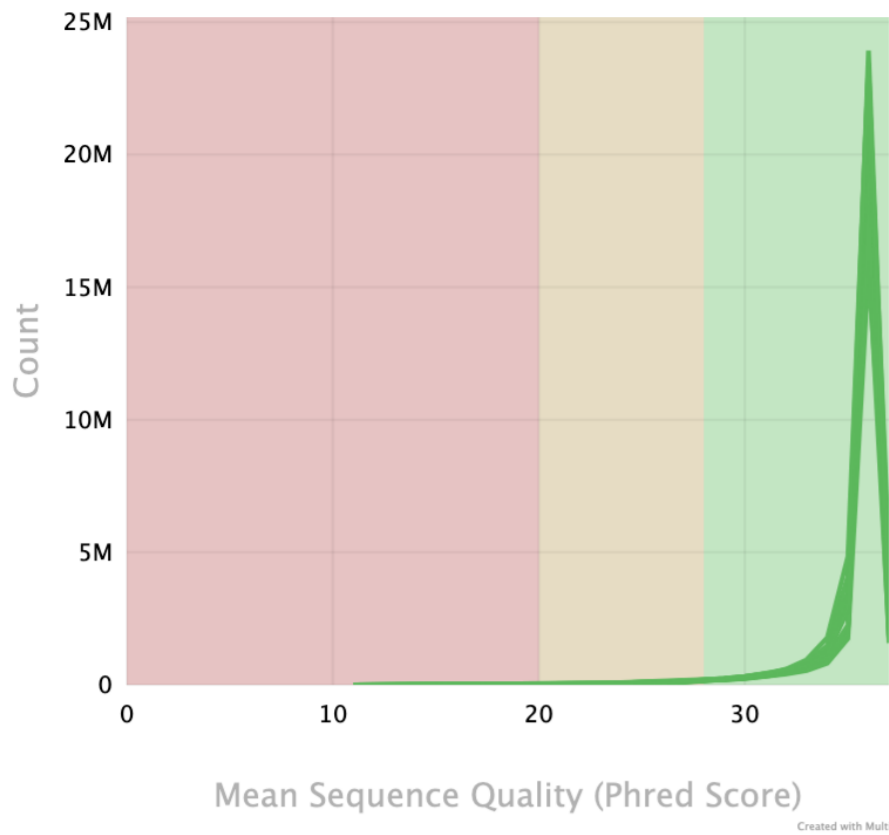

(B)

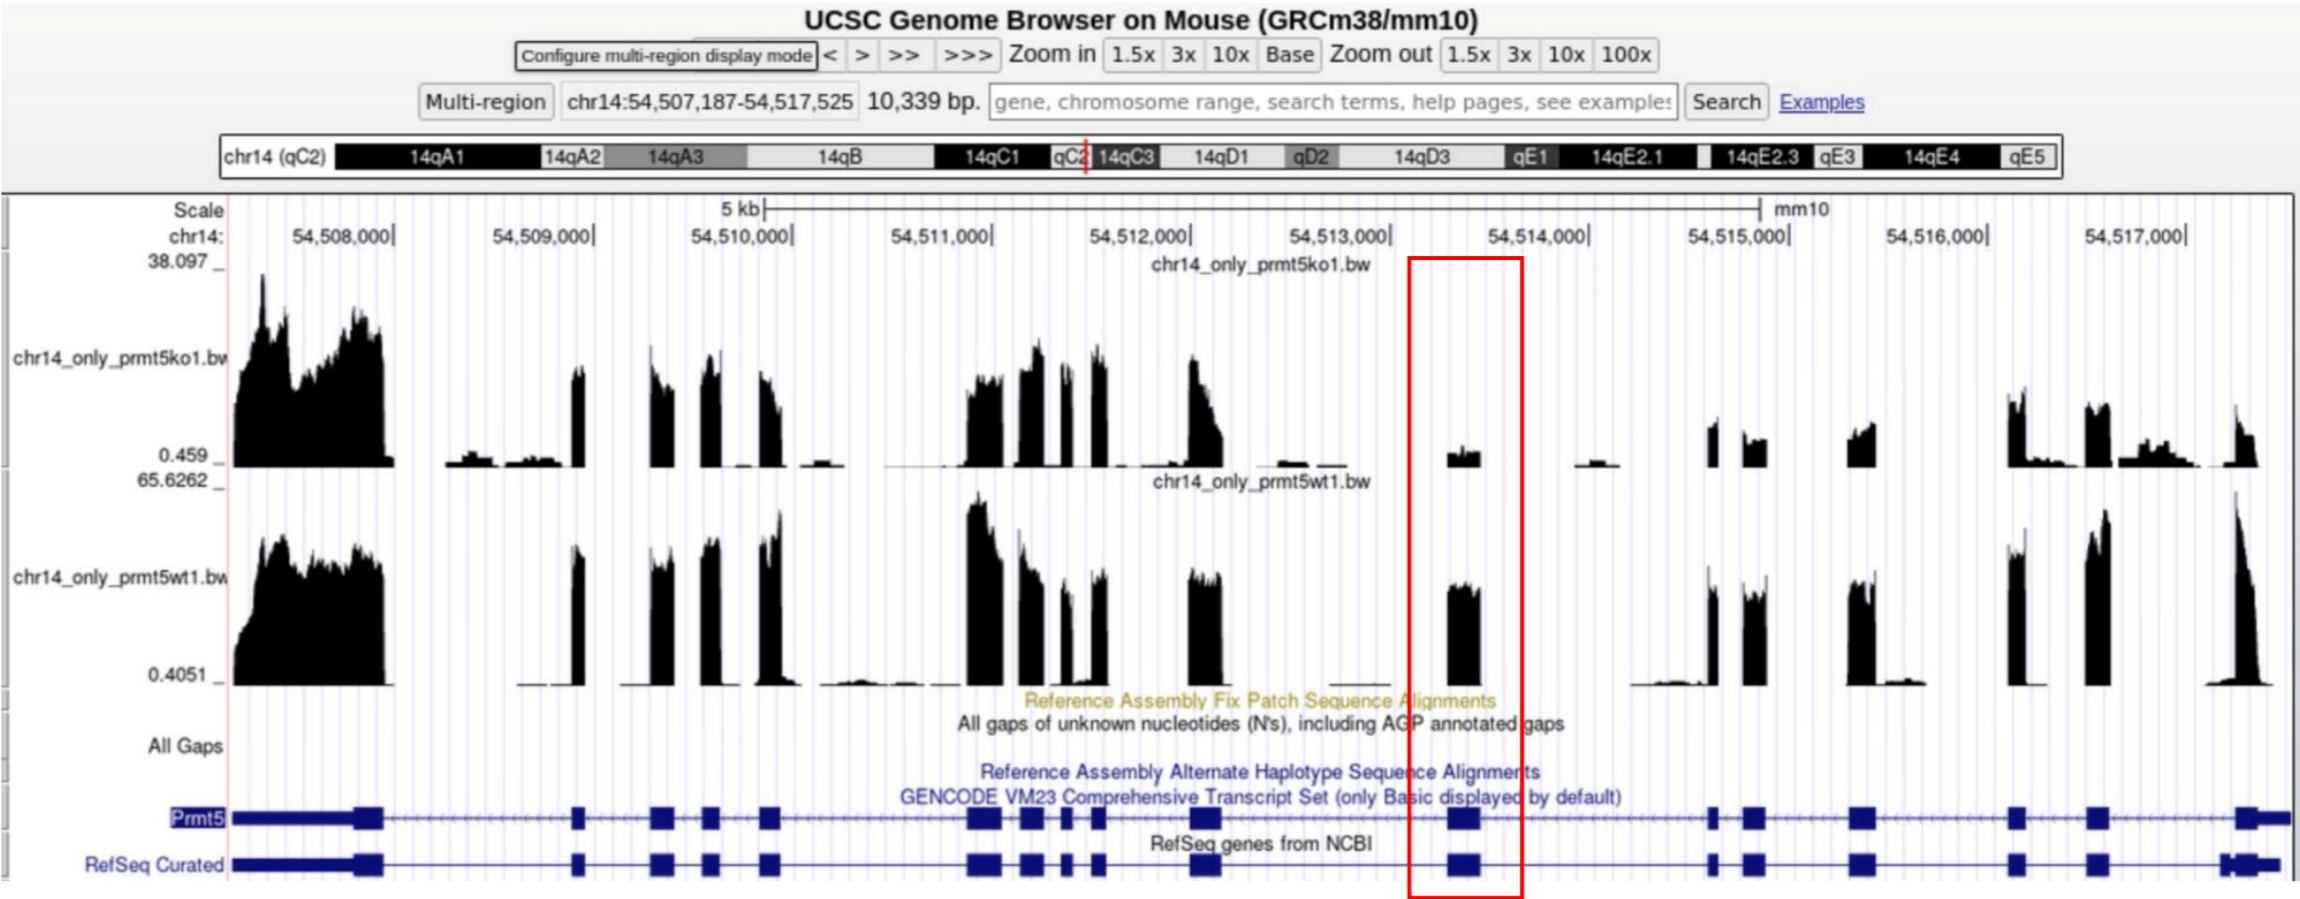

(C) Top 10 KEGG pathway induced by *Prmt5* deletion

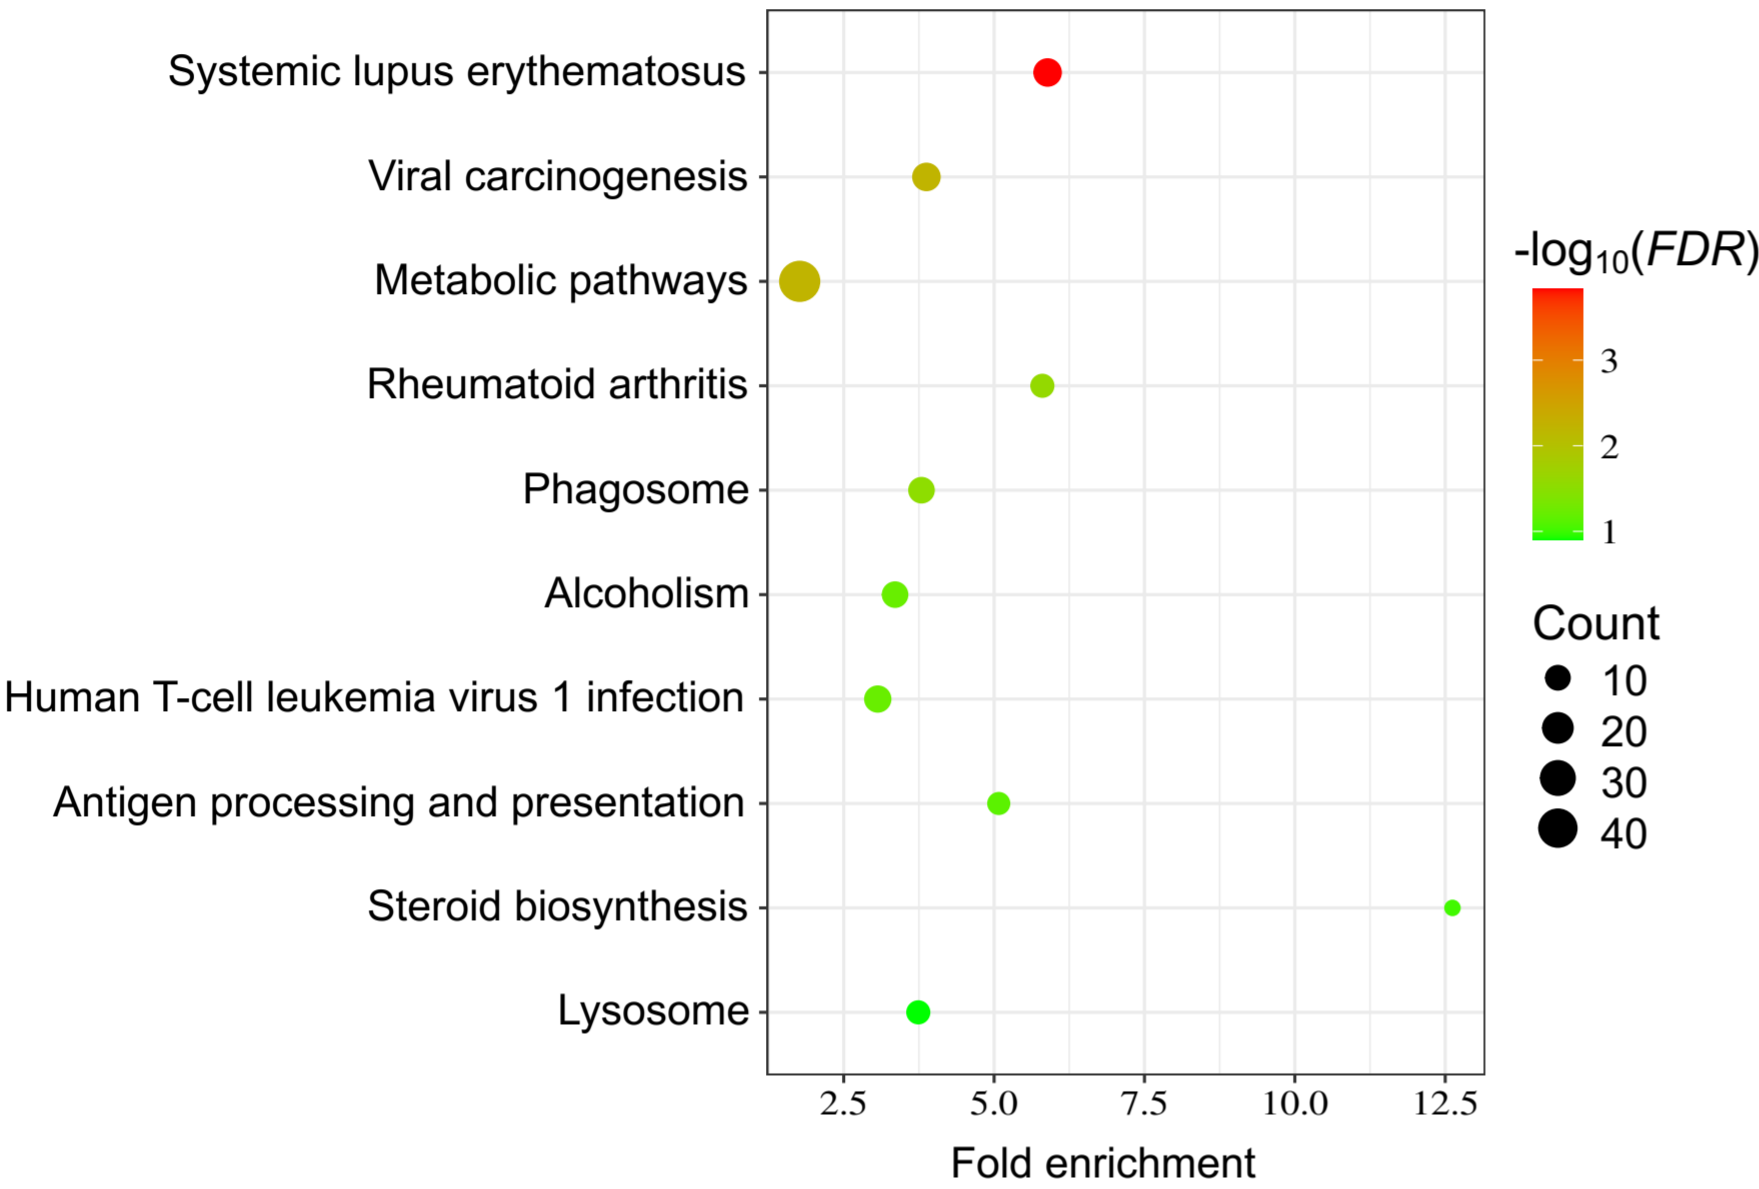

(D) Top 10 KEGG pathway suppressed by *Prmt5* deletion

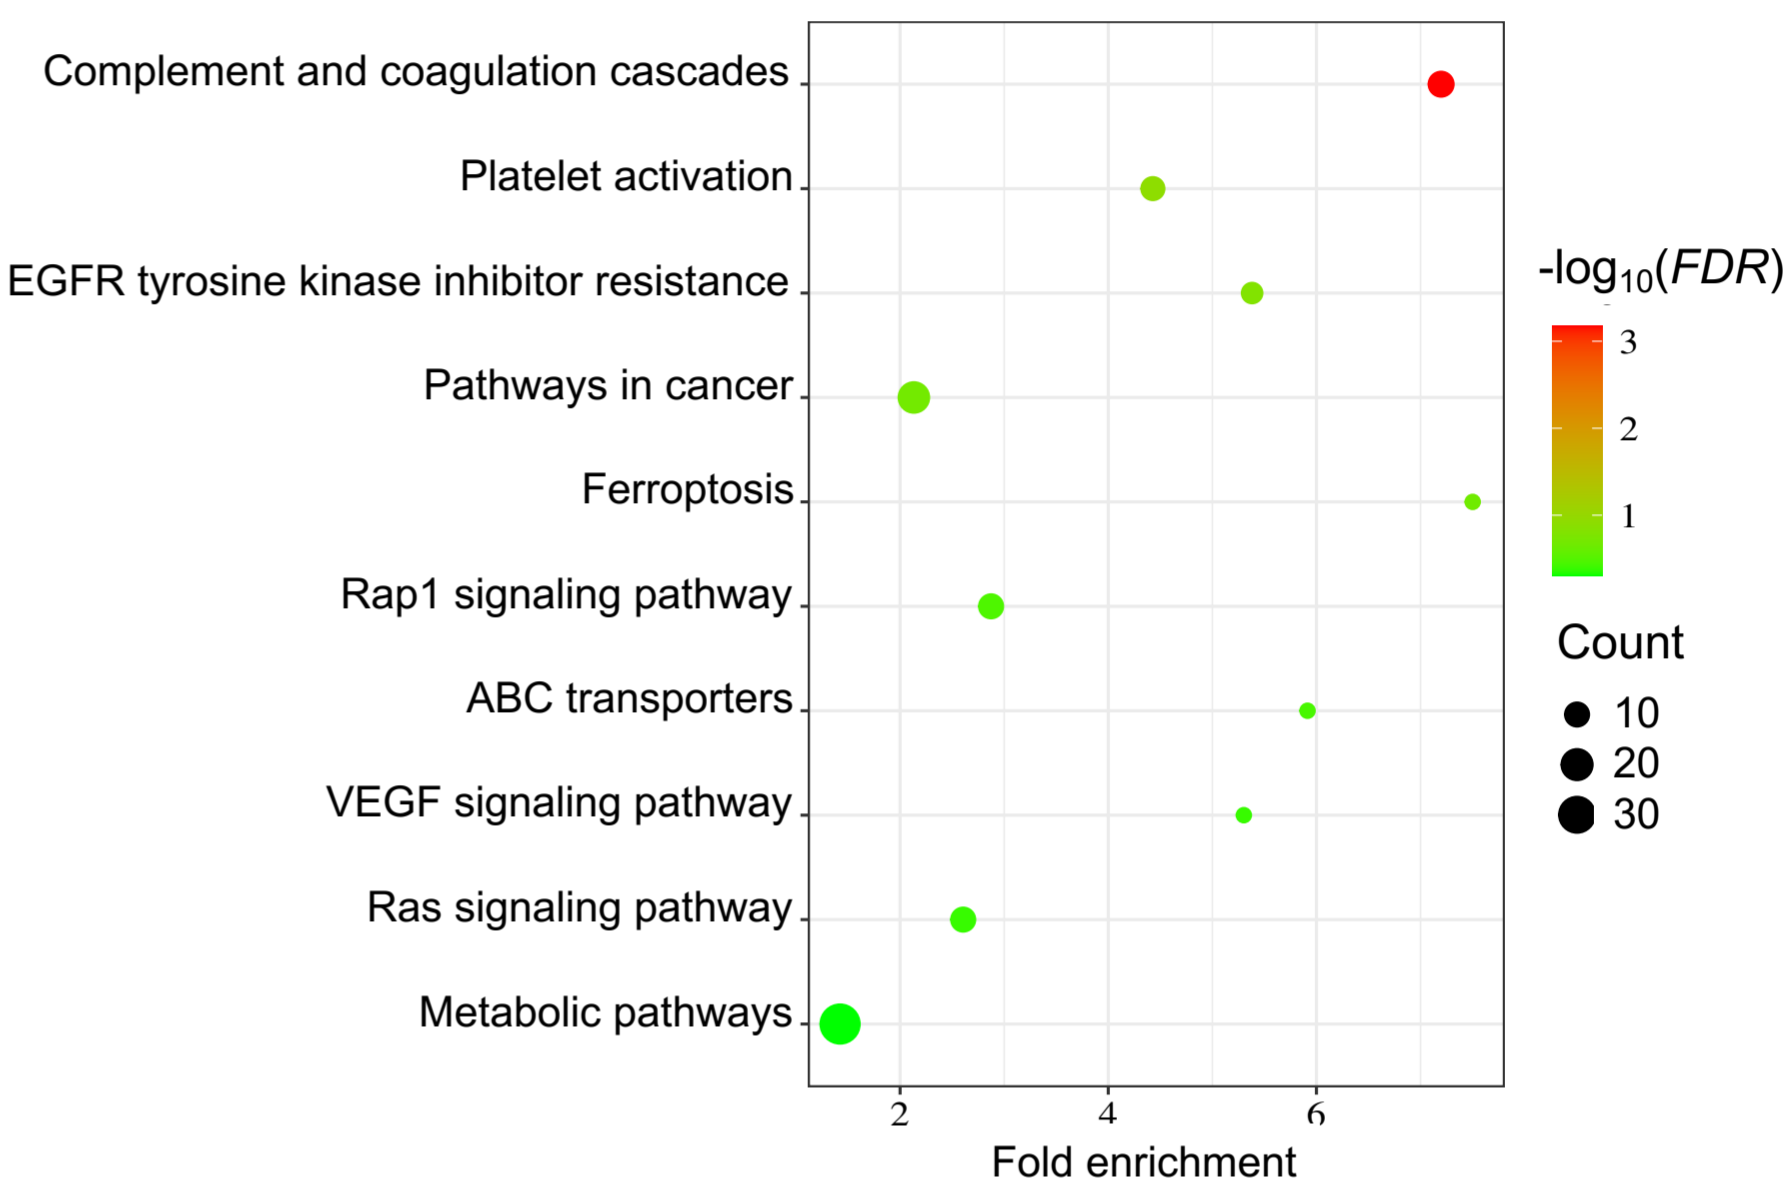

(E)

GO terms enriched by all DEGs ranked by *FDR*

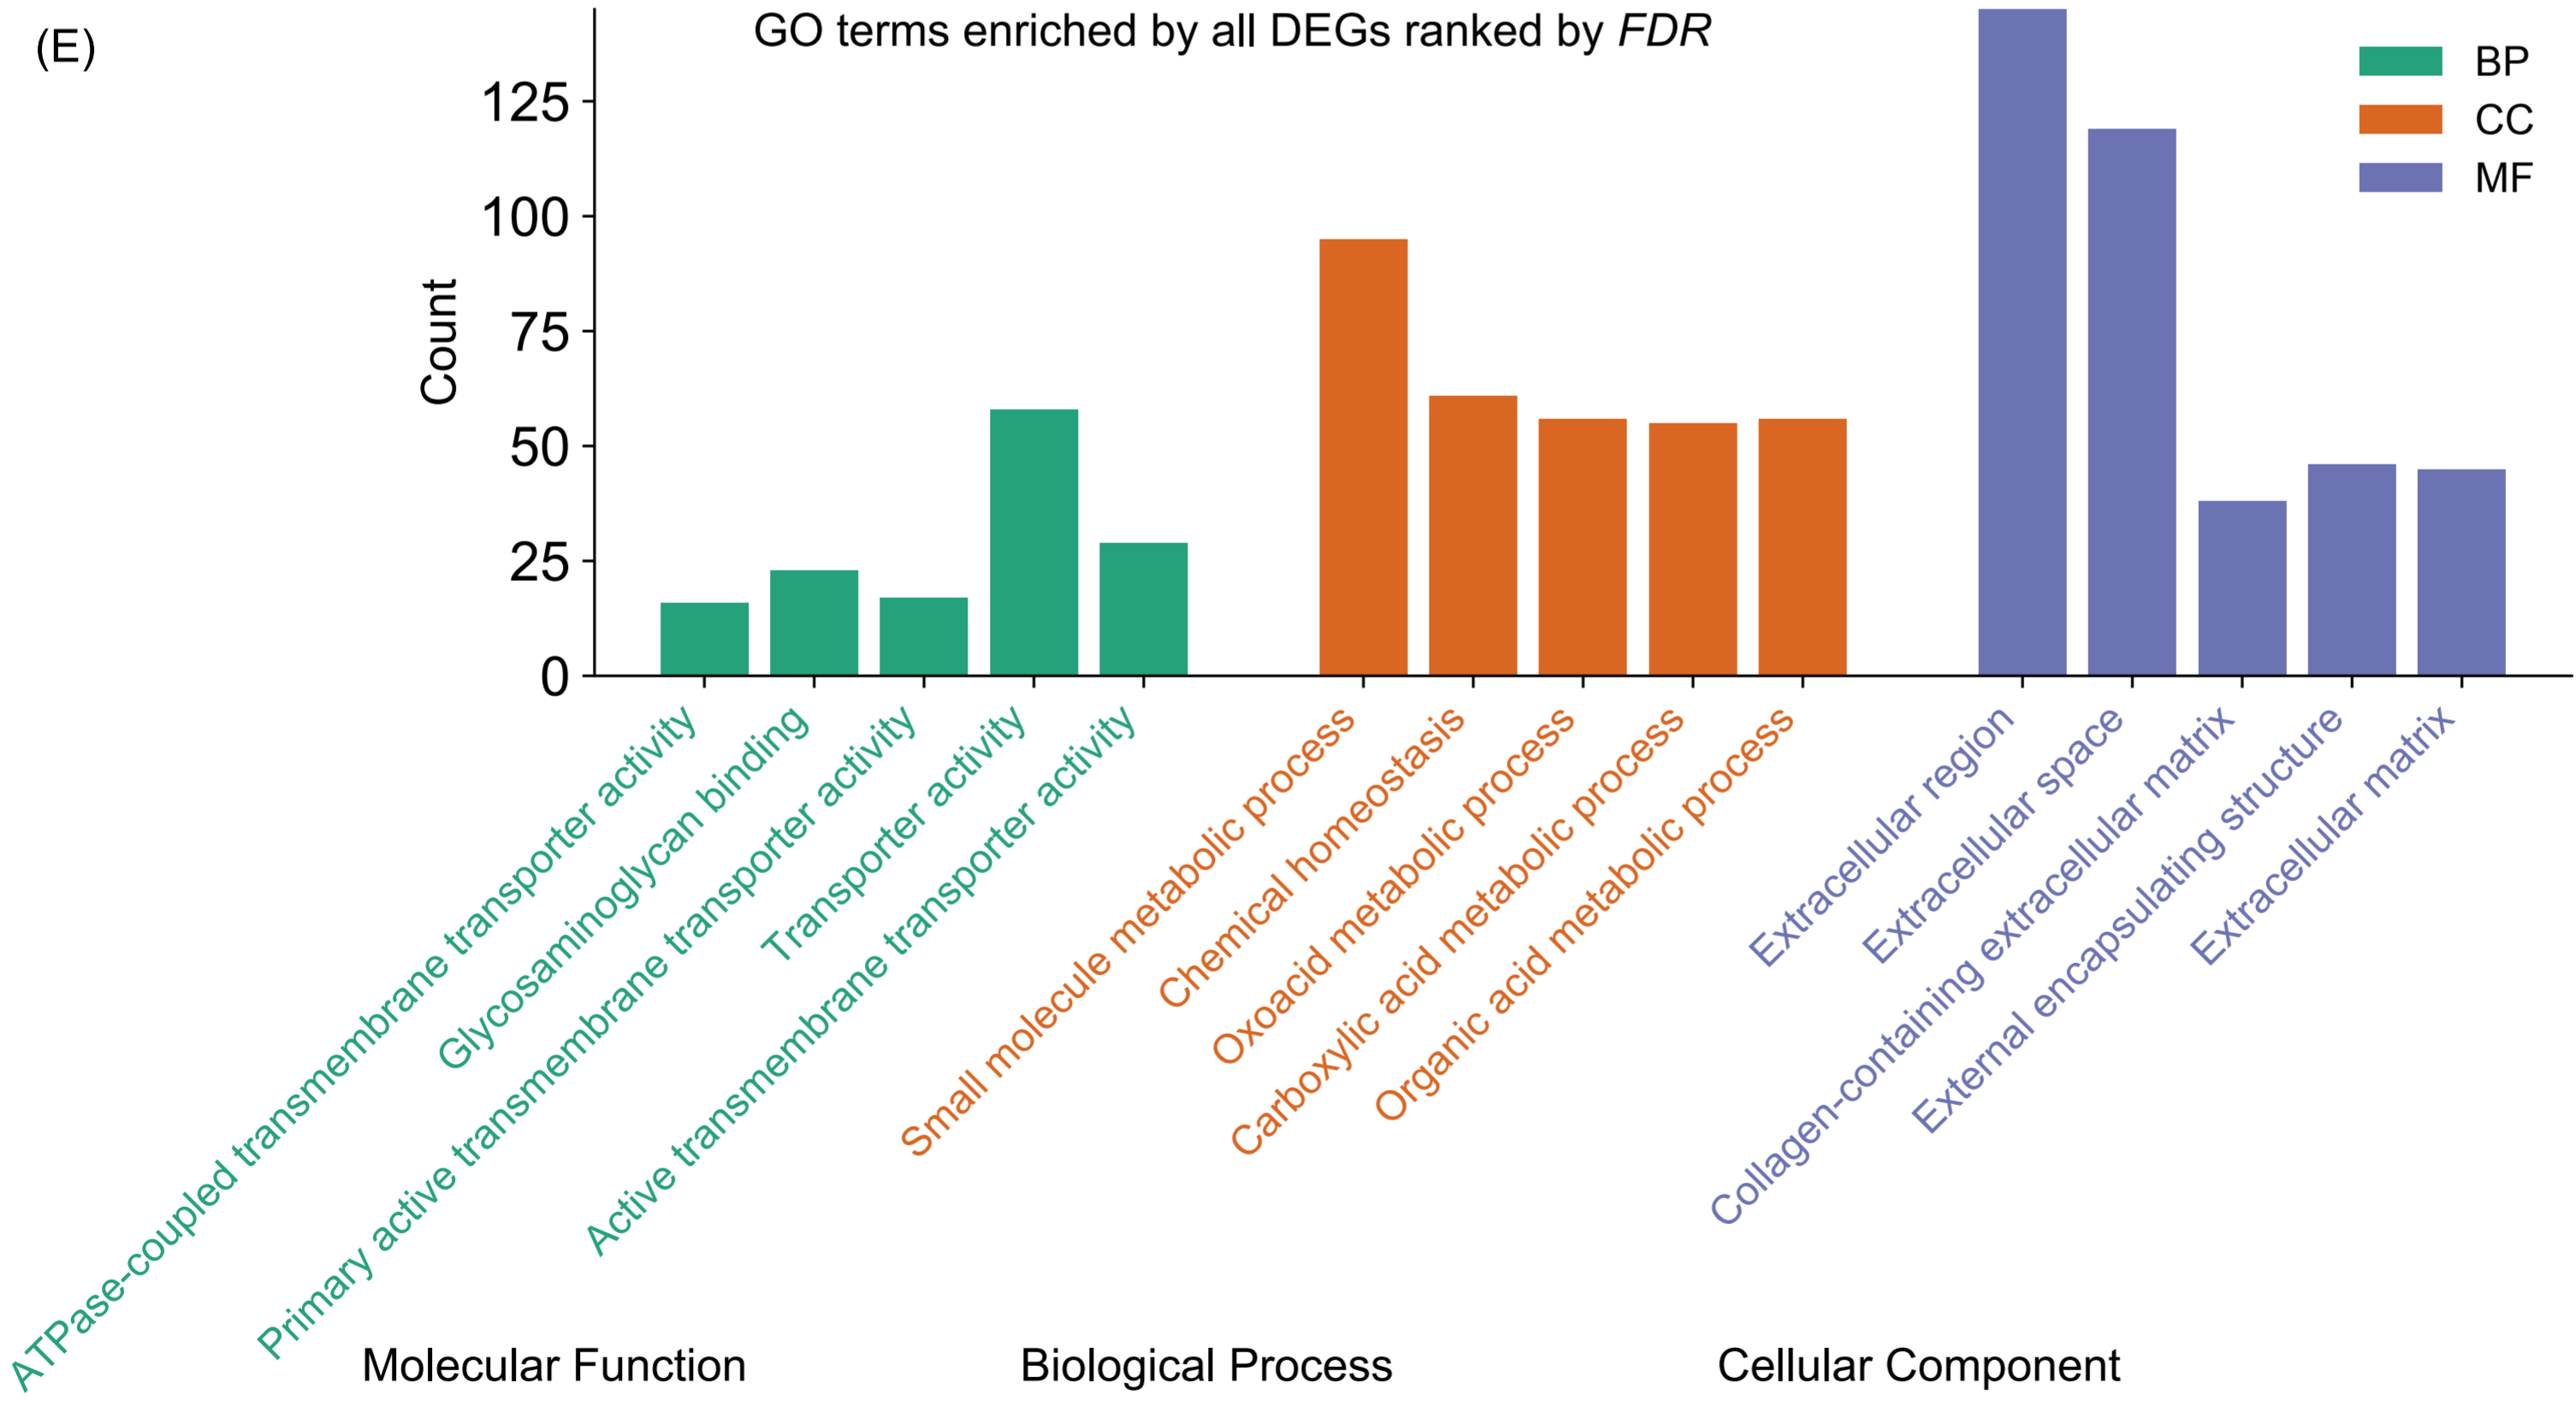

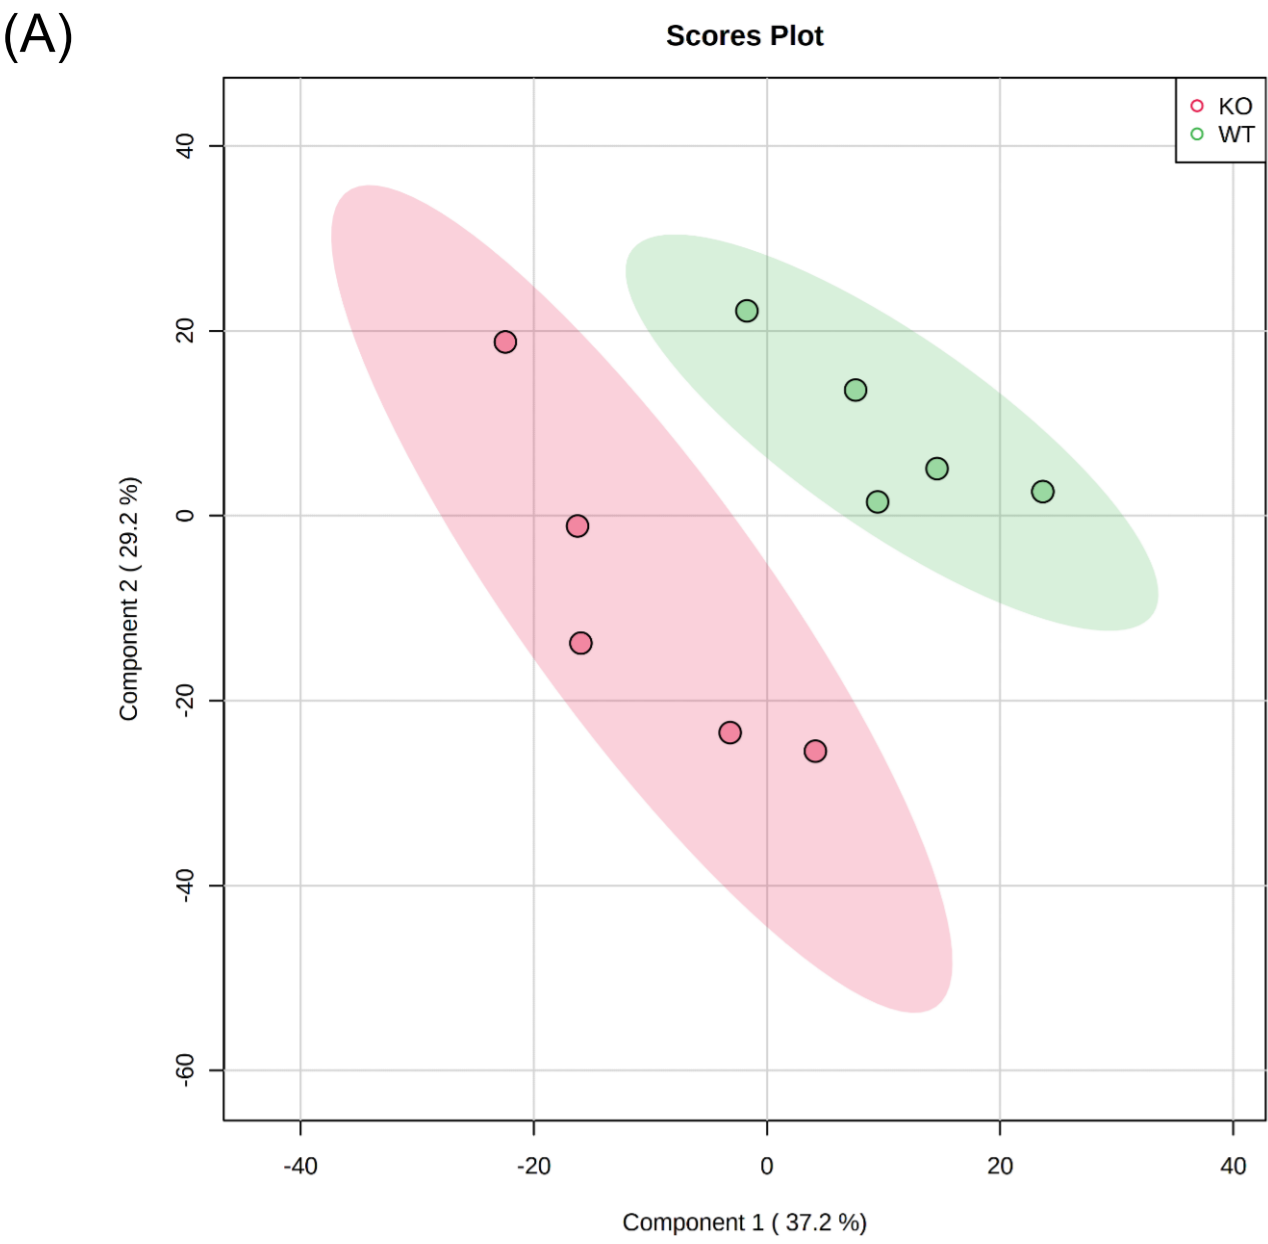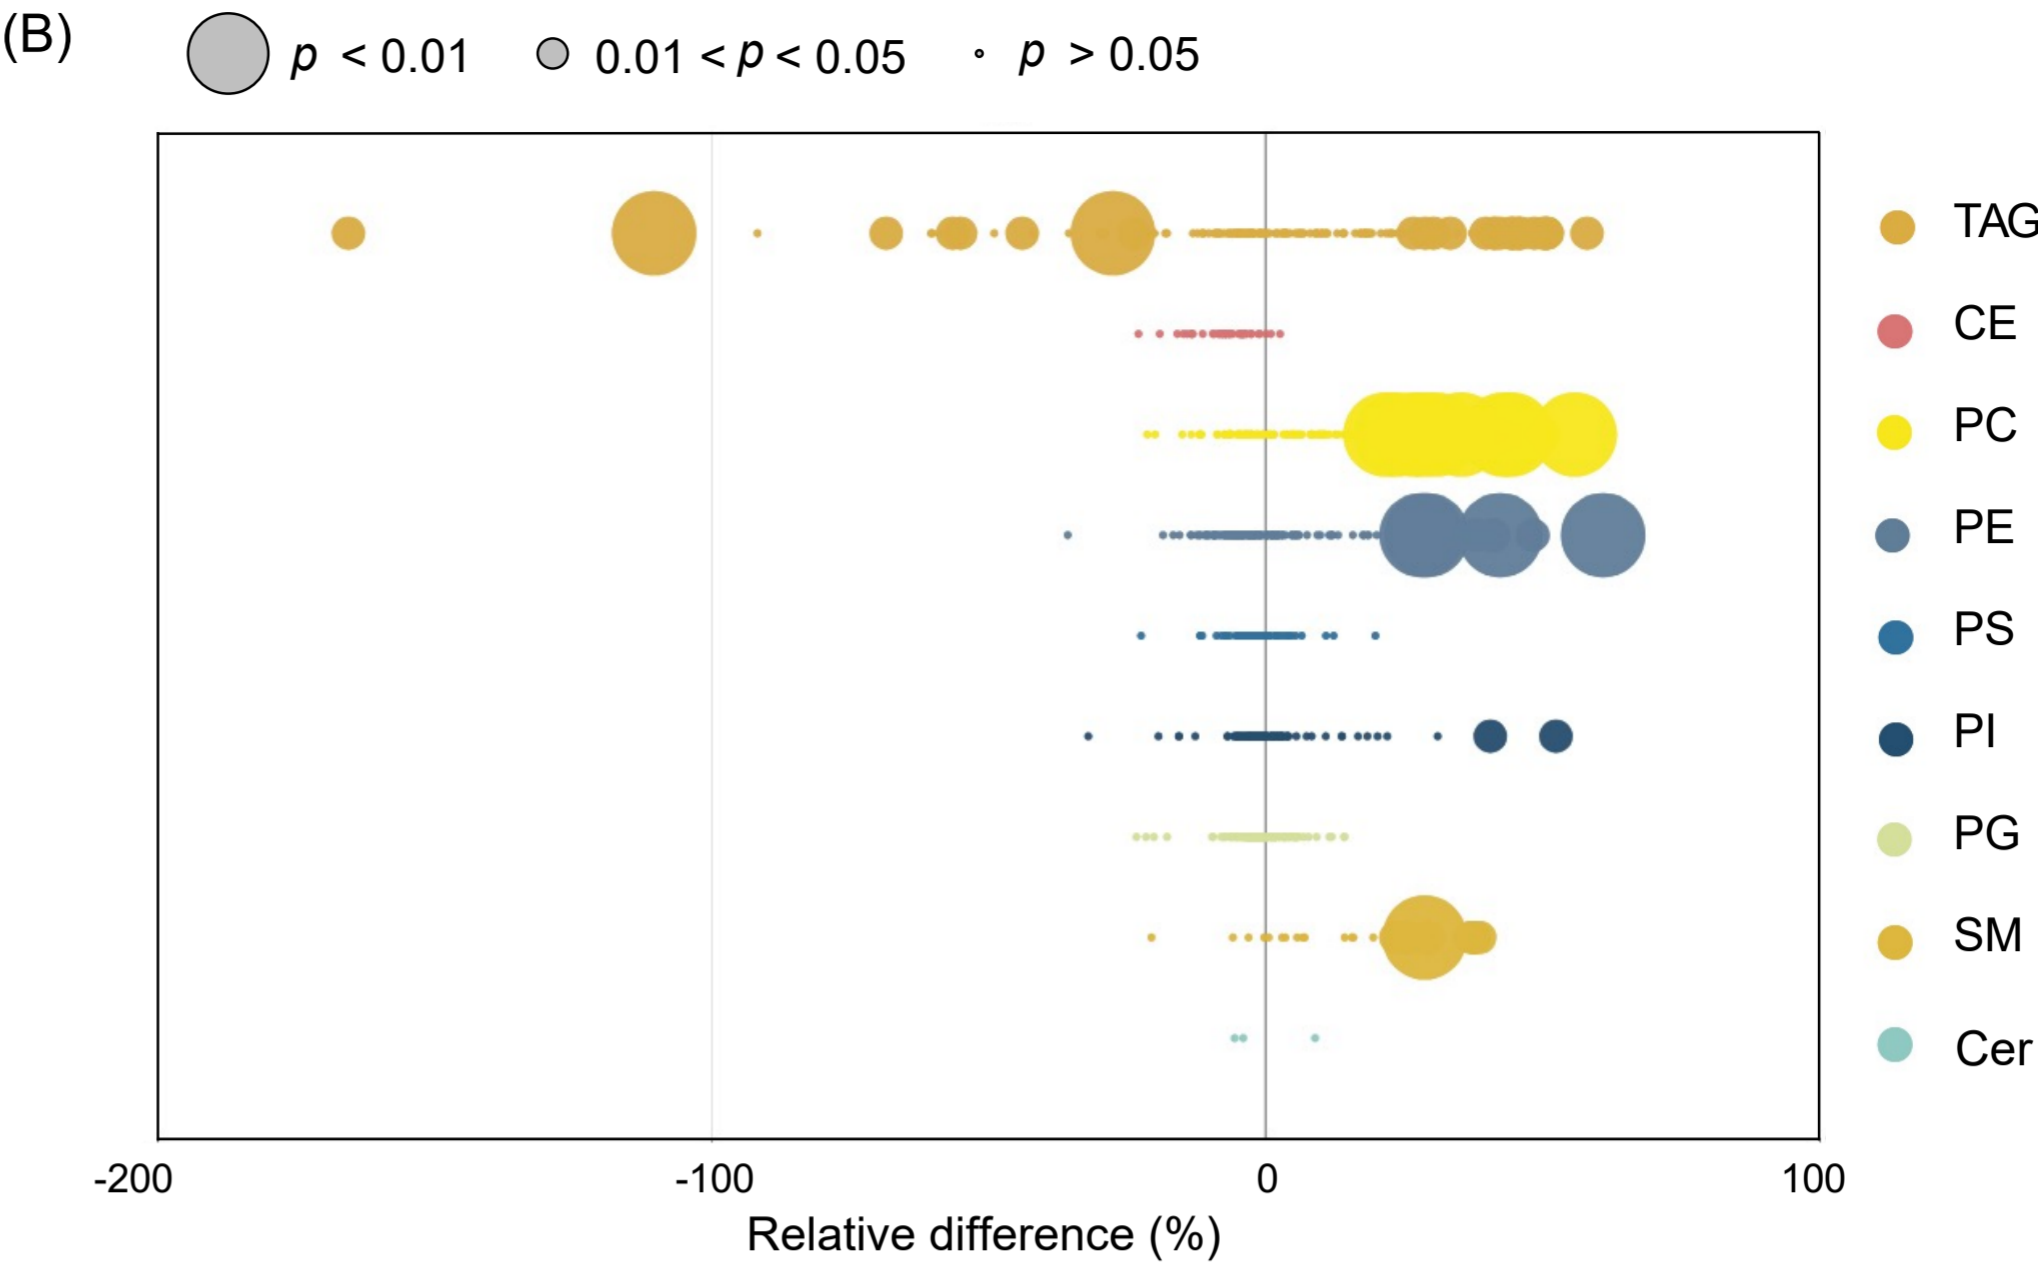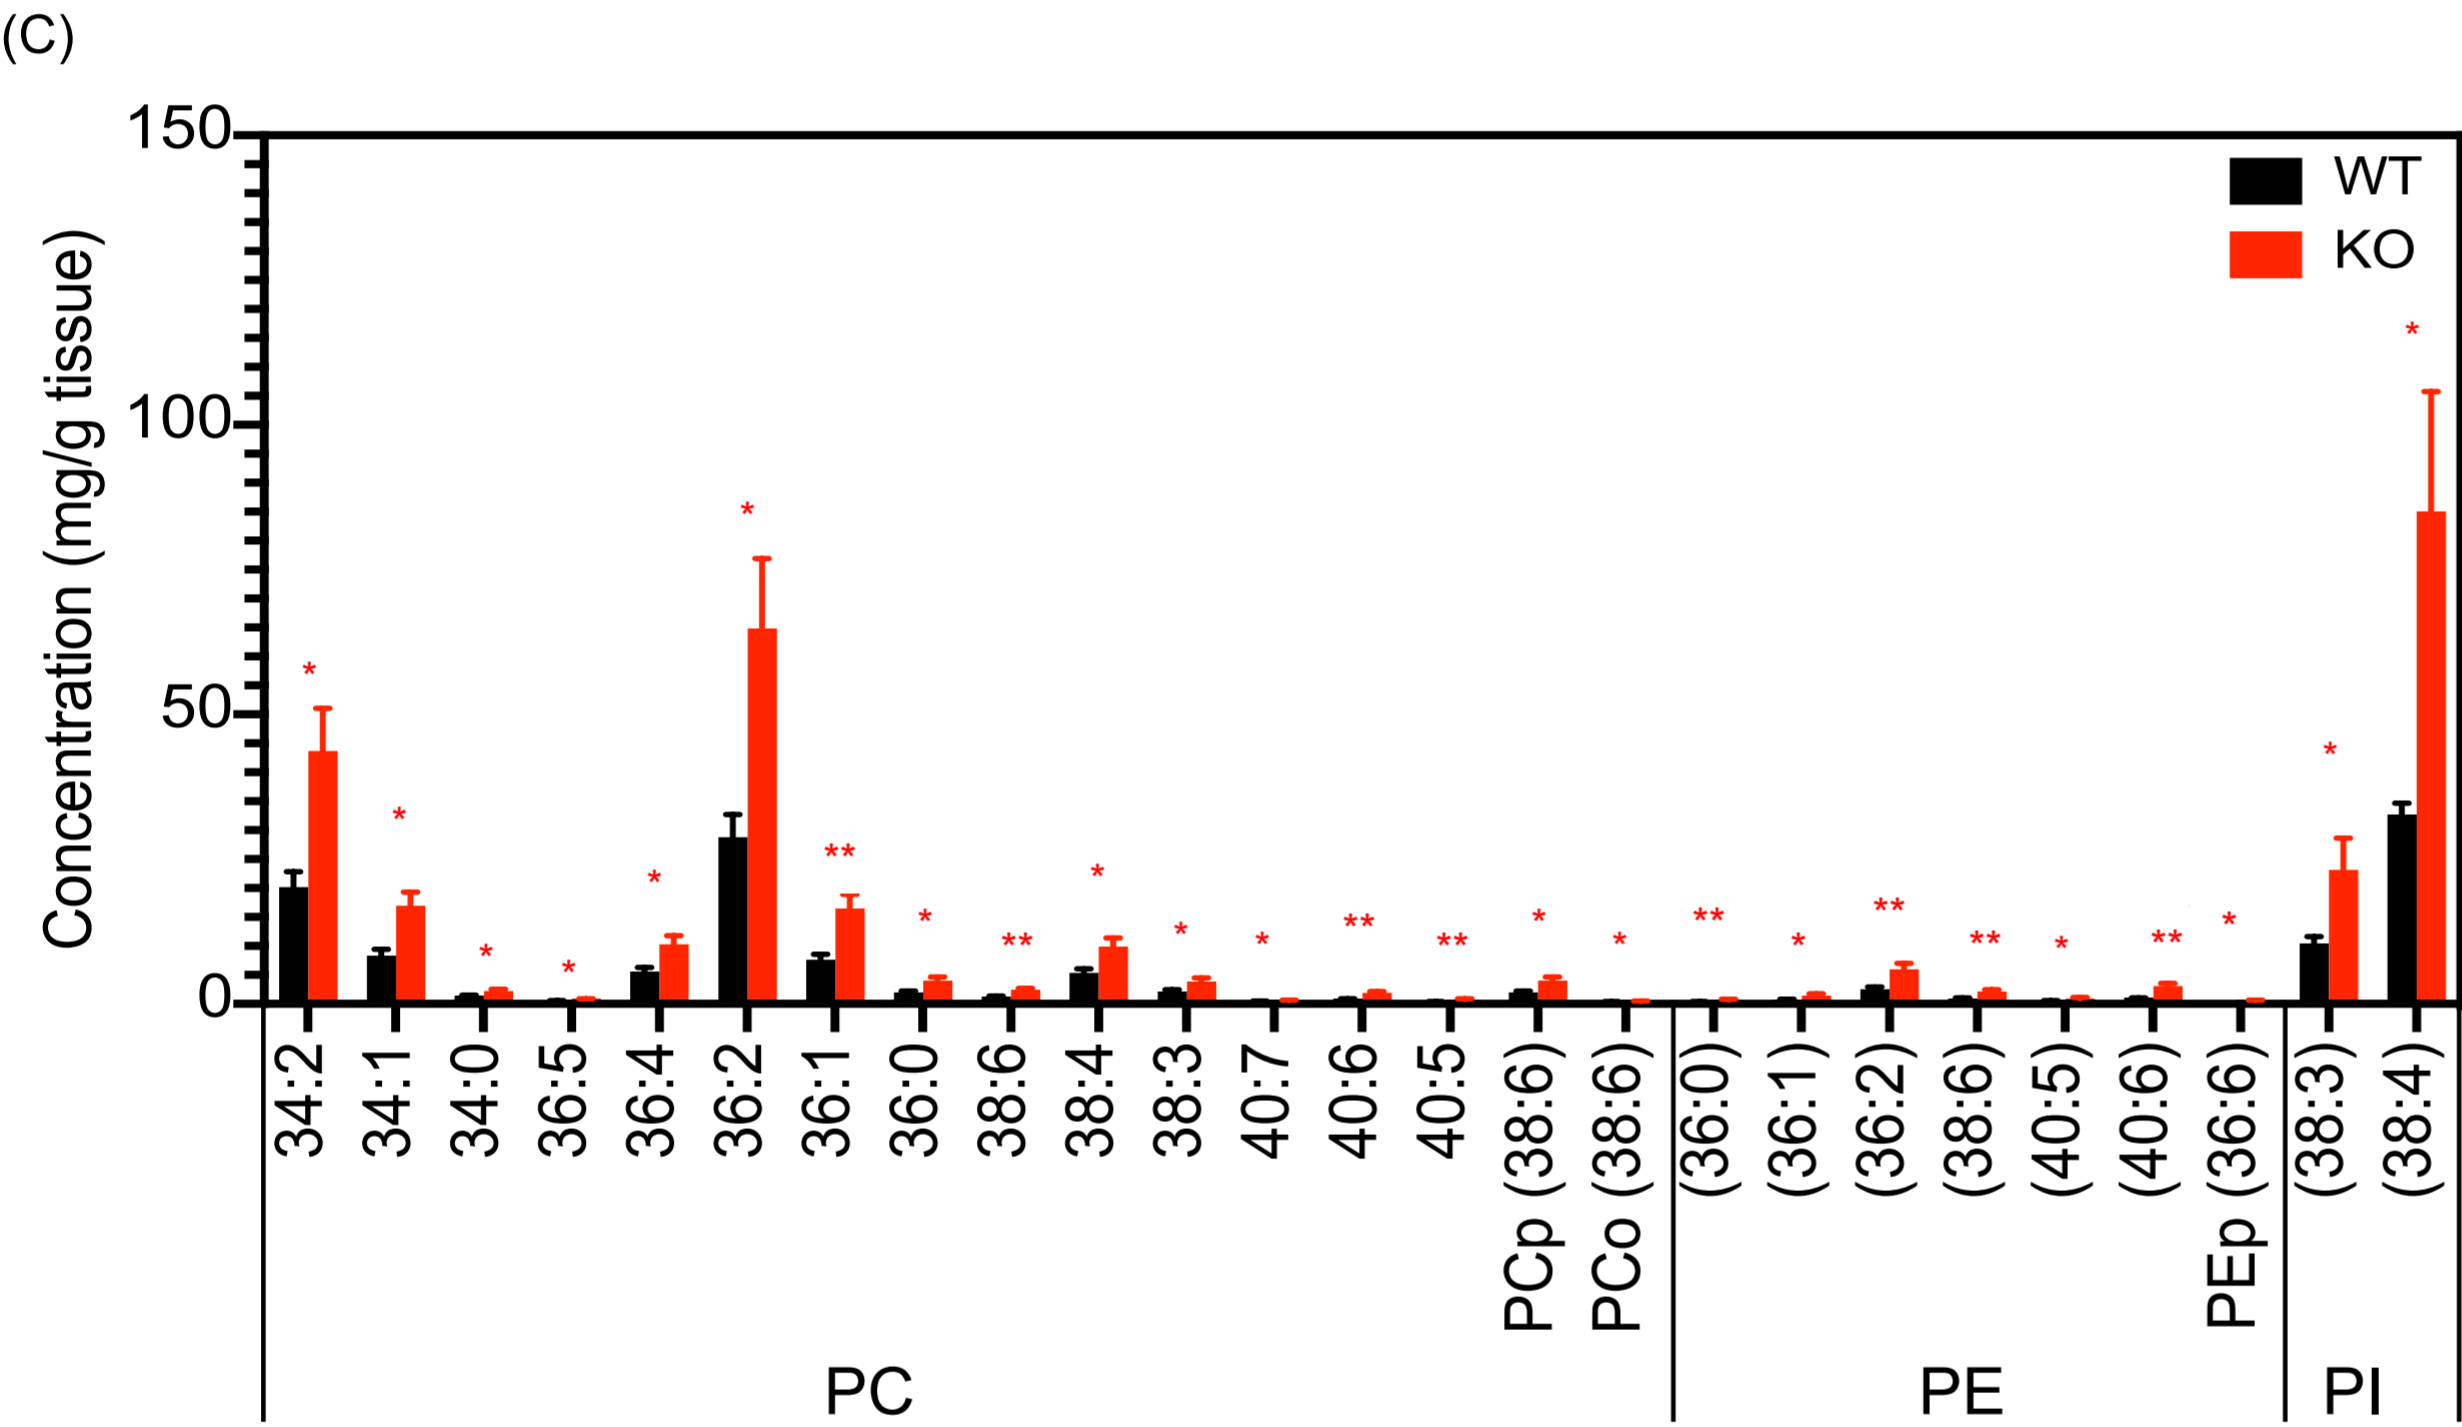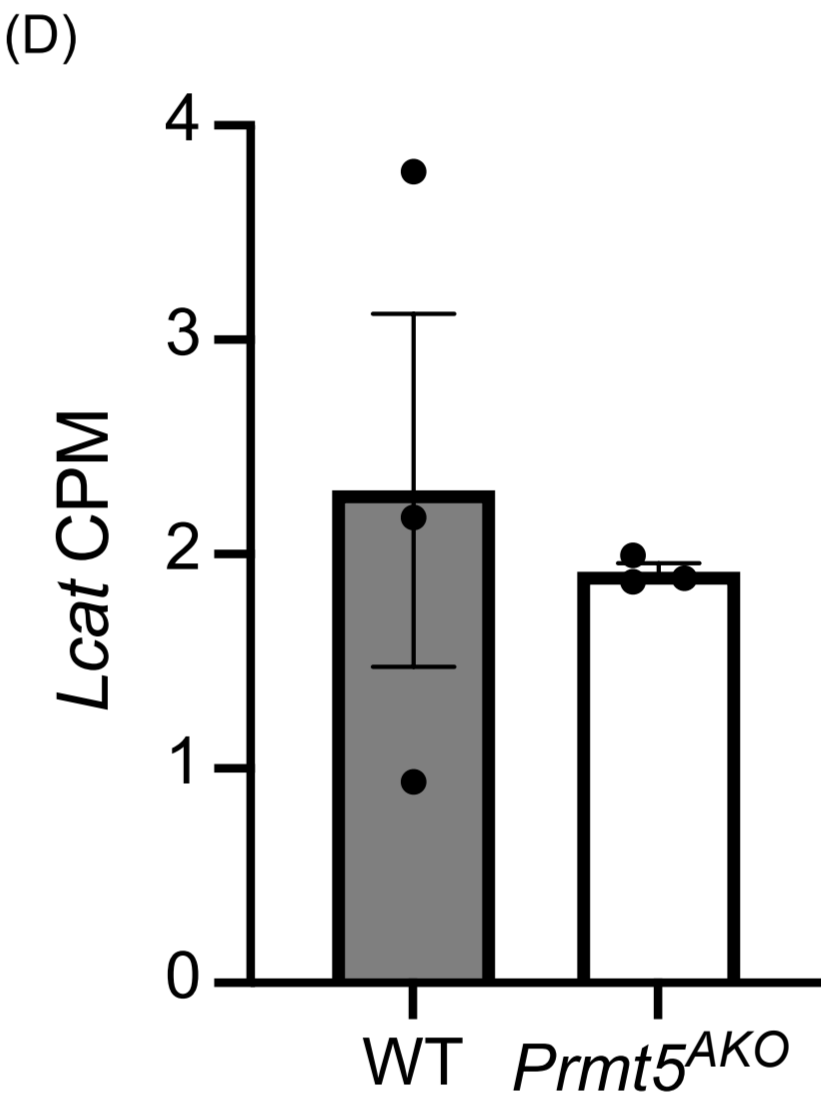

(A)

WT

Prmt5^{AKO}

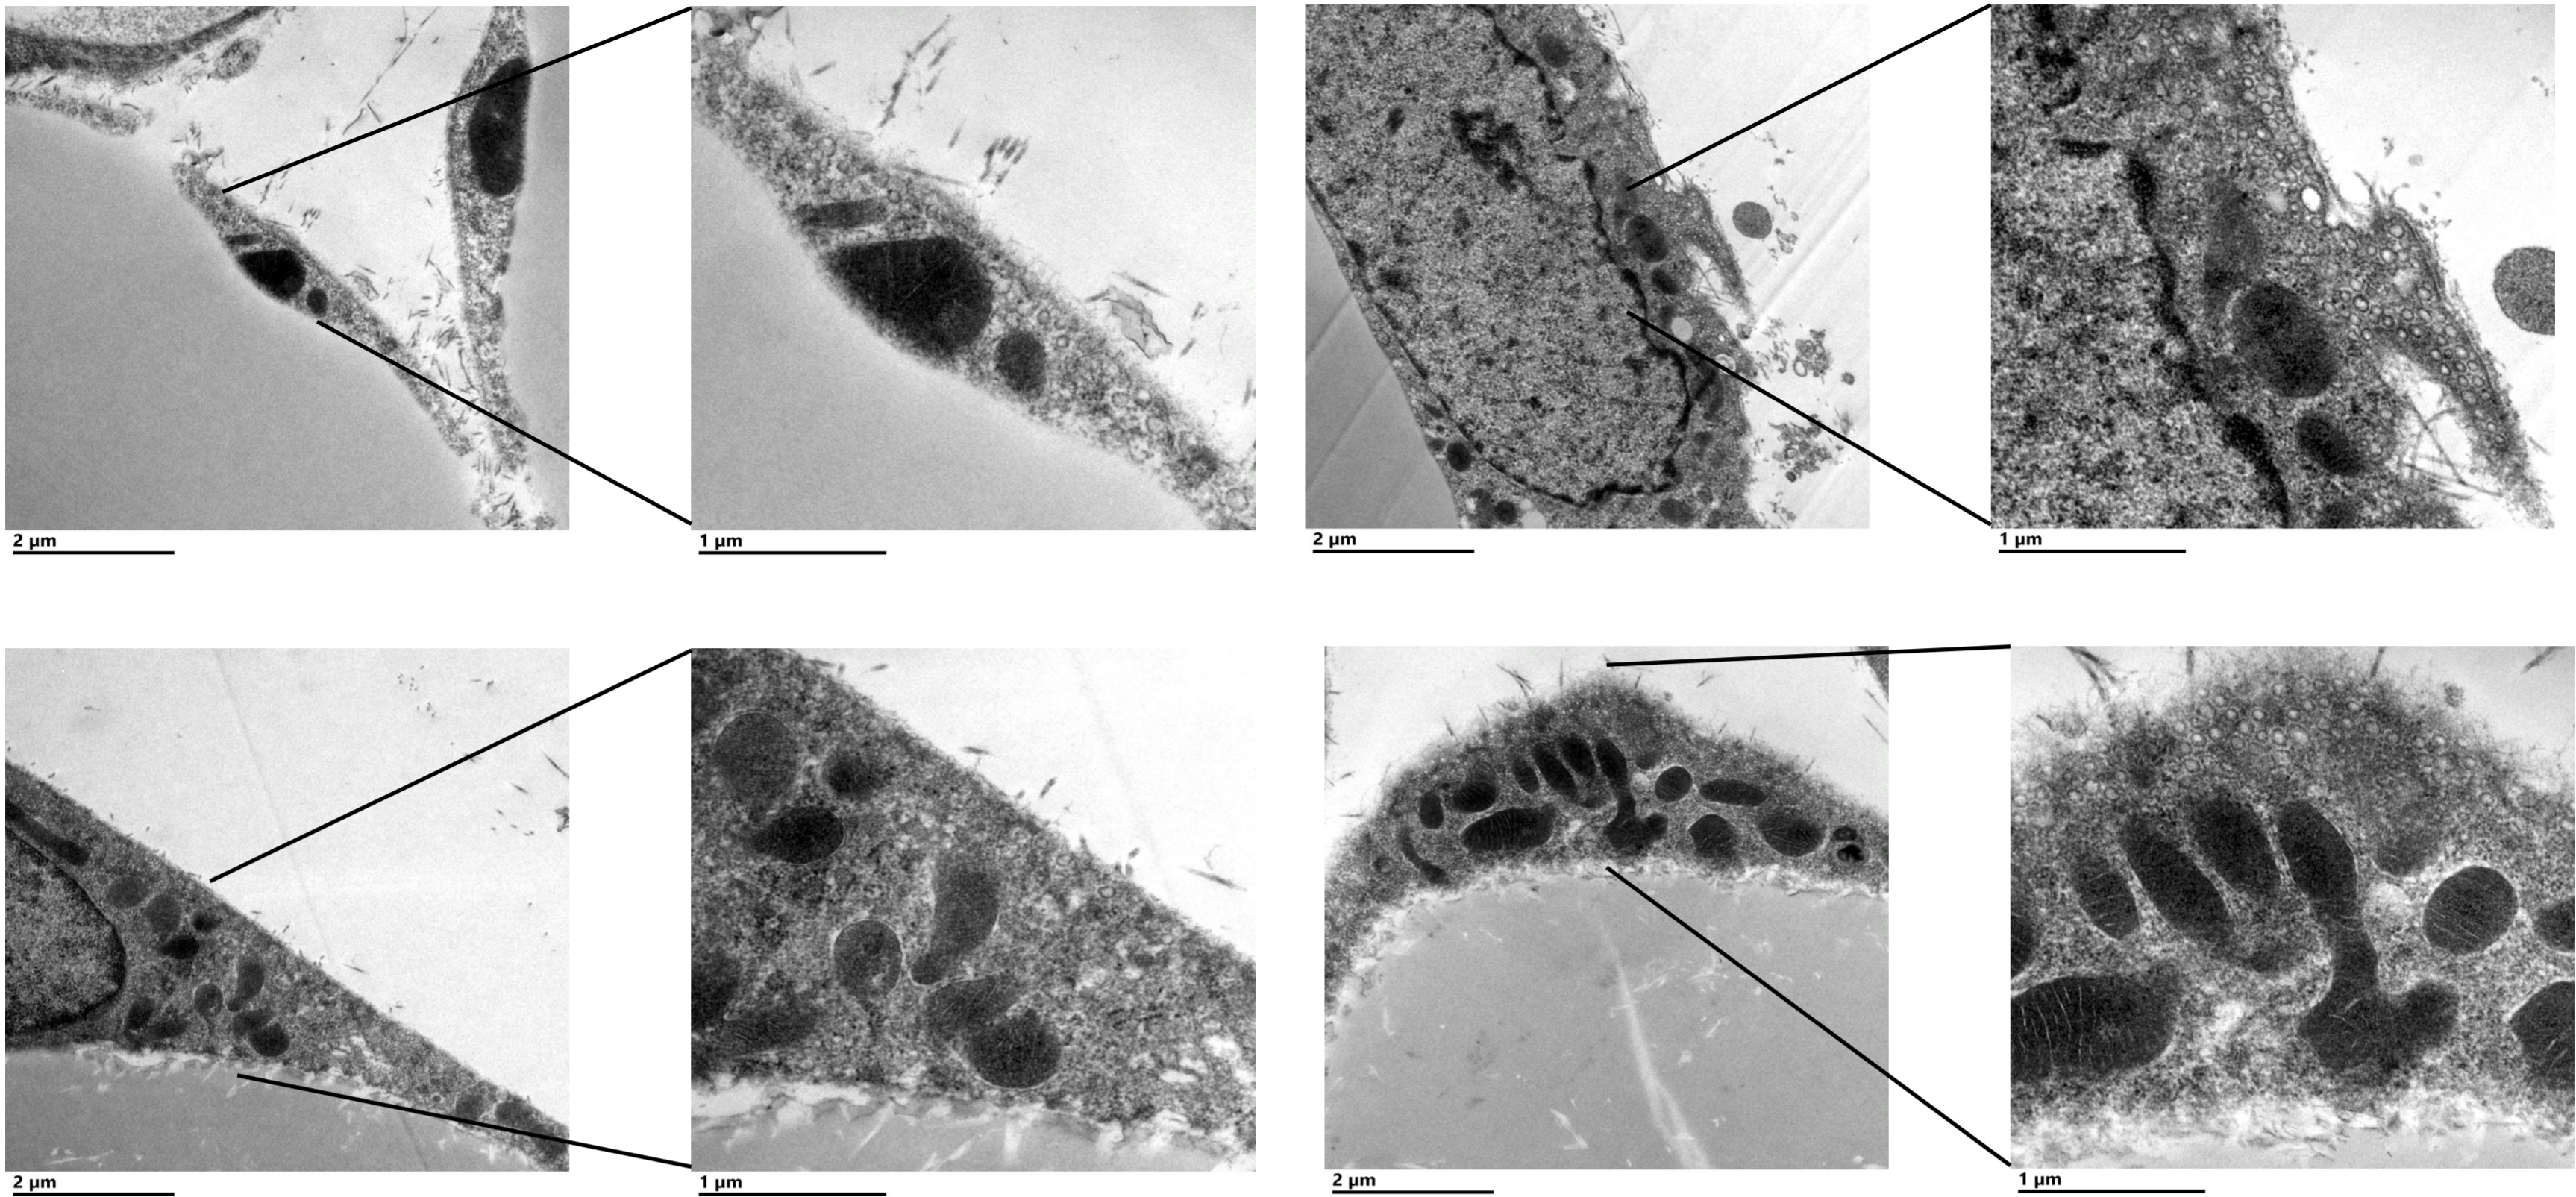

(B)

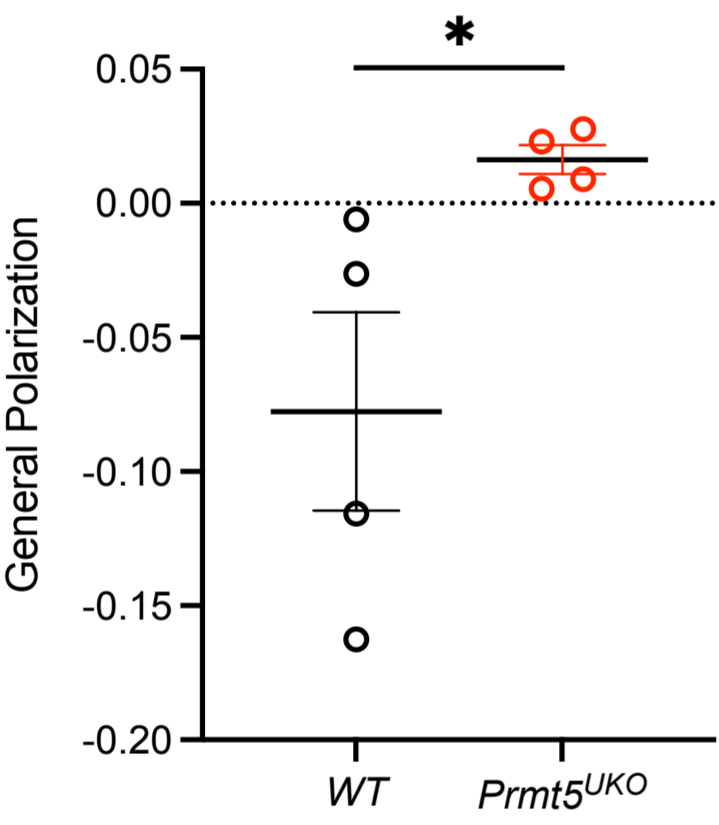

**Supplement:** Supplementary Fig S1-3 — Figure S1. Prmt5AKO induces gene programs involved in metabolic and transport pathways. Figure S2. Prmt5AKO induces changes in lipid dynamics. Figure S3. Prmt5AKO alters membrane morphology in eWAT.

How the deposited data were processed for this re-analysis (not part of the article)

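RNA-seq of eWAT from 6-month-old female mice was used, with 3 WT and 3 *Prmt5* AKO libraries. By the paper's methods, the authors checked the reads with FastQC 0.11.9, trimmed them with Trim Galore 0.6.0 and aligned them to GRCm38 with STAR 2.7.10a and GENCODE release 25. They kept properly and uniquely mapped pairs with a mapping quality of at least 10 (ngsutilsj 0.5.9), summarised reads per gene with featureCounts of Subread 2.0.1 and tested them with edgeR 4.0.16. The paper's text mentions a batch correction and names no batch.

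The authors deposited a table of all genes with a signal column per library, which holds reads per gene as CPM on effective library sizes, so the columns sum to different totals. The design assumed plain CPM, and its test on the log scale was kept. The reads recovered from the deposited signal were used only in the alternatives that need reads. The authors' deposited table also gives log2 fold changes and a mean log2 CPM per gene, a likelihood ratio score per gene, and p-values with their FDR. From DAVID, whose version the paper's text does not name, the authors deposited fold enrichment ratios, p-values and gene numbers of terms, with lists of higher and lower genes. These values are named as the authors' where printed.

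From the deposited values, 16109 of 16619 genes had at least 0.5 CPM in at least 3 libraries and were kept. The genotypes were compared by limma 3.58.1 (lmFit, then eBayes with trend) on log2(CPM + 0.5) with genotype as the only term, and p-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5. The median standard error of a log2 fold change was 0.37. For *Prmt5* an exact permutation test on CPM was added, whose smallest possible p with 3 libraries against 3 is 0.1.

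Gene lists were fixed for pathways, for other cell types and tissues that the depot could hold, for transporter families by symbol and for the study's own panels, 60 in all. The 57 with at least 5 genes kept were tested by camera with a preset correlation of 0.01, again with an estimated correlation, and with fry. The named genes are every gene the study names in its text or labels in Figures 3 to 6, the 12 called genes with the smallest adjusted p in each direction whose genotypes do not overlap and whose mean is at least 1 CPM, and members of each list. From a list these are up to 4 called members in each direction or, where none is called, the 3 with the smallest p. Part of Table S2 and the figures had been seen when this rule was written. The values of some genes that the rule names are not reported here. Gene positions come from GENCODE release 21 on GRCm38.

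The alternatives were a pseudocount of 0.1 or 2 CPM, no filter or a filter at 2 CPM, other scalings, adjusted p alone, a log2 fold change over 1, the intronic read share or 1 surrogate variable (sva 3.50.0) as a covariate, array weights, robust eBayes and the replicate number as a block. Further ones were limma-voom, edgeR 4.0.16 (quasi-likelihood and likelihood ratio tests) and DESeq2 1.42.0 on the recovered reads, the p-values of the authors' deposited table over the genes kept, and each library left out in turn. Another 2 were chosen after seeing the data. Tested on simulated data at the depth of these libraries, with 200 of 16109 genes changed and a biological coefficient of variation of 0.2, limma called 42 of 69 genes changed by a log2 fold of 1 and 65 of 66 changed by 2, with 3 false calls. These simulated genes also varied independently of each other.

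R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The lipid, blood and qPCR measurements of the paper, the coverage of single exons and Tables S6 to S9 were not analysed here. Of Table S2, 1998 of 16619 genes were at hand, and no set test was run on it.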

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

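The gene lists of this part were tested as planned, and the tests of explanations for the T and NK cell markers were chosen only after the result was seen. Each list stands here because the paper's text reports no expression result for it as a group and camera set it apart from the other genes, a call that 0 of the 8 hold with an estimated correlation. The paper does speak of lipid droplets and of brown and beige fat. Over all genes, limma, limma-voom and edgeR's quasi-likelihood test called 0 members of each, and the counts by other tests are given list by list. Medians are of log2 fold changes.

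Markers of T and NK cells had a median of 1.33 with 21 of 21 positive (camera, adjusted p = 3.47e-11; adjusted p = 0.490 with an estimated correlation). *Il2rb*, a receptor subunit of these cells, was at 6.50 ± 1.02 CPM in WT and 22.7 ± 12.9 CPM in *Prmt5* AKO (log2 fold change 1.60, standard error 0.41, adjusted p = 0.355 from limma). *Tbx21*, a transcription factor of Th1 and NK cells, had a log2 fold change of 1.37. *Trbc2*, which may have lost reads that also match its near-identical copy Trbc1, had one of 1.90. Of the 21 markers there were 14 at an unadjusted p under 0.05, 0 when adjusted over the list alone, 1 by edgeR's likelihood ratio test and 3 by DESeq2. Relative to the mean of all libraries, the list's medians were -1.17, -0.30 and -0.63 in WT and 0.25, 0.30 and 1.42 in *Prmt5* AKO. Lymph node tissue would bring B cells, whose markers had a median of -0.16 over all libraries (-1.32 for *Ms4a1* and 0.96 for *Ighm*), positive in 8 of 28 alternatives. For *Prmt5* AKO replicates 1 and 2 it is argued against, since without *Prmt5* AKO replicate 3 the B cell median was -0.53 with an upper quartile of 0.45, below the lower quartile of the T and NK markers at 0.66 (median 0.84). For *Prmt5* AKO replicate 3 it stays open, since its median log2 ratio to the other *Prmt5* AKO libraries was 1.18 over B cell markers and 1.24 over T and NK markers. A lower share of adipocytes as the only change would raise the markers of every other cell type alike and is argued against. Fibroblast markers (median -0.54, upper quartile -0.0028) and mesothelial ones (median -0.54, upper quartile -0.45) lay below the lower quartile of the T and NK markers (1.08). They did so in 26 of 26 alternatives that refit the fold changes. Lists with positive medians met this too, macrophage markers (0.35) in 24 of 26 and smooth muscle and pericyte markers (0.61) in 19. The fibroblast median was positive in 0 of 26, the mesothelial one in 2 and the endothelial one, at -0.091, in 5. Without *Prmt5* AKO replicate 1 the mesothelial median was -0.052. A lower share of adipocytes beside a fall of other cell types is not excluded. The smooth muscle and pericyte median was 0.19 without *Prmt5* AKO replicate 3 and 0.35 without WT replicate 2. With the intronic read share as a covariate the T and NK median was 1.38, and with 1 surrogate variable it was 0.96. The genotypes overlap in that share, so a straight-line effect of the share could account for little of the difference. Spread of the libraries that the share does not track in this way stays undecided. Even the nuclear-retained RNAs kept their difference with the covariate (median -1.05 without and -1.31 with the share). A higher content of T and NK cells in *Prmt5* AKO eWAT, or of their transcripts per cell, stays open as a hypothesis. It was found and tested on the same data, and any untested difference between the mice stays open too.

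Replication-dependent histones had a median of 0.67 with 21 of 23 positive (camera, adjusted p = 5.65e-09; adjusted p = 0.384 with an estimated correlation), with 12 at an unadjusted p under 0.05, 10 when adjusted over the list alone, 5 by edgeR's likelihood ratio test and 6 by DESeq2. *H4c4*, which may have lost reads that also match other H4 genes, was at 0.795 ± 0.0660 CPM in WT and 6.06 ± 1.15 CPM in *Prmt5* AKO. The median of the histones was 1.01 without *Prmt5* AKO replicate 1. Of 116 histone genes in the list 23 were kept. The paper made its libraries from mRNA enriched by anti-polyA beads, which can miss transcripts without a poly(A) tail. Cell cycle genes had a median of 0.47 with 28 of 31 positive (camera, adjusted p = 1.18e-06; adjusted p = 0.384 with an estimated correlation), with 8 at an unadjusted p under 0.05, 0 when adjusted over the list alone, 0 by edgeR's likelihood ratio test and 3 by DESeq2. Among them the log2 fold changes were 1.51 for *E2f2*, 1.39 for the replication helicase subunit *Mcm5* and 1.16 for *Cdk1*. The p53 targets had a median of 0.50 with 20 of 33 positive (camera, adjusted p = 0.00102; adjusted p = 0.384 with an estimated correlation), with 11 at an unadjusted p under 0.05, 3 when adjusted over the list alone, 2 by edgeR's likelihood ratio test and 4 by DESeq2. Those called over the list alone were *Ak1*, *Cdkn1a* and *Gtse1*, and the call of camera: p53 targets ended without *Prmt5* AKO replicate 1 (median 0.39, adjusted p = 0.0802; adjusted p from 9.23e-06 to 0.384 over the 28 alternatives) and with array weights, and its median was 0.31 without WT replicate 2. Antigen presentation had a median of 0.92 with 20 of 24 positive (camera, adjusted p = 1.18e-06; adjusted p = 0.541 with an estimated correlation), with 10 at an unadjusted p under 0.05, 0 when adjusted over the list alone, 1 by edgeR's likelihood ratio test and 2 by DESeq2. Its member *Tapbp*, of the peptide loading complex, was at 260.5 ± 76.5 CPM in WT and 762 ± 274 CPM in *Prmt5* AKO, and the study names its member *Tap1*. Relative to the mean of all libraries, the medians of antigen presentation were -0.78, -0.042 and -0.30 in WT and -0.14, 0.34 and 1.01 in *Prmt5* AKO, and its log2 fold change had a median of 0.57 without *Prmt5* AKO replicate 3. The markers of T and NK cells moved with it (-1.17, -0.30 and -0.63 in WT and 0.25, 0.30 and 1.42 in *Prmt5* AKO), and *Prmt5* AKO replicate 3 was also the highest library for B cell markers (0.90) and macrophage markers (0.51).

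Brown and beige adipocyte genes had a median of 0.96 with 17 of 19 positive (camera, adjusted p = 8.28e-06; adjusted p = 0.490 with an estimated correlation), with 8 at an unadjusted p under 0.05, 6 when adjusted over the list alone, 2 by edgeR's likelihood ratio test and 4 by DESeq2. *Cidea* was at 30.9 ± 25.6 CPM in WT and 163 ± 30.6 CPM in *Prmt5* AKO and *Kcnk3* at 51.2 ± 6.50 CPM in WT and 189 ± 54.7 CPM in *Prmt5* AKO, and the study names the members *Cox7a1* and *Cox8b*. Relative to the mean of all libraries, the list's medians were -0.47, -1.19 and -0.0089 in WT and 1.46, 0.31 and 0.031 in *Prmt5* AKO, and the call ended with array weights (median 0.71, adjusted p = 0.233; adjusted p from 1.46e-10 to 0.490 over the 28 alternatives), while the median was 0.61 without WT replicate 2, 1.53 without WT replicate 3 and 1.57 without *Prmt5* AKO replicate 3. Lipid droplets and lipolysis had a median of 0.33 with 18 of 24 positive (camera, adjusted p = 0.0255; adjusted p = 0.496 with an estimated correlation), with 5 at an unadjusted p under 0.05, 1 when adjusted over the list alone, 2 by edgeR's likelihood ratio test and 2 by DESeq2. *Cidea* is a member of it too, and the droplet coat genes *Plin5* and *Plin4* had log2 fold changes of 0.97 and -1.33, while the call ended with 1 surrogate variable as a covariate (median 0.100) and the median was 0.56 without *Prmt5* AKO replicate 1, 0.18 without *Prmt5* AKO replicate 2 and 0.18 without *Prmt5* AKO replicate 3. Its medians per library were -0.33, 0.038 and -0.22 in WT and -0.12, 0.39 and 0.38 in *Prmt5* AKO, and those of the nuclear-retained RNAs 0.81, 0.10 and 0.71 in WT and 0.88, -1.12 and -1.13 in *Prmt5* AKO. Macrophage markers had a median of 0.35 with 18 of 23 positive (camera, adjusted p = 0.0494; adjusted p = 0.653 with an estimated correlation), with 7 at an unadjusted p under 0.05, 2 when adjusted over the list alone, 1 by edgeR's likelihood ratio test and 3 by DESeq2. *Cd163* was at 144 ± 34.2 CPM in WT and 53.1 ± 14.6 CPM in *Prmt5* AKO, and *Lyve1* and *Cd68* had log2 fold changes of -1.25 and 1.04. The call of camera: macrophage markers ended in 18 of 28 alternatives, among them the intronic read share as a covariate (adjusted p = 0.0509; adjusted p from 0.00602 to 0.653 over the 28 alternatives), robust eBayes, limma-voom, DESeq2 and both tests of edgeR without the replicate block. It ended without WT replicate 1, WT replicate 3, *Prmt5* AKO replicate 1 or *Prmt5* AKO replicate 3, each alone (medians 0.20, 0.32, 0.52 and 0.27), and the median was 0.56 without WT replicate 2.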

How the results depend on the processing

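The alternatives of this part were planned before the deposited data were examined, except 2 chosen only after the results were seen. These are the 4 libraries of lowest intronic share and edgeR's likelihood ratio test with the replicate block over all deposited genes. The main count of genes changed was 0, with 0 of the study's metabolic genes, the study's transport genes and the transporter families. It stayed at 0 with limma under the other pseudocounts, filters and scalings and robust eBayes, with limma-voom and with edgeR's quasi-likelihood test (1166 to 1439 at an unadjusted p under 0.05, against 1404 in the main comparison). Without each library except *Prmt5* AKO replicate 1 it was 0 too (641 to 2003). Where the count differs from 0 the cause was not tested. Array weights were fitted with 1 convergence warning and gave *Prmt5* AKO replicate 2 a weight of 20.0 against 0.133 to 5.26 for the others. None of the 123 named genes other than *Prmt5*, nor *Prmt5*, was past the threshold of limma in the main comparison. Over the 123 genes and all alternatives, 2475 values kept their direction and side of the threshold, 705 came to pass it and 12 turned direction. Over 51 lists outside the main ones the numbers were 1214, 39 and 74, and 100 no longer passed.

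The genes changed, with their directions and then the calls among the study's metabolic genes, the study's transport genes and the transporter families, were as follows. They numbered 129 with the replicate number as a block (replicate block) (88 higher, 41 lower, with 20 metabolic, 32 transport, 5 family), 3575 with the intronic read share as a covariate (1672 higher, 1903 lower, with 79 metabolic, 127 transport, 100 family), 367 with 1 surrogate variable as a covariate (214 higher, 153 lower, with 41 metabolic, 67 transport, 17 family), 9322 with array weights (4301 higher, 5021 lower, with 79 metabolic, 129 transport, 204 family). Tests on the recovered reads gave 162 with edgeR's likelihood ratio test on recovered reads (109 higher, 53 lower, with 19 metabolic, 40 transport, 8 family), 301 with DESeq2 on recovered reads (193 higher, 108 lower, with 38 metabolic, 60 transport, 13 family), 53 with edgeR's quasi-likelihood test with the replicate block (40 higher, 13 lower, with 8 metabolic, 15 transport), 682 with edgeR's likelihood ratio test with the replicate block (353 higher, 329 lower, with 84 metabolic, 132 transport, 32 family). The others gave 254 with the 4 libraries of lowest intronic share (144 higher, 110 lower, with 28 metabolic, 47 transport, 14 family), 680 with edgeR's likelihood ratio test with the replicate block over all deposited genes (356 higher, 324 lower, with 84 metabolic, 132 transport, 32 family), 668 with the p-values of the authors' deposited table over the genes kept (348 higher, 320 lower).

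Leaving out each library in turn, the genes changed were 0 to 84, the genes higher 0 to 54, the genes lower 0 to 30, the study's metabolic genes 0 to 10, the study's transport genes 0 to 18 and the transporter families 0 to 3. All the highest values are without *Prmt5* AKO replicate 1.

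Neither the paper's text nor the labels say what a replicate number marks. Deviations from the group means correlated at 0.68 between WT and *Prmt5* AKO replicates 1, at 0.57 between replicates 2 and at -0.11 between replicates 3, and 2 libraries correlated best with another number (WT replicate 3 with *Prmt5* AKO replicate 1 at 0.15, *Prmt5* AKO replicate 3 with WT replicate 2 at 0.53). These correlations do not establish that the numbers pair the samples. The replicate block moved the genes changed from 0 to 129. The log2 fold changes of the authors' deposited table lay within 0.01 of edgeR's likelihood ratio test for 99.3% of the genes kept with the block and for 19.3% without it. Over all deposited genes with the block, a test chosen after seeing the data, they did so for 99.5% of 16619, with a median difference of 8.39e-06. The authors' model thus very probably held the replicate number, which does not tell what that number marks.

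Each list's test is named by its tool, and the value is the median log2 fold change of the list or the log2 fold change of the gene. Directions that turned and calls of the study's main lists and of *Prmt5* that changed were these, and the cause was not tested. Under the intronic read share as a covariate, *Prmt5* was at -0.99, *Slc2a4* at 0.025, camera: sterol-responsive regulators and uptake at -0.0058, camera: adipocyte identity and adipokines at 0.025, camera: interferon response at -0.015. Under 1 surrogate variable as a covariate, *Prmt5* was at -1.35, camera: glycolysis at 0.22, camera: fatty acid synthesis at -0.016, camera: oxidative phosphorylation, nuclear genes at 0.062, camera: peroxisomes at -0.072, camera: glycerophospholipid synthesis and remodelling at -0.0045, camera: PRMT5 complex and arginine methyltransferases at -0.033, camera: interferon response at -0.090, camera: skeletal muscle markers at 0.45. Under array weights, *Prmt5* was at -0.86, *Slc2a4* at 0.054, camera: glycolysis at 0.52, camera: fatty acid synthesis at -0.00050, camera: sterol-responsive regulators and uptake at -0.11, camera: adipocyte identity and adipokines at 0.35, camera: interferon response at -0.18, camera: extracellular matrix at 0.23, camera: B cell markers at 0.067, camera: endothelial markers at 0.097, camera: mesothelial markers at 0.098, camera: ovary markers at -0.052, camera: erythroid markers at 1.28. Under edgeR's likelihood ratio test on recovered reads, *Slc2a4* was at 0.0030, camera: glycolysis at 0.34, camera: B cell markers at 0.091, camera: uterus and oviduct markers at 0.061. Under DESeq2 on recovered reads, *Slc2a4* was at 0.016, camera: glycolysis at 0.35, camera: B cell markers at 0.10, camera: uterus and oviduct markers at 0.080. Under edgeR's quasi-likelihood test with the replicate block, camera: interferon response was at -0.016. Under edgeR's likelihood ratio test with the replicate block, *Prmt5* was at -1.08, camera: interferon response at -0.019. Under the 4 libraries of lowest intronic share, *Slc2a4* was at 0.13, camera: sterol-responsive regulators and uptake at -0.22, camera: glycerophospholipid synthesis and remodelling at -0.038, camera: adipocyte identity and adipokines at 0.12, camera: extracellular matrix at 0.019, camera: B cell markers at 0.26, camera: endothelial markers at 0.029, camera: mesothelial markers at 0.020, camera: skeletal muscle markers at 0.93, camera: uterus and oviduct markers at 0.14, camera: erythroid markers at 0.15. Under edgeR's likelihood ratio test with the replicate block over all deposited genes, *Prmt5* was at -1.08, camera: phospholipases A2 at -0.015, camera: interferon response at -0.017. Under edgeR's quasi-likelihood test, *Slc2a4* was at 0.0030, camera: glycolysis at 0.34, camera: B cell markers at 0.090, camera: uterus and oviduct markers at 0.062. Under a filter at 2 CPM, camera: glycerophospholipid synthesis and remodelling was at -0.16, camera: B cell markers at 0.28. Under CPM rescaled to equal library sums, camera: glycerophospholipid synthesis and remodelling was at -0.00093, camera: interferon response at -0.044. Under a pseudocount of 0.1 CPM, camera: interferon response was at -0.0021. Under CPM rescaled by the upper quartile, camera: interferon response was at -0.023. Under limma-voom, camera: interferon response was at -0.0073, camera: skeletal muscle markers at 0.063. With an estimated correlation and with fry the values stay as in the main comparison and the calls end, at adjusted p = 0.417 and 0.087 for camera: cholesterol synthesis (0.53), 0.572 and 0.264 for camera: glycolysis (0.25) and 0.703 and 0.591 for camera: oxidative phosphorylation, nuclear genes (0.44). Of the directions that turned, that of camera: erythroid markers with array weights passed the threshold (adjusted p = 0.0245).

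Over the comparisons that leave out 1 library, the values ran as follows. They were *Lcat* -0.48 to 0.30, camera: fatty acid synthesis -0.085 to 0.25, camera: oxidative phosphorylation, nuclear genes 0.16 to 0.76, camera: peroxisomes -0.033 to 0.22, camera: adipocyte identity and adipokines -0.075 to 0.24, camera: extracellular matrix -0.28 to 0.074, *Slc2a4* -0.26 to 0.18, camera: glycolysis 0.20 to 0.48, camera: sterol-responsive regulators and uptake -0.24 to 0.079, camera: phospholipases A2 -0.019 to 0.34. The others were camera: B cell markers -0.53 to 0.30, camera: neutrophil and mast cell markers -0.38 to 0.11, camera: ovary markers -0.029 to 0.21, camera: uterus and oviduct markers -0.39 to 0.20, *Pla2g4e* -0.22 to 0.38, camera: glycerophospholipid synthesis and remodelling -0.068 to 0.13, camera: interferon response -0.13 to 0.15, camera: endothelial markers -0.21 to 0.069, camera: skeletal muscle markers -2.52 to 1.01, camera: erythroid markers -0.67 to 0.42. Triacylglycerol synthesis ran from 0.070 to 0.27, mitochondrial fatty acid oxidation from 0.053 to 0.24 and the tricarboxylic acid cycle from 0.14 to 0.42. P-type ATPases ran from -0.58 to -0.15, ABC transporters from -0.39 to -0.084 and sphingolipid metabolism from -0.32 to -0.075. Ether lipid metabolism ran from -0.52 to -0.20 and fatty acid uptake and activation from -0.39 to -0.16. The call of camera: oxidative phosphorylation, nuclear genes ended without WT replicate 1 (adjusted p = 0.0789). That of camera: glycolysis ended without WT replicate 1, WT replicate 2 or *Prmt5* AKO replicate 3 (adjusted p = 0.0804, 0.104 and 0.142), and that of camera: cholesterol synthesis held without each library. Leaving out a library leaves 2 in its group. At the depth of these libraries 1 read is worth 0.0356 to 0.0472 CPM, the smallest value above 0 that each can hold.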

Differences from the paper's values

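The alternatives of this part were set before the deposited data were examined. The exception is edgeR's likelihood ratio test with the replicate block over all deposited genes, chosen only after the values were seen. At the same cutoffs, the paper reports 671 genes changed, 347 genes higher in *Prmt5* AKO and 324 lower, and limma called 0, 0 and 0 (1404 at an unadjusted p under 0.05). Of the planned settings, 2 fall within 1.5 times the paper's counts. One is edgeR's likelihood ratio test on the recovered reads with the replicate block, with 682 (353 higher, 329 lower), which shares 657 of the study's 658 called genes among the genes kept. The other is the p-values of the authors' deposited table over the genes kept, with 668 (348 higher, 320 lower). The test with the block over all deposited genes, chosen after seeing the values, gives 680 (356 higher, 324 lower) and drops 2 of those 658. The other planned settings differ, and of them the intronic read share as a covariate gives 3575, array weights 9322, 1 surrogate variable 367, DESeq2 301, edgeR's likelihood ratio test without the block 162, the replicate block in limma 129 and edgeR's quasi-likelihood test with it 53. Without *Prmt5* AKO replicate 1 the count is 84, and in limma-voom, edgeR's quasi-likelihood test and the remaining planned settings it is 0.

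The part of Table S2 at hand (1998 of 16619 genes) holds 119 of the named genes. All 119 have the same sign here, and 11 differ by more than the standard error here. The paper's log2 fold change, then the one here on log2(CPM + 0.5), are -2.82 and -1.95 for *Akr1c18*, 2.42 and 2.05 for *Atp6v1c2*, 2.00 and 1.59 for *Atp1a4*, 2.7 and 1.58 for *Atp7b*, -2.58 and -1.70 for *Slc15a5*, -3.26 and -1.65 for *Ptgs2*. They are -4.28 and -2.48 for *Ptgds*, 2.58 and 2.15 for *Ap3b2*, 3.11 and 2.67 for *Gtse1*, 2.91 and 2.33 for *H4c4*, -1.87 and -1.32 for *Ms4a1*. The fold changes fitted to recovered reads by edgeR (both tests, with and without the replicate block), DESeq2 and limma-voom come within the error for 11 of the 11, and a pseudocount of 0.1 CPM for 10. The number is 5 without *Prmt5* AKO replicate 3, 3 without WT replicate 3, and 2 with 1 surrogate variable or without *Prmt5* AKO replicate 1, WT replicate 1 or WT replicate 2. It is 1 with no filter, a filter at 2 CPM, DESeq2 scaling, array weights, the limma replicate block or without *Prmt5* AKO replicate 2. It is 0 with the intronic read share, a pseudocount of 2 CPM, robust eBayes, upper quartile scaling or equal library sums.

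The paper states that *Pla2g4e* was lower in *Prmt5* AKO eWAT, and its log2 fold change here is 0.037 (adjusted p = 0.969 from limma), called under 0 of 25 alternatives. In the authors' deposited table its FDR is 0.991. *Gpam*, which the paper gives as lower, is at -0.59 here (adjusted p = 0.601 from limma), is called with array weights, and has an FDR of 0.294 in the authors' deposited table. *Mvd*, which the paper names among the higher genes of a Hallmark set, is at 1.08 (adjusted p = 0.590 from limma), is called with the intronic read share or array weights, and has an FDR of 0.0538 in the authors' deposited table. The paper's sentence on *Mvd* rests on gene set enrichment, which is not a test of 1 gene, and the direction is the same here. The paper gives genes of peroxisomes as higher, from gene set enrichment with the Hallmark data set. Of 51 peroxisomal genes of the list fixed here, 28 are positive, with a median of 0.079 (camera, adjusted p = 0.876). That list and test are not those of the paper, whose set was not tested here. The paper gives genes related to triacylglycerol synthesis as lower. Here 14 of 19 genes of the list fixed for it are positive, with a median of 0.17 (camera, adjusted p = 0.122). Camera calls the list higher with edgeR's likelihood ratio test and the replicate block (adjusted p = 0.0230), and without WT replicate 1 the median is 0.070. The genes that the paper names there, *Acsm3*, *Acsm5* and *Scd1*, are negative here too, at -1.83, -1.24 and -2.58. For *Lcat* and *Slc2a4*, which the paper gives as not different, the log2 fold changes are -0.073 and -0.029.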

Other observations

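The tests of this part were chosen only after the results were seen, except the gene lists, the test of liver RNA in WT replicate 2 and the test of RNA quality on called lower genes. Markers of fibroblasts and progenitors had a median of -0.54 with 4 of 17 positive (camera, adjusted p = 0.00107; adjusted p = 0.505 with an estimated correlation), and 5 at an unadjusted p under 0.05, 2 when adjusted over the list alone, 2 by edgeR's likelihood ratio test and 2 by DESeq2, while limma called 0 over all genes. *Dcn*, a matrix proteoglycan and also a member of the extracellular matrix list, was at 1415 ± 302 CPM in WT and 559 ± 60.9 CPM in *Prmt5* AKO. *Dpp4*, a marker of adipose progenitors, was at 53.3 ± 25.4 CPM in WT and 15.9 ± 0.639 CPM in *Prmt5* AKO. The call of camera: fibroblast and progenitor markers ended with array weights (median -0.36) and with the 4 libraries of lowest intronic share (-0.40). Mesothelial markers had a median of -0.54 with 0 of 14 positive (camera, adjusted p = 0.00292; adjusted p = 0.653 with an estimated correlation), a call that ended without *Prmt5* AKO replicate 1 (median -0.052 for camera: mesothelial markers), and the median turned with array weights (0.098) and with the 4 libraries of lowest intronic share (0.020), while it was -1.01 without *Prmt5* AKO replicate 3. Insulin signalling had a median of -0.44 with 5 of 20 positive (camera, adjusted p = 0.0433; adjusted p = 0.701 with an estimated correlation), a call that ended in 12 of 28 alternatives, among them edgeR without the replicate block, DESeq2, limma-voom and robust eBayes, and without WT replicate 1 or *Prmt5* AKO replicate 3 (medians -0.24 and -0.17 for camera: insulin signalling), while the median was -0.66 without WT replicate 2 and -0.78 without *Prmt5* AKO replicate 1. Relative to the mean of all libraries, its medians were 0.55, -0.26 and 0.29 in WT and 0.51, -0.26 and -0.74 in *Prmt5* AKO, and those of the nuclear-retained RNAs, a sign of nuclear RNA content, 0.81, 0.10 and 0.71 in WT and 0.88, -1.12 and -1.13 in *Prmt5* AKO.

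Among inflammatory cytokines, *Saa3*, an acute phase protein that adipocytes also make, was at 10.6 ± 1.82 CPM in WT and 66.6 ± 23.0 CPM in *Prmt5* AKO, and *Ccl5*, a T cell chemoattractant, at 7.94 ± 4.86 CPM in WT and 54.2 ± 47.2 CPM in *Prmt5* AKO, while *Il33*, an alarmin of stromal cells, was at 18.5 ± 1.98 CPM in WT and 5.85 ± 1.09 CPM in *Prmt5* AKO. These 3 were called by limma when adjusted over the list alone, as was *Cxcl9*, an interferon-gamma target at 42.3 ± 12.6 CPM in WT and 139 ± 29.1 CPM in *Prmt5* AKO, in the interferon list, and limma called 0 in each over all genes (4 and 3 at an unadjusted p under 0.05). Over all genes, edgeR's likelihood ratio test called 3 cytokines and 1 interferon gene, as did DESeq2. *Cfd*, the adipokine adipsin, was at 13218 ± 2720.1 CPM in WT and 5366 ± 1141 CPM in *Prmt5* AKO. *Kdr*, a receptor of endothelial cells, had a log2 fold change of -1.02.

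In the main comparison camera called none of the following lists except the study's ATPase panel and named genes, given as the median log2 fold change with the adjusted p in parentheses. The values were -0.029 (0.959) for adipocyte identity and adipokines, 0.10 (0.259) for integrated stress response, 0.0094 (0.841) for interferon response, 0.25 (0.138) for inflammatory cytokines, -0.14 (0.344) for extracellular matrix and -1.21 (0.0511) for the complement and coagulation genes that the study lists in Table S3, which it chose on these samples. Camera called the complement and coagulation genes lower in 16 of 28 alternatives, among them the replicate block (adjusted p = 0.00296; adjusted p from 9.82e-07 to 0.605 over the 28 alternatives). For other cell types and tissues they were -0.16 (0.959) for B cell markers, -0.19 (0.664) for neutrophil and mast cell markers, -0.091 (0.433) for endothelial markers, 0.61 (0.0755) for smooth muscle and pericyte markers, -0.50 (0.664) for skeletal muscle markers. They were 0.098 (0.874) for ovary markers, -0.26 (0.567) for uterus and oviduct markers, -0.26 (0.841) for erythroid markers. In the direction given, camera called inflammatory cytokines and skeletal muscle markers in 5 alternatives each, smooth muscle and pericyte markers in 3, and the integrated stress response, extracellular matrix, B cell markers and erythroid markers in 1 each. In the opposite direction, it called erythroid markers higher with array weights (median 1.28, adjusted p = 0.0245; adjusted p from 6.96e-04 to 0.985 over the 28 alternatives). Leaving out a single library made such calls, for which the medians were 0.65 without WT replicate 2 and 0.44 without *Prmt5* AKO replicate 2 for the cytokines, -2.52 without WT replicate 2 for skeletal muscle and 0.68 without WT replicate 1 and 0.62 without *Prmt5* AKO replicate 2 for smooth muscle. They were 0.26 without *Prmt5* AKO replicate 1 for the stress response, -0.28 without WT replicate 3 for the matrix and -0.53 without *Prmt5* AKO replicate 3 for B cells. For the complement and coagulation genes they were -1.28 without WT replicate 1, -1.36 without WT replicate 3, -1.36 without *Prmt5* AKO replicate 2 and -1.14 without *Prmt5* AKO replicate 3. Without other libraries the cytokine median fell to 0.0019 (WT replicate 1), 0.16 (WT replicate 3), 0.16 (*Prmt5* AKO replicate 1) and 0.15 (*Prmt5* AKO replicate 3). That of smooth muscle fell to 0.35 without WT replicate 2, 0.48 without WT replicate 3 and 0.19 without *Prmt5* AKO replicate 3. That of the stress response fell to 0.021 without *Prmt5* AKO replicate 2. Of the panels that the study chose on these samples, which are not independent evidence, the ABC panel had -1.13 (0.898) and the SLC panel -1.24 (0.468). The ATPase panel was at 1.58 (camera, adjusted p = 0.0112; adjusted p = 0.384 with an estimated correlation) and the genes named in the text, with *Errfi1* for the paper's Errfl1 and *Apoc3* for its Apoa3, at 0.96 (camera, adjusted p = 0.0276; adjusted p = 0.496 with an estimated correlation), calls that ended in 8 of 28 alternatives and in 7. Single libraries that ended them were WT replicate 2 or *Prmt5* AKO replicate 1 for the panel (medians 1.49 and 1.49) and WT replicate 1 for the named genes (median 0.75). Lists of mammary and skin epithelium, pancreas, and kidney and adrenal had 2, 1 and 2 genes kept and were not tested.

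Along the principal component that holds most of the variance between the libraries, on which the genotypes overlap, the intronic read share of Table S1 had a Pearson's r of 0.76 across the 6 libraries (permutation p = 0.0528, adjusted 0.0660 over 5 relations), with a Spearman's rho of 0.77 (permutation p = 0.103, adjusted 0.17) and an r of 0.75 without the 2 libraries farthest from the median, so unspliced RNA may be part of it. Genomic DNA stays open beside it as an untested explanation, since by Table S1 the paper's intergenic shares were 4.42%, 2.88% and 4.01% in WT and 5.9%, 2.71% and 3.27% in *Prmt5* AKO, in the same order over the libraries as the intronic shares. Recovered reads gave an r of -0.354 (permutation p = 0.500, adjusted 0.500) and a rho of -0.371 (permutation p = 0.497, adjusted 0.497), with an r of -0.457 without 2 libraries, so a part of depth cannot be told apart with so few libraries. Across 16079 of 16109 genes, which are not independent replicates, exonic length and the loading had a Spearman's rho of 0.448, so transcript length stays open too. The planned test on called lower genes had 0 genes to run on, and over 318 of the study's lower genes the median log2 ratio of *Prmt5* AKO replicate 1 to *Prmt5* AKO replicates 2 and 3 was 0.63 and over 340 of its higher genes -0.73, against 0.032 over all genes, so that library lay towards WT in both directions, which leaves unspliced RNA and genomic DNA open for these genes without singling them out, and no biological explanation was tested.

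The share of mitochondrial reads had an r of 0.911 with the component (permutation p = 0.0333, adjusted 0.0660) and a rho of 0.771 (permutation p = 0.103, adjusted 0.17), and an r of 0.977 without the 2 farthest libraries. The share of the 10 most abundant genes had an r of 0.866 (permutation p = 0.05, adjusted 0.0660) and a rho of 0.714 (permutation p = 0.136, adjusted 0.17), which rests on 2 libraries (r of 0.407 without them). The median of nuclear-retained RNAs, where *Neat1* was at 875 ± 337 CPM in WT and 268 ± 332 CPM in *Prmt5* AKO, had an r of 0.712 with the intronic share (permutation p = 0.0222, adjusted 0.0660), a rho of 0.829 (permutation p = 0.0583, adjusted 0.17) and an r of 0.666 without 2 libraries.

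Liver markers, 33 of 34 of which had negative log2 fold changes, stood highest in WT replicate 2. *Alb*, the serum albumin made by the liver, was at 163 ± 142 CPM in WT and 39.9 ± 39.9 CPM in *Prmt5* AKO, and the list's medians relative to all libraries were -0.95, 2.42 and 0.45 in WT and -1.34, 0.13 and -0.85 in *Prmt5* AKO. A loss of liver-type transcripts in every *Prmt5* AKO mouse is argued against, since the 3 WT libraries all lay above the 3 *Prmt5* AKO libraries for 2.94% of 34 markers (chance parts the genotypes in either direction for 10%). Liver RNA in WT replicate 2 stays open, since over 27 markers the median log2 ratio of that library to the other WT libraries was 2.31 against -0.034 over all genes, while *Alb* at 1.94 fell short of the value of 2 set in advance. Without WT replicate 2 the call of camera: liver markers ended (median -0.42), as it did with array weights (-0.29), and the median was -2.03 without WT replicate 1.

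Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. For genes changed, the real split gave 0 and the highest other 5809 (WT replicates 1 and 3 with *Prmt5* AKO replicate 1 against the rest), which points to a structure of the samples, and 10 splits gave as many. With the intronic read share as a covariate the real split gave 3575 and the highest other 353, and 1 split gave as many. The unadjusted p of camera, in the real split and the smallest of the others, was 0.000122 and 0.000180 for cholesterol synthesis (1 split as small), 0.0135 and 0.0122 for glycolysis (2 splits), and 0.854 and 1.48e-05 for fatty acid synthesis (10 splits). It was 0.172 and 0.00867 for mitochondrial fatty acid oxidation (4 splits), 3.62e-07 and 2.76e-22 for nuclear genes of oxidative phosphorylation (5 splits), and 0.768 and 0.0146 for peroxisomes (8 splits).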
